# Estrogen-induced FXR1 promotes endocrine resistance and bone metastasis in breast cancer via BCL2 and GPX4

**DOI:** 10.3389/fcell.2025.1563353

**Published:** 2025-03-24

**Authors:** Yinzhong Shang, Tingfang Cao, Xin Ma, Le Huang, Mingming Wu, Junchao Xu, Jiarui Wang, Hao Wang, Sheng Wu, Vijay Pandey, Zhengsheng Wu, Weijie Zhang, Peter E. Lobie, Xinghua Han, Tao Zhu

**Keywords:** estrogen, FXR1, apoptosis, ferroptosis, anti-estrogen resistance

## Abstract

Estrogen signaling dysregulation plays a critical role in the development of anti-estrogen resistance and bone metastasis of ER+ mammary carcinoma. Using quantitative proteomic screening, we identified FXR1 as an estrogen-regulated RNA-binding protein associated with anti-estrogen resistance. Mechanistically, estrogen and IGF1 facilitate FXR1 protein translation via the PI3K/AKT/mTOR/EIF4E pathway. FXR1 enhances cellular resistance to apoptosis and ferroptosis by facilitating the maturation of BCL2 pre-mRNA and stabilizing GPX4 mRNA, respectively. Anti-estrogen resistant cells exhibit elevated FXR1 expression, and FXR1 depletion restores their sensitivity to tamoxifen. Moreover, combining FXR1 depletion with a ferroptosis inducer induces synergistic lethal in anti-estrogen resistant cells. Finally, we provide proof-of-concept evidence supporting FXR1 antagonism as a potential treatment for bone metastases in ER+ breast cancer. Our findings highlight FXR1 as a promising therapeutic target to improve existing therapeutic regimes for ER+ breast cancer patients.

## 1 Introduction

mRNA-binding proteins (mRBPs) are a group of proteins that are capable of interacting with messenger RNAs. RBPs have been implicated as important regulators in various physiologic and pathologic conditions by regulating gene expression post-transcriptionally, including RNA splicing, modification, localization, stability, and protein translation (Gerstberger et al., 2014). In cancer, aberrations in RBP expression facilitate cell survival, metastasis and therapeutic resistance, resulting in progression (Kang et al., 2020). Although over 1,500 RBPs have been identified in the entire human genome using recent high-throughput screening, a paucity of RBPs have been functionally delineated (Mohibi et al., 2019).

Breast cancer ranks as the most prevalent cancer among women globally, with over 70% of patients falling into the estrogen receptor-positive (ER+) category (Waks and Winer, 2019). Anti-estrogen therapy has significantly improved the survival outcomes for ER+ breast cancer patients; however, the emergence of therapy resistance remains a challenge for durability of treatment (Barone et al., 2022). The disease in anti-estrogen resistant patients at advanced stages are often accompanied by metastasis, especially bone metastasis (Hess et al., 2006). The majority of primary ER+ breast cancer and approximately 30%–50% of recurrent ER+ breast cancer are hormone-dependent and rely on ERα signaling (Miziak et al., 2023); therefore, both types of patients benefit clinically from treatments with fulvestrant or aromatase inhibitors (Ferreira Almeida et al., 2020). Tremendous efforts have been undertaken to identify mechanisms driving sustained ER signaling in anti-estrogen resistant cells by identifying the aberrantly expressed estrogen responsive genes. However, almost all the previous studies of have been exclusively based on the transcriptional profiling of estrogen stimulation. Given the substantial difference between the transcriptional regulation and translational regulation of gene expression, we performed quantitative proteomic analysis to screen for estrogen responsive mRBPs. We identified FXR1 as a potential therapeutic target in ER+ breast cancer.

## 2 Materials and methods

### 2.1 Cell lines and reagents

MCF-7, T47D, BT474, MDA-MB-231, and HEK-293 T cell lines used in this study were purchased from the American Type Culture Collection (ATCC). All cells were cultured under standard conditions (37°C, 5% CO2) in a culture medium with 1% penicillin/streptomycin and 10% fetal bovine serum (Gibco). MCF-7 TAMR and T47D TAMR cell lines were derived from parental cells maintained in culture with 1 μM tamoxifen (TargetMol, United States; T6906) for at least 6 months. MCF-7 LTED cells were cultured in phenol red-free RPMI-1640 (Gibco) medium containing 5% estrogen-deprived serum for at least 6 months. All cell lines tested negative for *mycoplasma*. The sources of all the reagents are described in Supplementary Table S1.

### 2.2 Plasmids and established stable cells

PCR-amplified BCL2, GPX4, and ESR1 were cloned into the pSin vector to generate expression plasmids. FXR1, FXR1-KH, and FXR1-RGG were subcloned into the pSin-3×Flag vector. R-FXR1 contains synonymous mutations of C118A, C120G, G123A, T126C, A129T, T132C, T135C, and A138G. The 3′UTR of GPX4 was cloned into the psiCHECK-2 vector (Promega). GPX4 3′UTR mutations were generated using the QuickChange site-directed mutagenesis kit (Agilent Technologies). All shRNA plasmids directed to human genes were obtained from The RNAi Consortium (MISSION® TRC shRNA library, Sigma-Aldrich). The sgRNAs targeting FXR1 were inserted into the multiple cloning sites of the lentiCRISPRv2 vector. Sequences of shRNAs, sgRNAs, and primers are listed in Supplementary Table S1. The pSin-FXR1 and shRNA viral particles were generated by co-transfection of the constructs with pMD2. G and psPAX2 into HEK-293T cells using calcium phosphate. Viral particles were collected 24 and 48 h after transfection and filtered through a 0.45 μm filter unit (Millipore). Cells were infected with polybrene (8 μg/mL, Sigma-Aldrich) for 48 h. Subsequently, stably integrated cells were selected with 2 μg/mL puromycin for 1 week.

### 2.3 RT-qPCR and western blot

Total RNA was extracted from cells or RIP samples using Trizol (Takara) according to the instructions. Real-time quantitative PCR was performed using the TransScript® Top/Tip Green qRT-PCR SuperMix (Transgen). Cells were lysed with RIPA buffer (Beyotime) supplemented with a protease inhibitor cocktail (Targetmol), and the protein concentration was determined using the BCA Protein Assay Kit (Abcam). Western blot images were collected and processed using the ImageQuant LAS4000 Mini (GE Health). Primer sequences and antibody information are listed in Supplementary Table S1.

### 2.4 Cell viability and cell death assays

For cell viability assays, cells were seeded in 96-well plates. After treatment with the drugs specified, the culture medium was replaced with fresh medium supplemented with 10% MTT. After incubating for 2 h at 37°C, the absorbance at OD570 was measured for each well. In the case of cell death assays, cells were seeded in a 6-well plate 24 h before treatment. Harvested cells were then resuspended in 500 µL PBS buffer containing 2 μg/mL propidium iodide and stained for 15 min. The percentage of dead cells was subsequently analyzed using a flow cytometer (BD LSRFortessa).

### 2.5 Cell apoptosis

The Dead Cell Apoptosis Kit with Annexin V FITC & Propidium Iodide (Invitrogen) was used. Briefly, cells from a 6 cm culture dish were harvested using trypsin without EDTA, washed with cold PBS, and resuspended in 200 µL of 1× annexin-binding buffer containing 5 µL of FITC Annexin V and 1 µL of the 100 μg/mL PI working solution. The cells were then incubated at room temperature for 15 min and subsequently analyzed by flow cytometry (BD LSRFortessa) for cell apoptosis assessment.

### 2.6 Isobaric tags for relative and absolute quantitation (iTRAQ)

MCF-7 cells were cultured in medium containing 5% estrogen-deprived serum for 6 days, followed by a 48-hour treatment with estrogen or DMSO. Protein labeling was conducted in a single tube according to the instructions provided in the iTRAQ Reagent-8plex Multiplex Kit. The labeled samples (DMSO-1 = iTRAQ 115; DMSO-2 = iTRAQ 116; DMSO-3 = iTRAQ 117; E2-1 = iTRAQ 118; E2-2 = iTRAQ 119; E2-3 = iTRAQ 121) were combined into a single sample mixture for Liquid Chromatography-Mass Spectrometry analysis. The iQuant software was utilized to analyze the labeled peptides with isobaric tags quantitatively, and the iTRAQ data analyses were performed by BGI Genomics, Shenzhen, China (Wen et al., 2014).

### 2.7 Polysome fractionation by sucrose gradients

As described (George et al., 2021), the cells were treated with 0.1 mg/mL cycloheximide for 15 min. The collected cell lysate was loaded onto a sucrose gradient column (5%–50% w/v) and centrifuged at 38,000 rpm for 3 h at 4°C. Fractions were collected using the density gradient fractionation system Piston Gradient Fractionator (BIOCOMP). Total RNA was extracted from the fractions and analyzed by RT-qPCR.

### 2.8 mRNA stability assay

As described (Yuan et al., 2022) cells were treated with 5 μM actinomycin D for specified time points. Total RNA extracted from the cells was utilized to generate a cDNA library through reverse transcription. Subsequently, real-time quantitative PCR was employed to measure the expression levels of GPX4 mRNA.

### 2.9 RNA-IP and RIP-seq

The cells were lysed and immunoprecipitated using FXR1 antibody, with mouse IgG as a negative control. The mRNA that FXR1 or IgG precipitated was reverse transcribed into cDNA and analyzed through RT-qPCR. For the RIP-seq, the purified RNA underwent reverse transcription PCR, end repair, adapter ligation, PCR enrichment, and deep sequencing. RIP samples were normalized using INPUT samples to identify highly enriched regions. RIP-seq data analyses were assisted by DIATRE Biotechnology in Shanghai, China.

### 2.10 Dual-luciferase reporter assay

HEK-293T cells were co-transfected with pSin-FXR1 and psiCHECK-2 Vector plasmid containing either the GPX4-3’UTR or a 3’UTR mutation mRNA fragment. 48 h post-transfection, cells were harvested, and 100 μL lysis buffer was added to each sample. Subsequently, the sample supernatant was utilized to measure luciferase activity with Firefly luciferase activity normalized to Renilla luciferase activity (Beyotime).

### 2.11 Lipid ROS assay

The dispersed cells were incubated with a serum-free medium containing 10 μM C11 BODIPY 581/591 at 37°C for 30 min to label lipid reactive oxygen species (ROS). The levels of lipid ROS were analyzed using flow cytometry (BD LSRFortessa).

### 2.12 GSH/GSSG analysis

Cells were plated in 6-well plates and harvested when reaching 90% confluency. The levels of reduced glutathione (GSH) and oxidized glutathione (GSSG) were determined using a GSH/GSSG detection kit (Beyotime S0053). The GSH and GSSG levels in each sample were normalized to the corresponding protein concentration.

### 2.13 Transmission electron microscopy

FXR1 depleted or control cells were fixed in 2.5% glutaraldehyde for 12 h at 4°C, then fixated in 2% OsO4 for 2 h at 4°C. Subsequently, the samples underwent dehydration using an ethanol gradient and were embedded in Eponate 12 resin. Ultrathin sections were prepared and counterstained with uranyl acetate and lead citrate. The images were obtained using a transmission electron microscope (120 kV; Tecnai G2 Spirit, FEI).

### 2.14 Xenograft mouse model

Animal studies were approved by the Animal Research Ethics Committee of the University of Science and Technology of China (Ethics number: USTCACUC212201042). The 5-week-old female BALB/c nude mice were purchased from SLAC laboratory animals (Shanghai, China). For ER+ breast cancer cells, mice were implanted with a 60-day-release 17β-estradiol pellet (0.36 mg, Innovative Research of America). Subsequently, 2 × 10^6^ MCF-7 cells stably expressing shFXR1 or control were injected into the mammary fat pads of the mice. After the xenograft reached 150 mm^3^, mice were treated with tamoxifen (60-day-release tamoxifen pellet 5 mg, Innovative Research of America) and IKE (25 mg/kg every 2 days via *i. p*). Xenograft volumes (length (mm) × (width (mm))^2^/2) were measured every 3 days using a digital caliper.

The bone metastasis model was established as reported (Kuchimaru et al., 2018). 1.5 × 10^6^ luciferase-labeled MCF-7 TAMR cells were injected into the caudal arteries of mice. After 2 weeks, distinct bone metastasis signals were observed, and the mice were randomly divided into four groups: vehicle, fulvestrant (2 mg, every 2 days via *s. c*), IKE (25 mg/kg, every 2 days via *i. p*), and fulvestrant + IKE. Mice were injected with 150 μg/g of D-luciferin (12 mg/mL in PBS) and imaged using a PerkinElmer IVIS Spectrum system. The bioluminescent imaging was quantified using Living Image 4.5 software. Micro-CT scans were performed for the dissected hind legs of euthanized mice using NMC-200(NEMO, China).

### 2.15 Tissue microarray and immunohistochemistry (IHC)

The tissue microarray (ZL-BrcSur180) was obtained from Zhuoli Biotechnology Co., Ltd. (Shanghai, China), and detailed patient information is listed in Supplementary Table S2. The clinical research protocol was approved by the Biomedical Ethics Committee of Zhuoli Biotech (No. LLS M-15-1). The study is compliant with all relevant ethical regulations. Paraffin sections from mouse xenografts were dewaxed in xylene and rehydrated in graded alcohol. After the inactivation of endogenous peroxidase using 3% hydrogen peroxide, high-pressure heat repair was performed in citrate buffer. Sections were preincubated in 5% BSA for 30 min to prevent nonspecific staining, followed by incubation with antibodies at 4°C overnight. DAB chromogenic and hematoxylin staining were performed after the secondary antibody incubation.

### 2.16 Statistical analysis

The Kaplan–Meier plotter database was used to analyze the effect of genes on cancer patient survival. Data are expressed as mean ± standard deviation (s.d.) from three independent experiments. Statistical analyses were conducted using GraphPad Prism nine or R software (version 4.4.1). Two-tailed unpaired Student’s t-test and one- or two-way analysis of variance (ANOVA) were used for group comparisons, and a significance level of p < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Screening of estrogen-regulated mRBPs in ER+ breast cancer

To identify the possible mRBPs that are modulated by estrogen, a quantitative proteomic analysis utilizing iTRAQ was conducted by use of MCF-7 cells in the presence or absence of estrogen (17-beta estradiol) as indicated (Figure 1A). A total of 896,911 spectrums were generated; 54,468 peptides and 7,462 proteins were identified with 1% False Discovery Rate (FDR). Proteins exhibiting altered expression greater than 1.2-fold with a p-value less than 0.05 were classified as differentially expressed. 511 proteins manifested significantly altered expression levels between DMSO and E2-treated groups. Gene Ontology (GO) revealed that differentially expressed proteins were primarily enriched in cellular process, metabolic process, and biological regulation (Supplementary Figure S1A). Further analysis suggested that the significantly altered genes were enriched in sphingolipid metabolism, hematopoietic cell lineage, and estrogen signaling pathway (Supplementary Figure S1B).

**FIGURE 1:**
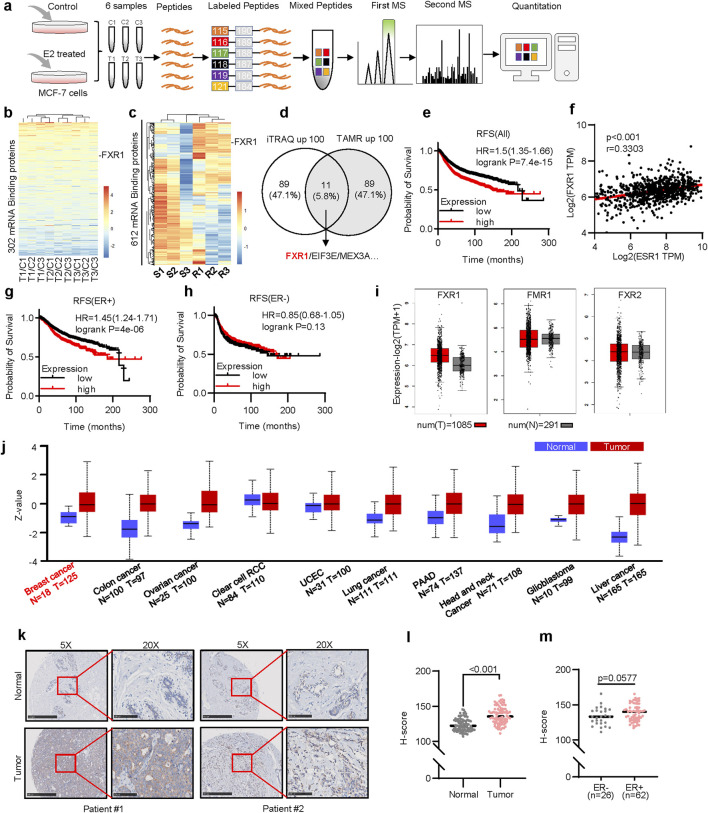
Screening of estrogen-regulated mRBPs in ER+ breast cancer. **(a)**, The schematic of iTRAQ quantitative proteomics. MCF-7 cells were treated with 10 nM estrogen for 48 h after 6 days of estrogen deprivation. **(b)**, Heat map representation of the 302 mRBP gene ratios (Treat/Control) in the iTRAQ quantitative proteomics. Each group represents three independent experiments. **(c)**, The heatmap plotted the relative expression levels of 612 mRBPs in tamoxifen-resistant(R) and parental(S) MCF-7 cells. **(d)**, Schematic diagram of 11 potential mRBPs in breast cancer. The left circle shows 100 proteins upregulated in quantitative proteomics. The right circle shows 100 genes upregulated in tamoxifen-resistant cells. **(e)**, Kaplan–Meier plots of RFS in breast cancer patients with different levels of FXR1 expression. **(f)**, Correlation analysis of FXR1 and ESR1 in TCGA ER+ breast cancer samples by GEPIA 2. **(g, h)**, Kaplan–Meier plots of RFS in ER+ **(g)** and ER- **(h)** patients with different levels of FXR1 expression. **(i),** Expression levels of FXR1, FMR1, and FXR2 in normal tissue (n = 291) and tumor tissue (n = 1,085) were analyzed by GEPIA 2. **(j)**, Protein levels of FXR1 in different cancers (tumor and normal samples). **(k)**, IHC staining of FXR1 of the representative patients in breast cancer tissue microarray. Scale bar: 500 μm (5✕), 100 μm (20✕). **(l)**, IHC H-scores of FXR1 in breast normal and tumor sections. **(m)**, IHC H-scores of FXR1 in ER+ and ER- breast tumor sections. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test).

Among the 692 known mRBPs (Gerstberger et al., 2014), 302 were identified in our quantitative proteomics analysis (Figure 1B). Further, expression profiling of 612 mRBP genes in tamoxifen-resistant cells and cognate control cells were obtained from the GSE164529 dataset, excluding 80 genes not recorded (Figure 1C) (Jones et al., 2021). Cross-analysis of the top 100 upregulated mRBPs in response to estrogen treatment and the top 100 upregulated mRBPs in tamoxifen-resistant cells identified 11 overlapping mRBP genes in both datasets (Figure 1D). To assess the potential clinical implication of these 11 genes in breast cancer, their clinical prognoses were further analyzed. Higher expression of FXR1, EIF3E, and MEX3A (Figure 1E; Supplementary Figure S1C, D) but not the remaining eight genes (Supplementary Figure S1E–L) was subsequently identified to be associated with worse recurrence-free survival (RFS). The correlation analysis conducted using the ER+ breast cancer TCGA dataset indicates that only FXR1 shows a positive correlation with ESR1, while EIF3E and MEX3A have no correlation with ESR1 expression levels (Figure 1F; Supplementary Figure S1L, M) (Li et al., 2021). Notably, higher expression of FXR1 was significantly associated with a worse RFS (Figures 1G, H), overall survival (OS) (Supplementary Figure S1O, P), and distant metastasis-free survival (DMFS) (Supplementary Figure S1Q, R) exclusively in ER+ but not in ER- cohorts.

FXR1, FMR1, and FXR2 belong to the fragile X messenger ribonucleoprotein family (Li et al., 2021), whereas only FXR1 was increased in expression in breast cancer tissues compared to normal tissues (Figure 1I). Pan-cancer analysis revealed elevated FXR1 protein levels across several tumors, including breast, liver, and lung cancers (Figure 1J) (Bartha and Győrffy, 2021; Chandrashekar et al., 2022). Tissue microarrays, including 90 normal breast tissue and 90 breast cancer samples (Supplementary Figure S1S), were used to assess FXR1 expression. The patient information is shown in Supplementary Table S2. Immunohistochemistry analysis suggested higher FXR1 expression in cancer tissues (Figures 1K, L). In addition, a tendency of elevated expression of FXR1 was observed in ER+ compared to ER- breast cancers (Figure 1M). These findings suggest that FXR1 is potentially oncogenic in ER+ breast cancer.

### 3.2 ER signaling induces FXR1 translation via eIF4E and eIF4EBP1

To determine the mechanism by which estrogen promotes FXR1 expression, MCF-7 and T47D cells were exposed to estrogen for the indicated periods, and markedly escalated FXR1 levels were observed at 24- and 48-h post-exposure (Figure 2A), whereas FXR1 mRNA levels remained unchanged. The TFF1 level was examined as a positive control (Supplementary Figures S2A, B). It was also observed that estrogen increased FXR1 expression in a dose-dependent manner (Supplementary Figure S2C). The estrogen-induced level and endogenous level of FXR1 were readily abrogated by tamoxifen or fulvestrant (Figure 2B; Supplementary Figure S2D), indicating that estrogen induced FXR1 expression via ERα. Consistently, ESR1 depletion in ER+ breast cancer cells resulted in reduced FXR1 expression (Figure 2C). In contrast, forced expression of ESR1 in ER- MDA-MB-231 cells significantly increased FXR1 levels (Figure 2D). As the data suggested that estrogen regulates FXR1 expression at the post-transcriptional level, we further examined if estrogen could affect FXR1 expression at the translational level. Using ribosome density gradient centrifugation to separate polysomes from cells under different culture conditions (Figure 2E), it was observed that estrogen significantly increased the level of FXR1 mRNA in the heavy polysomes (Figure 2F). In contrast, fulvestrant treatment significantly decreased the FXR1 mRNA content in the heavy polysomes (Figures 2G,H). The data suggests that estrogen potentially promotes the translation of FXR1.

**FIGURE 2:**
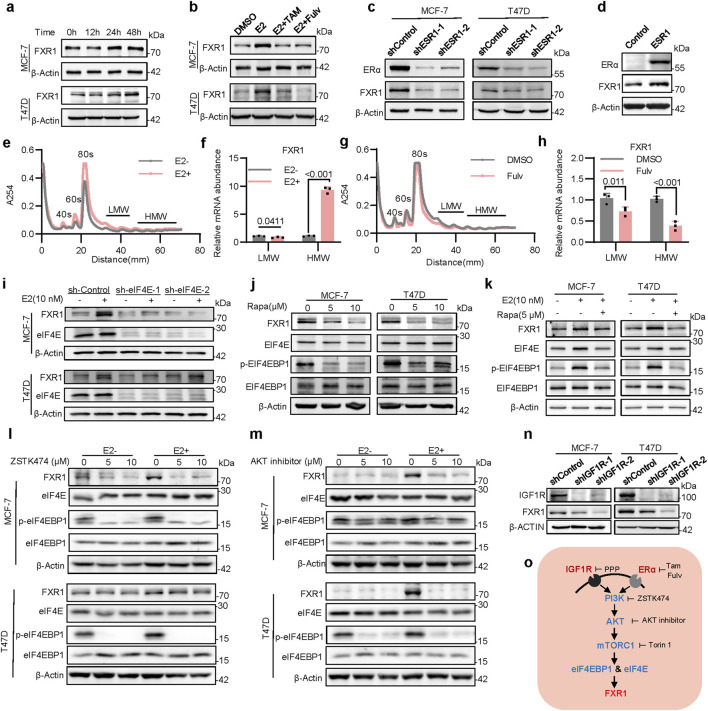
Estrogen induces FXR1 translation via eIF4E and eIF4EBP1. **(a)**, Immunoblot assessment of FXR1 levels. Cells were treated with 10 nM estrogen for 0h, 12h, 24h and 48h. **(b)**, Immunoblot assessment of FXR1 levels. Cells were treated with estrogen (10 nM) in combination with tamoxifen (1 μM) and fulvestrant (1 μM) for 48 h. **(c)**, Immunoblot assessment of FXR1 and ERα levels in ESR1 depleted MCF-7 and T47D cells. **(d)**, Immunoblot assessment of FXR1 and ERα levels in MDA-MB-231 cells with forced expression of ESR1 and control cells. **(e)**, Representative polysome traces of MCF-7 cells in estrogen-deprived and stimulated (10 nM) conditions. Distance (mm) 10-30: mRNA ribonucleo protein (mRNP)/monosome; distance (mm) 30-50: light polysome (LMW); distance (mm) 50-70: heavy polysome (HMW). **(f)**, Relative abundance of FXR1 mRNA in LMW or HMW shown in **(e)**. **(g)**, Representative polysome traces of MCF-7 cells after DMSO or fulvestrant (1 μM) treatment 48h. **(h)**, Relative abundance of FXR1 mRNA in LMW or HMW shown in **(g)**. **(i)**, Immunoblot assessment of FXR1 and eIF4E levels. MCF-7 and T47D sh-Control or sh-eIF4E cell lines were treated with estrogen (10 nM) for 48 h. **(j, k)**, Immunoblot assessment of FXR1, eIF4E, eIF4EBP1 and phosphorylated eIF4EBP1 levels. MCF-7 and T47D cells were treated with different concentrations of rapamycin **(j)** or combined with estrogen **(k)**. **(l, m)**, Immunoblot assessment of FXR1, eIF4E, eIF4EBP1 and phosphorylated eIF4EBP1 protein levels. In the presence or absence of estrogen, MCF-7, and T47D cells were treated with different concentrations of ZSTK474 **(l)** or AKT inhibitors **(m)**. **(n)**, Immunoblot assessment of FXR1 and IGF1R levels in IGF1R depleted MCF-7, T47D, and control cells. **(o)**, Schematic diagram of the pathway that estrogen and IGF1 regulate FXR1 translation. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test).

To determine the eukaryotic translation initiation factors (eIFs) that mediate estrogen-induced FXR1 expression, the correlation of multiple eIFs with ESR1 in the TCGA database was performed (Supplementary Figure S2E). It was observed that the level of eIF4E was positively correlated with that of ESR1 (Supplementary Figure S2F). In contrast, the level of eIF4EBP1 was negatively correlated with ESR1 (Supplementary Figure S2G). The expression level of eIF4E was higher in luminal breast cancer than that in triple-negative breast cancer (Supplementary Figure S1H), whereas the expression level of eIF4EBP1 showed the opposite tendency (Supplementary Figure S2I). eIF4EBP1 was known to inhibit the translation initiation activity of eIF4E by interaction, whereas eIF4EBP1 phosphorylation releases this inhibition (Martineau et al., 2013). To determine if estrogen regulates FXR1 expression via the signaling of eIF4EBP1 and eIF4E, the possible regulation of FXR1 expression by eIF4E was examined. As eIF4E depletion using shRNA significantly downregulated FXR1 expression (Supplementary Figure S2J, K), estrogen-induced FXR1 expression was significantly abrogated by eIF4E depletion (Figure 2I). To validate further that eIF4E is involved in the translational regulation of FXR1, rapamycin, an mTOR specific inhibitor was applied to inhibit the translation activity of eIF4E; and it was subsequently observed that FXR1 expression was significantly diminished (Figure 2J). Consistently in the presence of rapamycin, estrogen-induced phosphorylation of eIF4EBP1 and increased FXR1 expression were abrogated (Figure 2K). As eIF4EBP1 is known to be regulated by the PI3K/AKT/mTORC1 signaling pathway (Popova and Jücker, 2021), the cells were subsequently treated with inhibitors of PI3K, AKT, and mTORC1 to determine if this signaling pathway is involved in the translational regulation of FXR1. As expected, blockage of this signaling pathway abolished estrogen-induced FXR1 expression (Figures 2L, M; Supplementary Figure S2L).

Interestingly, analysis of CPTAC databases indicates that the protein level of FXR1 is significantly elevated in breast cancer samples with altered signaling pathways of mTOR and MYC but not NRF2, WNT, or HIPPO (Supplementary Figure S2M) (Chandrashekar et al., 2022; Zhang et al., 2022; Chen et al., 2023). It is well-known that PI3K/AKT/mTORC1 signaling plays a key role in the cross-talk between ERα and the receptor tyrosine kinases such as IGF1R in ER+ breast cancer (Massarweh et al., 2008; Ianza et al., 2021). It was therefore examined whether IGF1R signaling could regulate FXR1 expression. IGF1R depletion in ER+ breast cancer cells significantly reduced FXR1 expression (Figure 2N), whereas activation of IGF1R signaling by IGF1 led to increased FXR1 protein expression (Supplementary Figure S2N). Antagonism of IGF1R signaling by the IGF1R specific inhibitor picropodophyllin (PPP) reduced FXR1 protein expression (Supplementary Figure S2O). Consistently, phosphorylated levels of eIF4EBP1 increased following IGF1R activation but decreased as a result of IGF1R inhibition (Supplementary Figures S2N, O). Thus, these findings indicate that both ERα signaling and IGF1R signaling promote FXR1 translation via the PI3K-AKT-mTORC1-eIF4E signal pathway (Figure 2O).

### 3.3 FXR1 is oncogenic in breast cancer

The functional roles of FXR1 in breast cancer were further addressed. FXR1 depletion by shRNA significantly impaired the viability and foci formation of MCF-7 (Figures 3A–C), T47D, and BT474 cells (Supplementary Figures S3A–F). FXR1 depletion also impaired anchorage-independent growth, as revealed by soft agar assays and repressed cell growth in 3D Matrigel (Figure 3D; Supplementary Figures 3G, H). Flow cytometry analysis showed that FXR1 depletion resulted in cell cycle arrest with an increased proportion of cells in the G0/G1 phase (Supplementary Figures S3I–L). Analysis of apoptotic cells using Annexin V-FITC staining followed by flow cytometry revealed that FXR1 depletion increased the percentage of apoptotic cells in ER+ breast cancer cells (Figures 3E, F; Supplementary Figures S3M). Consistently, FXR1 depletion upregulated the expression of p21, cleaved-CASPASE 9 and cleaved- PARP (Figure 3G).

**FIGURE 3:**
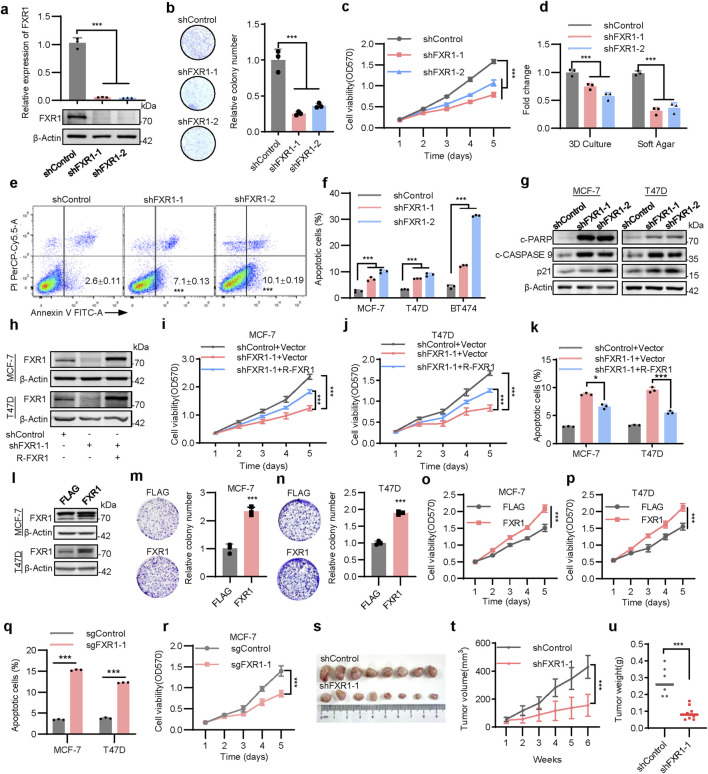
FXR1 enhances oncogenicity of breast cancer cells. **(a)**, qPCR (n = 3 biological replicates) and immunoblot analysis of FXR1 expression in FXR1 depleted MCF-7 and control cells. **(b)**, Foci formation assay was performed in FXR1 depleted MCF-7 and control cells. Representative images (left) and statistical analyses (right) of the colonies were shown. **(c)**, MTT assay showing relative cell viability in FXR1 depleted MCF-7 and control cells. **(d)**, Statistical analyses of the FXR1 depleted MCF-7 cell colonies in 3D culture and soft agar colony formation assays. **(e)**, Early apoptotic population (FITC+/PerCP-Cy5.5-) in FXR1 depleted MCF-7 cells was determined by flow cytometry. **(f)**, Statistical analyses of the apoptotic FXR1 depleted MCF-7, T47D, and BT474 cells by flow cytometry. **(g)**, Immunoblot assessment of apoptosis-associated marker levels in FXR1 depleted MCF-7, T47D, and control cells. **(h–k)**, FXR1 depleted MCF-7 and T47D cells rescued with empty vector or R-FXR1 plasmid**.** Immunoblot assessment of FXR1 levels **(h)**, MTT assay showing relative cell viability **(i, j)**, and cell apoptosis determined by flow cytometry **(k)**. **(l)**, Immunoblot assessment of FXR1 levels after forced expression of FXR1 MCF-7 and T47D cells. **(m, n)**, Foci formation assay was performed in MCF-7 (**m**) and T47D **(n)** cells with forced expression of FXR1. **(o, p)**, MTT assay showing relative cell viability in MCF-7 **(o)** and T47D **(p)** cells with forced expression of FXR1. **(q)**, Early apoptotic population in FXR1-deleted MCF-7 and T47D cells was determined by flow cytometry. **(r)**, MTT assay showing relative cell viability in FXR1-deletion MCF-7 and control cells. **(s–u)**, MCF-7 cells stably expressing pLKO1 or shFXR1 plasmid were injected into nude mice (n = 8/group). Tumor size was measured starting at 7 days after injection. The tumor picture **(s)**, tumor growth curves **(t)**, and tumor weight **(u**) was shown. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test in **(m, n, q, u)**, one-way ANOVA test in **(a, b, d, f, k)** others two-way ANOVA test.).

To prevent possible off-target effects of FXR1 shRNA, shRNA-resistant FXR1 (R-FXR1) was introduced into FXR1-depleted cells, which partially restored the reduced cell viability observed after FXR1 depletion (Figures 3H–J) and reversed FXR1 depletion promoted apoptosis (Figure 3K). Moreover, forced expression of FXR1 in MCF-7 and T47D cells significantly increased foci formation and cell viability (Figures 3L–P). FXR1 deletion using the CRISPR-Cas9 system confirmed that FXR1 deletion led to increased cell apoptosis and reduced cell viability (Figures 3Q,R; Supplementary Figures S3N–P). In line with *in vitro* findings, FXR1 depletion substantially diminished the growth of tumor xenografts in nude mice (Figures 3S–U). Taken together, these results indicate that FXR1 is oncogenic in breast cancer.

### 3.4 FXR1 regulates apoptosis via BCL2

To gain mechanistic insight into the functions of FXR1 in breast cancer, RNA-seq analysis of MCF-7 cells with FXR1 depletion was performed. 

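MCF-7 is an established ER+ breast carcinoma cell line, and its RNA was sequenced in 3 libraries from cells expressing shControl and 3 from cells expressing an shRNA against FXR1 (shFXR1). FXR1 mRNA was 10.1 ± 0.391 FPKM (SD, n = 3 libraries) in shControl and 2.77 ± 0.116 FPKM (SD, n = 3) in shFXR1, which is 3.68-fold lower. Its log2 fold change was −1.88 (standard error 0.071, adjusted p = 2.3e-12 from edgeR's quasi-likelihood test), and every shFXR1 library lay below every shControl library. The family members did not pass this test over all genes, with a log2 fold change of 0.034 (standard error 0.068, adjusted p = 0.767) for FXR2 and of 0.20 (standard error 0.079, adjusted p = 0.0750) for FMR1, the fragile X gene. FMR1 was called higher when adjusted over the list alone, here the 3 family genes, and without shControl replicate 2 (adjusted p = 0.0097). FXR1 (ENSG00000114416) lies on chromosome 3 from 180868141 to 180982753 of GRCh38 in the annotation GENCODE v29. Fig. 6C calls the depleted cells shFXR1-1, and the target of shRNA-1, GCGAAGTATTCGTACGAAGTT, lies on chromosome 3 from 180949280 to 180949300, in coding sequence in exon 7 of the 17 exons of transcript ENST00000357559.8. The second shRNA of the paper targets CGCCAGGTTCCATTTAATGAA on the same chromosome from 180935151 to 180935171, in exon 3 of that transcript.

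The table that the authors deposited holds a count and an FPKM (fragments per kilobase of gene, scaled to the total of the library) for each gene and library. The submitters' processing notes name cutadapt 1.9.1, HISAT2 2.0.1, HTSeq 0.6.1, DESeq2 and GRCh38, without saying what each was used for. Counts summed to 19210712, 17613266 and 18602688 in shControl replicates 1 to 3 and to 18648741, 17889044 and 19915684 in shFXR1 replicates 1 to 3. For the values beside the paper's statements, the 14816 genes with a mean FPKM of at least 0.5 were tested with edgeR on the counts, with the library sizes adjusted by TMM and p adjusted by Benjamini-Hochberg. The filter on low values, the scaling and the choice of test could change the numbers, as could the strand setting of the counting, which is not given in the sources used here. The labels do not say whether the libraries came from separate cultures, and the paper's statement of 3 independent experiments is made for its data in general. Replicates differed by more than sampling noise (chi-square per gene 2.86 to 15.8), but p-values measure only the spread between these libraries, which may be technical. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1.

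**Figure D1:**
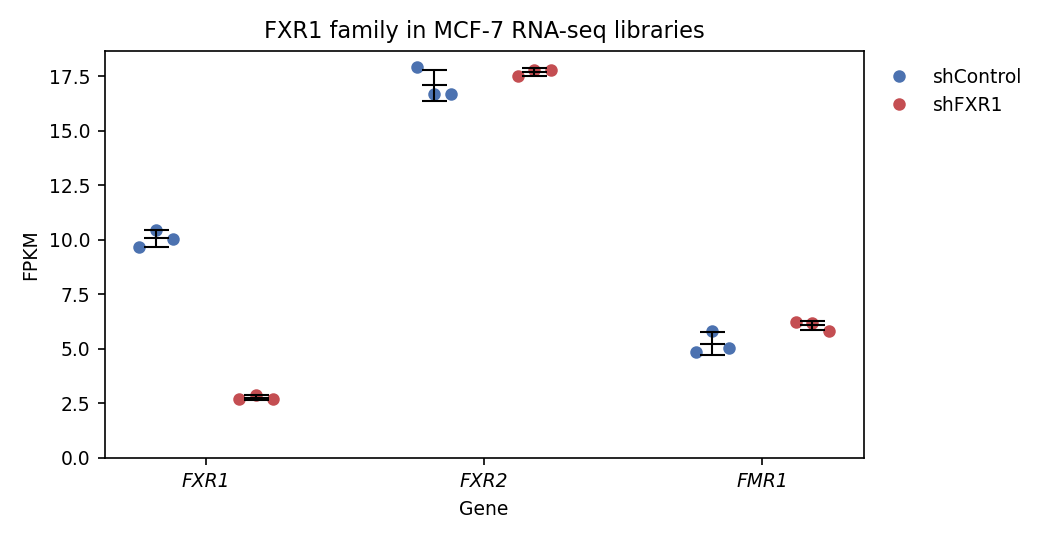
FPKM (linear axis) of FXR1, FXR2 and FMR1 in each of the 3 shControl (blue) and 3 shFXR1 (red) libraries; black bars are the mean ± SD. FXR1 lies between 9.69 and 10.5 FPKM in shControl and between 2.69 and 2.90 in shFXR1.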

An average of 4.8 million uniquely mapped reads were yielded, uncovering 12,552 distinct transcripts (FPKM>1). 

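Transcripts of luminal epithelium were abundant in these cells, and the keratin gene KRT18 was at 2165 ± 101 FPKM (SD, n = 3 libraries) in shControl and the estrogen-responsive TFF1, which encodes a secreted trefoil peptide, at 418 ± 54.2 FPKM (SD, n = 3). Exons of KRT18 overlap those of the other strand's KRT8, so both keratins could share counts if strand was not used. NELL2, a secreted glycoprotein gene, lay below 1 FPKM in each library, at 0.570 ± 0.157 FPKM (SD, n = 3) in shControl. The mean FPKM over the 6 libraries was above 1 for 12547 genes and at least 1 for 12552. FPKM was above 1 in all 6 libraries for 11299 genes and in at least 1 library for 14288. Counted library by library, 12580.5 ± 140.9 genes (SD, n = 6) passed this level. The deposited counts average 18.6 ± 0.845 M per library (SD, n = 6), and the values here use these counts, while the paper's reported depth is 4.8 M uniquely mapped reads.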

Further analysis highlighted 265 genes with increased expression and 115 genes with decreased expression in FXR1-depleted cells compared to controls (fold change> 2, p < 0.05) (Figures 4A, B). 

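More genes were higher than lower over 2-fold in shFXR1: 305 were higher and 184 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test over 14816 genes. With no minimum fold change, 1922 genes were higher and 1781 lower. Among protein-coding genes with a mean FPKM of at least 1 whose groups did not overlap, the largest rise was that of ADM, the gene of the vasodilator peptide adrenomedullin, with a log2 fold change of 4.67 (standard error 0.19, adjusted p = 6.6e-12 from the same test). EPAS1, which encodes the hypoxia-inducible factor HIF-2α, rose by 3.69 (standard error 0.12) on the log2 scale, and the calcium-binding protein gene S100P by 3.26 (standard error 0.097), from 15.0 ± 1.12 to 145 ± 8.95 FPKM (SD, n = 3 each). FGB, a chain of fibrinogen, and SOX9, a transcription factor gene, had log2 fold changes of 4.22 (standard error 0.23) and 3.06 (standard error 0.25). ADM, FGB and SOX9 were near the floor in shControl, with counts of 9 to 16, 8 to 27 and 10 to 21. The size of their rise therefore depends on the setting, from 2.72 to 4.88, 1.99 to 4.79 and 1.24 to 3.33 over 21 alternatives. That of EPAS1 ranged from 2.46 to 3.83 over the same alternatives. Among the genes that fell, the orphan nuclear receptor gene NR2F1 had a log2 fold change of −3.21 (standard error 0.13, adjusted p = 6.6e-12 from the same test). The netrin receptor gene UNC5C and the cation exchanger gene SLC24A3 fell by 2.55 and 2.69 on the log2 scale (standard errors 0.12 and 0.23). Exons of NR2F1, UNC5C and SLC24A3 overlap those of genes on the other strand. Of the 116 protein-coding genes that were lower over 2-fold and have a 3′ UTR in GENCODE v29, 11 hold the 7-base site GTACGAA there, which pairs with bases 4 to 10 of the shRNA-1 guide strand, against 1.04 expected from the share in the other genes. This site was picked after the results were seen, from 16 sites tried. The site of guide bases 2 to 8, named beforehand, gave an odds ratio of 2.00 (95% interval 0.530 to 5.34), too wide to decide. The counts over 2-fold depended on the filter, with 535 higher and 345 lower with no filter on low values, 472 and 295 with edgeR's filterByExpr and 200 and 134 at a mean FPKM of at least 1. Limma on log2(FPKM + 1), which shrinks the folds of low genes, called 122 higher and 71 lower, and 119 of the 184 lower genes are protein-coding.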

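In the shFXR1 libraries, genes of amino acid transport moved in both directions and several genes that restrain apoptosis were lower. Of 23 amino acid transporter genes tested, from a list written before the data were examined, 8 were higher and 7 lower in shFXR1 at an adjusted p under 0.05 from edgeR's quasi-likelihood test (8 higher and 7 lower when adjusted over the list alone). SLC7A5 and SLC3A2, the light and heavy chains of the leucine transporter LAT1, had log2 fold changes of −1.52 and −1.33 (standard errors 0.057 and 0.066). SLC7A8, another light chain that pairs with SLC3A2, fell by 0.92 on the log2 scale (standard error 0.095), whereas the lysosomal arginine sensor gene SLC38A9 rose by 0.94 (standard error 0.12). SLC7A5 and SLC7A8 hold the site GTACGAA of the shRNA-1 guide in the 3′ UTR, so loss of FXR1 and direct action of the guide are not separated for them, and SLC7A5 overlaps AC126696.2 on the other strand. The list's median log2 fold change was 0.067 and its mean −0.0033, and camera, a test of a list against the other genes, gave the direction down with an adjusted p = 0.833.

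Of 16 anti-apoptotic genes tested, 7 were lower and 1 was higher (the same numbers when adjusted over the list alone), with a median log2 fold change of −0.19. MCL1, a BCL2 family member that holds back BAK and BAX, had a log2 fold change of −0.57 (standard error 0.065, adjusted p = 3.7e-06 from edgeR), and API5 one of −0.47 (standard error 0.073, adjusted p = 1.1e-04 from edgeR). The gene that rose was BIRC3, an inhibitor of apoptosis, with a log2 fold change of 1.78 (standard error 0.16). Camera gave the list an adjusted p = 0.0473 (unadjusted p = 0.0165) at a preset correlation between genes and an adjusted p = 0.194 with an estimated correlation. The adjustment covered 23 lists, among them the genes with RT-qPCR primers in Supplementary Table S1, which the study chose on these samples. Including that list lowers the adjusted p of the others, so the call at 0.0473 may rest on it. The anti-apoptotic list shares 1 gene with it. Of 31 pro-apoptotic genes tested, 13 were higher and 5 lower (15 and 6 when adjusted over the list alone), with a median of 0.22 and an adjusted p = 0.0740 from camera, which called the list with no filter on low values (0.0252), at a mean FPKM of at least 1 (0.0394) and without shControl replicate 3 (0.0478). The mitochondrial BNIP3L and BNIP3 rose by 0.97 and 0.50 on the log2 scale (standard errors 0.068 and 0.061), and BAK1, a pore-forming effector, fell by 0.87 (standard error 0.074). The pro-apoptotic list shares 2 genes with a list of hypoxia response genes, of which 28 of 35 tested rose and 0 fell. The anti-apoptotic call was also lost without shControl replicate 2 (adjusted p = 0.118), without shFXR1 replicate 1 (0.0526) or 3 (0.0781), with the replicate number as a block (0.0796) and in limma on TPM (0.0524), over a range of 0.0086 to 0.194 in the camera tests. These lists come from general knowledge, and gene ontology terms were not tested here.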

GO analysis indicated pronounced enrichment of genes involved in membrane components, transmembrane transport, and apoptotic processes (Supplementary Figure S4A). Given the capacity of FXR1 to propel cancer progression, the diminished expression of several candidate oncogenic genes due to FXR1 depletion, including STMN3, NELL2, KITLG, and PCDH19, were examined in ER+ breast cancer cells (Supplementary Figures S4B–E). 

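The mRNA of each of these 4 genes was lower in every shFXR1 library of MCF-7 cells than in every shControl library. The study named them for their fall on FXR1 depletion, so their direction in these libraries is not independent evidence. KITLG, the ligand of the receptor tyrosine kinase KIT, was 43.5 ± 5.16 FPKM (SD, n = 3) in shControl and 5.87 ± 0.739 FPKM (SD, n = 3) in shFXR1, a log2 fold change of −2.91 (standard error 0.093, adjusted p = 3.2e-13 from edgeR's quasi-likelihood test). PCDH19, a cell adhesion protocadherin, went from 4.20 ± 0.517 to 0.637 ± 0.129 FPKM (SD, n = 3 each), a log2 fold change of −2.73 (standard error 0.13, adjusted p = 5.3e-11 from the same test). STMN3, a stathmin that binds tubulin, was 12.5 ± 0.728 FPKM (SD, n = 3) in shControl and 4.18 ± 0.337 FPKM (SD, n = 3) in shFXR1, a log2 fold change of −1.60 (standard error 0.097, adjusted p = 1.4e-09 from the same test). NELL2 had a mean FPKM under 0.5 and was tested only in the fit with no filter on low values, with a log2 fold change of −2.56 (standard error 0.32, adjusted p = 3.8e-14 from edgeR) and 0.0967 ± 0.0473 FPKM (SD, n = 3) in shFXR1. Its counts were 53, 83 and 64 in the shControl libraries and 7, 9 and 19 in the shFXR1 libraries. In GRCh38, KITLG (ENSG00000049130) lies on chromosome 12 from 88492793 to 88580851, PCDH19 (ENSG00000165194) on chromosome X from 100291644 to 100410273, STMN3 (ENSG00000197457) on chromosome 20 from 63639705 to 63657682 and NELL2 (ENSG00000184613) on chromosome 12 from 44508275 to 44921848. Exons of KITLG overlap AC024941.2 on the other strand.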

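Components of estrogen signaling moved in both directions in shFXR1. Of 79 genes of the estrogen signaling pathway tested, 13 were higher and 17 lower in shFXR1 at an adjusted p under 0.05 from edgeR's quasi-likelihood test (14 and 21 when adjusted over the list alone). Of 76 genes of endocrine resistance tested, 9 were higher and 17 lower (10 and 21 when adjusted over the list alone). The lists share 39 genes. ESR1, the gene of estrogen receptor α, had a log2 fold change of −1.04 (standard error 0.077, adjusted p = 2.0e-08 from edgeR), from 30.3 ± 3.95 FPKM (SD, n = 3) in shControl to 14.8 ± 0.536 FPKM (SD, n = 3) in shFXR1. TFF1 rose by 2.11 on the log2 scale (standard error 0.082) to 1827 ± 29.2 FPKM (SD, n = 3), and the adenylate cyclase gene ADCY5 by 2.07 (standard error 0.15). CCND1, which encodes cyclin D1, rose by 0.62 (standard error 0.060), and its exons overlap those of LTO1 on the other strand. The growth factor receptor gene IGF1R, which holds the shRNA-1 guide site GTACGAA in its 3′ UTR, fell by 0.76 (standard error 0.091). The median log2 fold change was −2.1e-04 for estrogen signaling and −0.0019 for endocrine resistance, with an adjusted p of 0.660 and 0.459 from camera. Over 2-fold, 6 of the 79 and 4 of the 76 genes changed, against 489 of all 14816 genes tested. Fisher's exact test of this share against the other genes (one-sided) gave p = 0.0462 for estrogen signaling and p = 0.242 for endocrine resistance. Over the 25 lists the same Fisher's test gave an adjusted p = 0.105 and an adjusted p = 0.356, which does not exclude an enrichment. ESR1 (ENSG00000091831) lies on chromosome 6 from 151656691 to 152129619 of GRCh38. The lists come from general knowledge and need not match the KEGG pathways, which were not tested here.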

Again, KEGG pathway analysis linked the differentially expressed genes primarily to the estrogen signaling pathway and endocrine resistance (Supplementary Figures S4F).

**FIGURE 4:**
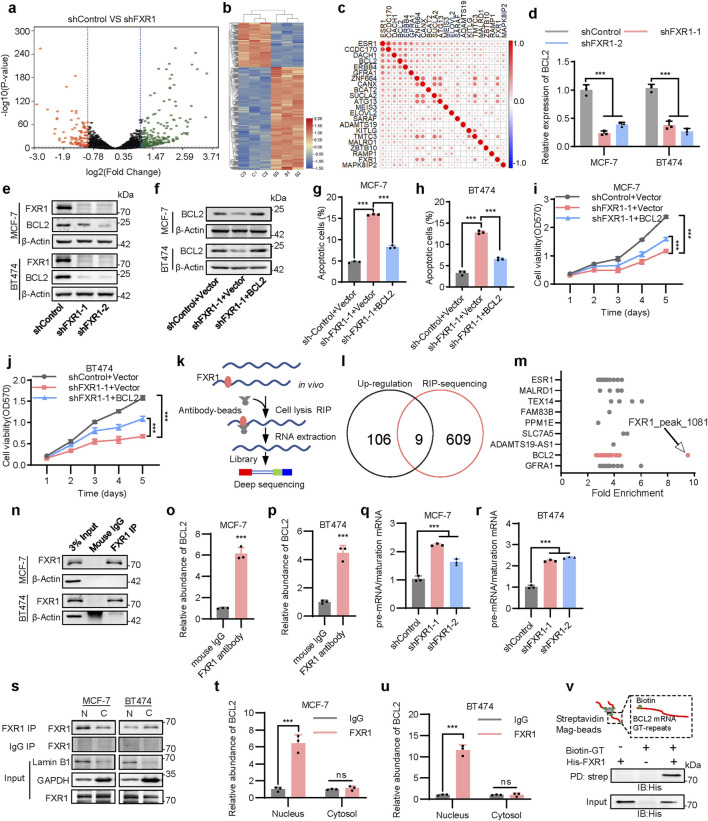
FXR1 regulates apoptosis by promoting BCL2 mRNA maturation. **(a)**, Volcano map showing all gene expression changes in MCF-7 cells expressing shControl or shFXR1 plasmids. **(b)**, Differential gene clustering diagram. Red indicates highly expressed genes, and blue indicates low expressed genes. **(c)**, Heat map plots the Pearson correlation coefficient between candidate genes and ESR1 from breast cancer TCGA data. **(d)**, qPCR analysis of BCL2 expression in FXR1 depleted cells. **(e)**, Immunoblot assessment of FXR1 and BCL2 expression levels in FXR1 depleted cells. **(f)**, Immunoblot assessment of BCL2 expression level in FXR1 depleted cells rescued with forced expression of BCL2. **(g, h)**, Early apoptotic (FITC+/PerCP-Cy5.5-) population in FXR1 depleted MCF-7 **(g)** and BT474 **(h)** cells rescued with forced expression of BCL2. **(i, j)**, MTT assay showing relative cell viability in FXR1 depleted MCF-7 **(i)** and BT474 **(j)** cells rescued with forced expression of BCL2. **(k)**, A schematic of RNA immunoprecipitation experiment for identifying genes associated with FXR1. **(l)**, Venn diagram of RNA-seq and RIP–seq showing that the mRNA of nine genes was bound to and upregulated by FXR1. **(m)**, Fold enrichment of FXR1 binding peaks among nine genes in RIP experiment. **(n)**, Immunoblot assessment of enriched FXR1 in RIP experiments performed in the cells. **(o, p)**, qPCR analyzed the association of FXR1 with BCL2 mRNA by RIP assays in MCF-7 **(o)** and BT474 **(p)** cells. **(q, r)**, qPCR analyzed the ratio between pre-mRNA and mature mRNA of BCL2 in FXR1 depleted MCF-7 **(q)** and BT474 **(r)** cells. **(s)**, Immunoblot assessment of enriched FXR1 in RIP experiments performed in cytoplasmic and nuclear fractions of the cells. **(t, u)**, qPCR analyzed the association of FXR1 with BCL2 by RIP assays in cytoplasmic and nuclear fractions of MCF-7 **(t)** and BT474 **(u)** cells. **(v)**, Purified recombinant His–FXR1 (10 μg) was incubated with biotin–GT repeat (200 nM) for 4 h. Pull-down assays were performed with streptavidin agarose beads. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test in **(o, p, t, u)**, two-way ANOVA test in **(i, j)** others one-way ANOVA test).

To verify that FXR1 is involved in regulating estrogen signaling, we analyzed the relationship between FXR1-regulated genes and ESR1. TCGA data analysis showed that multiple FXR1-regulated genes were positively correlated with ESR1 and were highly expressed in ER+ BC patients (Figure 4C; Supplementary Figures S4G). As suggested by the RNA-seq data, RT-qPCR analysis was performed to verify that loss of FXR1 resulted in significant downregulation of several estrogen-responsive genes including BCL2, ATG13, and ELOVL2 (Supplementary Figures S4H) (Dong et al., 1999; González-Bengtsson et al., 2016; Zhou et al., 2021). 

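In the RNA-seq libraries, BCL2, ATG13 and ELOVL2 were each lower in shFXR1, while genes that estrogen induces moved in both directions. BCL2, which holds back apoptosis, was 5.44 ± 0.445 FPKM (SD, n = 3) in shControl and 1.66 ± 0.211 FPKM (SD, n = 3) in shFXR1, a log2 fold change of −1.72 (standard error 0.095, adjusted p = 3.9e-10 from edgeR's quasi-likelihood test). ATG13, a subunit of the ULK1 autophagy complex, went from 14.4 ± 0.238 to 6.47 ± 0.567 FPKM (SD, n = 3 each), a log2 fold change of −1.17 (standard error 0.075, adjusted p = 2.8e-09 from the same test). It holds the site GTACGAA of the shRNA-1 guide in its 3′ UTR, and its exons overlap HARBI1 on the other strand. ELOVL2, which elongates polyunsaturated fatty acids, went from 1.85 ± 0.295 to 0.617 ± 0.0416 FPKM (SD, n = 3 each), a log2 fold change of −1.60 (standard error 0.19, adjusted p = 5.4e-06 from the same test). In GRCh38, BCL2 (ENSG00000171791) lies on chromosome 18 from 63123346 to 63320128, ATG13 (ENSG00000175224) on chromosome 11 from 46617527 to 46674818 and ELOVL2 (ENSG00000197977) on chromosome 6 from 10980759 to 11044314.

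The 16 genes of Fig. 4C were all lower over 2-fold, with log2 fold changes between −3.10 for GFRA1, a receptor for GDNF, and −1.02 for ZBTB10. The study appears to have picked them from genes lower in this RNA-seq, so their direction is not independent evidence. ERBB4, a receptor tyrosine kinase, had a log2 fold change of −2.36 (standard error 0.13), the metalloprotease gene ADAMTS19 one of −2.72 (standard error 0.075) and the mitochondrial enzyme gene SUCLA2, which holds the site GTACGAA, one of −1.10 (standard error 0.084). Of the 23 genes with RT-qPCR primers in Supplementary Table S1 that were tested, 22 were lower and GREB1, an estrogen-induced gene, had a log2 fold change of 0.12 (standard error 0.077, adjusted p = 0.283 from edgeR). The study chose this list on these samples, so its median of −1.26 and its adjusted p = 7.6e-21 from camera are not independent evidence of its direction, and neither are the 22 lower when adjusted over the list alone. With an estimated correlation the list had an adjusted p = 0.0517.

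Of 54 estrogen-induced genes tested, from a list written before the data were examined, 26 were higher and 15 lower (27 and 16 when adjusted over the list alone), with a median log2 fold change of 0.20. CCN5, a matricellular protein gene, rose by 2.12 (standard error 0.079) and AGR2, a protein disulfide isomerase, by 3.15 (standard error 0.086) on the log2 scale, while SLC7A5 and BCL2 were among those that fell. Camera gave the direction up with an adjusted p = 0.0270, and an adjusted p = 0.253 with an estimated correlation. The call was also lost without shControl replicate 2 (adjusted p = 0.0509) and without shFXR1 replicate 3 (adjusted p = 0.0571).

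**Figure D2:**
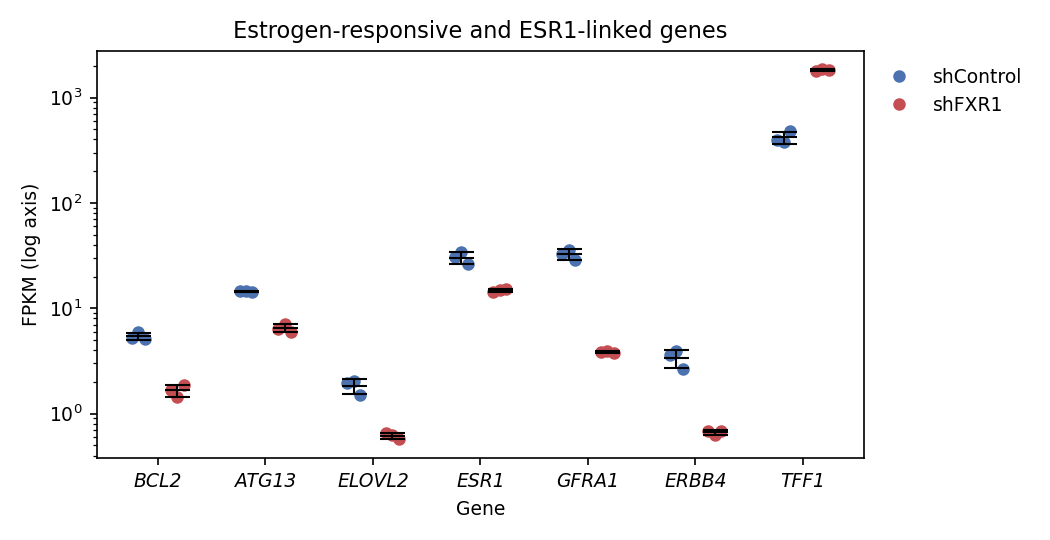
FPKM (log axis) of 7 genes in each of the 3 shControl (blue) and 3 shFXR1 (red) libraries; black bars are the mean ± SD. BCL2, ATG13, ELOVL2, ESR1, GFRA1 and ERBB4 are lower in every shFXR1 library and TFF1 is higher, at 1827 against 418 FPKM on average.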

The above results indicate that FXR1 may participate in the regulation of genes involved in ER signaling. It is well-known that the estrogen responsive gene BCL2 is a key regulator in the anti-apoptosis process (Samia et al., 2024), so it was further explored whether BCL2 is involved in the apoptosis regulated by FXR1.

A significant positive correlation between BCL2 and FXR1 levels across various cancer types was observed within the TCGA cohort, including breast, prostate, skin cutaneous melanoma, and ovarian cancer (Supplementary Figures S4I–L) (Li et al., 2021). FXR1 depletion led to a marked reduction in both mRNA and protein levels of BCL2 (Figures 4D, E). Moreover, FXR1 depletion increased apoptosis and reduced cell viability were substantially abrogated by forced expression of BCL2 (Figures 4F–J), suggesting FXR1 modulates cell apoptosis via BCL2.

### 3.5 FXR1 promotes BCL2 mRNA maturation

To determine the mechanism utilized by FXR1 to regulate downstream gene expression, RNA immunoprecipitation-sequencing (RIP-seq) was performed to elicit the mRNA-binding landscape of FXR1 in MCF-7 cells (Figure 4K). The aggregate of FXR1 interacting mRNAs was identified by analyzing 618 genes from 2,514 unique peaks (fold change >2 and p < 0.05) (Supplementary Figures S5A). GO analysis revealed the significant enrichment of genes involved in RNA splicing and mRNA metabolism (Supplementary Figures S5B), whereas KEGG analysis linked FXR1 interacting mRNAs with estrogen signaling and endocrine resistance (Supplementary Figures S5C). By defining the RNA binding characteristics of FXR1 in 2,514 peaks, it was found that FXR1 was more inclined to bind to the intronic regions of the identified genes (Supplementary Figures S5D).

Combining RIP-seq data with RNA-seq data, the mRNAs of nine genes were identified to be potentially upregulated and bound by FXR1 (Figures 4L,M). Among these, ESR1 mRNA was reported to bind to FXR1 in a previous study (Yuan et al., 2022). 

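All 9 genes of Fig. 4M were lower over 2-fold in the shFXR1 libraries at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The study picked them in part for their fall in this RNA-seq, so their direction is not independent evidence. GFRA1 fell most, from 32.4 ± 3.83 to 3.83 ± 0.0702 FPKM (SD, n = 3 each), with a standard error of 0.081 on its log2 fold change and an adjusted p = 6.9e-14. SLC7A5 was the most abundant, at 472 ± 16.9 FPKM (SD, n = 3) in shControl and 166 ± 2.46 FPKM (SD, n = 3) in shFXR1. The antisense transcript ADAMTS19-AS1 had a log2 fold change of −1.89 (standard error 0.18), and its exons overlap those of ADAMTS19 on the other strand by 58 bases. The phosphatase gene PPM1E fell by 1.38 on the log2 scale (standard error 0.12) and overlaps the far more abundant TRIM37 on the other strand. TEX14, FAM83B and MALRD1 had log2 fold changes of −1.35, −1.34 and −1.17 (standard errors 0.12, 0.098 and 0.094). GFRA1 (ENSG00000151892) lies on chromosome 10 from 116056925 to 116273467 of GRCh38 and SLC7A5 (ENSG00000103257) on chromosome 16 from 87830023 to 87869488. In the single 3′ UTR searched per gene, SLC7A5 holds the shRNA-1 guide site GTACGAA. GFRA1 holds the sites ACGAAGT and TACGAAG, which pair with guide bases 2 to 8 and 3 to 9, and BCL2 and ESR1 hold none of these 3 sites. The RIP-seq peaks were not analysed here. From the overlap of genes that fell on FXR1 depletion with mRNAs found in the FXR1 immunoprecipitate, the paper proposes positive regulation of these mRNAs by FXR1.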

Importantly, BCL2 mRNA, as a participant in FXR1-mediated apoptosis in breast cancer, was also included (Supplementary Figures S5E). After analyzing multiple sites of BCL2 mRNA bound by FXR1, it was observed that the 1081-peak possessed the highest fold change (Figure 4M). Notably, the 1,081 binding site is a GT repeat which is located in the intronic region of the BCL2 gene (Supplementary Figures S5F), implying that FXR1 may bind to BCL2 pre-mRNA. RBPsuite analysis prompted the high affinity interaction of this GT repeat sequence with FXR1 (Supplementary Figure S5G) (Pan et al., 2020). RIP assay was further performed, followed by RT-qPCR to confirm the specific binding of BCL2 pre-mRNA to FXR1 (Figures 4N–P). Interestingly, estrogen significantly boosted the interaction of FXR1 and BCL2 mRNA (Supplementary Figures S5H, I), whereas FXR1 depletion dampened estrogen-induced BCL2 expression (Supplementary Figures S5J, L).

As splicing of introns is necessary for mRNA maturation, it was further determined if FXR1 might affect the maturation of BCL2 mRNA by interaction with its pre-mRNA. RT-qPCR primers were subsequently designed to target the pre-mRNA and mature mRNA of BCL2, respectively. It was shown that FXR1 depletion resulted in the accumulation of BCL2 pre-mRNA (Figures 4Q, R). RIP analysis in nuclear and cytoplasmic fractions showed that FXR1 primarily bound to BCL2 pre-mRNA in the nucleus (Figures 4S–U). This observation was corroborated by a streptavidin pull-down assay using a biotin-labeled GT repeat and His-tagged FXR1 (Figure 4V). Thus, the data suggests that FXR1 promotes BCL2 expression through the regulation of its mRNA maturation.

### 3.6 FXR1 regulates breast cancer ferroptosis

For further characterization of FXR1-regulated cell death, cells were treated with the apoptosis inhibitor Z-VAD-FMK. FXR1 depletion significantly decreased cell viability, which was substantially suppressed by Z-VAD-FMK but not by the autophagy inhibitor 3-MA nor the necroptosis inhibitor NEC1 (Figures 5A, B). Interestingly, a ferroptosis inhibitor, FER1, could partially restore reduced cell viability afforded by FXR1 depletion, suggesting the possible involvement of FXR1 in the regulation of ferroptosis (Figures 5A, B). We subsequently showed that FXR1 depletion in MCF-7, BT474, and T47D cells using shRNA resulted in markedly increased lipid peroxidation, as measured by flow cytometry (Figures 5C–E). Similarly, CRISPR-Cas9 mediated FXR1 deletion enhanced lipid peroxidation in MCF-7 and T47D cells (Supplementary Figures S6A, B). Given that lipid peroxide accumulation is closely linked to the balance between reduced glutathione (GSH) and oxidized glutathione disulfide (GSSG), it was observed that FXR1 depletion significantly reduced the ratio of GSH to GSSG (Figures 5F–H). Transmission electron microscopy revealed that FXR1 depletion caused shrunken mitochondria and increased mitochondrial membrane density, hallmark features of ferroptosis (Figures 5I, J) (Jiang et al., 2021). Consistently, FXR1 depletion increased the sensitivity of breast cancer cells to ferroptosis inducer erastin or RSL3 (Figures 5K–N). It is interesting to note that no apparently altered ferroptosis or apoptosis was observed in ER- MDA-MB-231 cells following FXR1 depletion (Supplementary Figures S6C, D). The above data indicate that FXR1 plays important roles in regulating apoptosis and ferroptosis, particularly in ER+ breast cancer.

**FIGURE 5:**
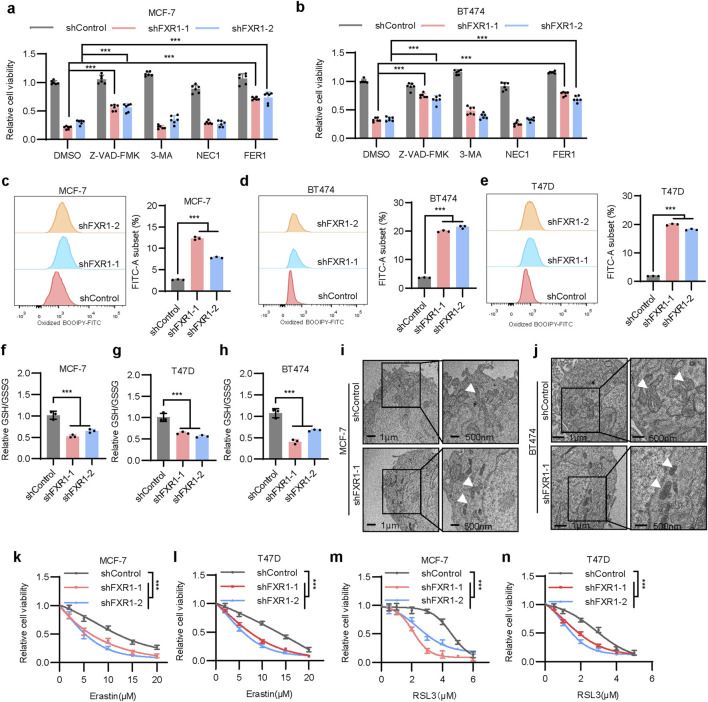
FXR1 depletion promotes ferroptosis. **(a, b)**, Viability of FXR1 depleted MCF-7 **(a)** and BT474 **(b)** cells treated with 5 µM Z-VAD-FMK, 1 mM 3-MA, 1 µM NEC1 or 2 µM FER1 was determined. **(c–e)**, Lipid peroxidation was assessed by flow cytometry after C11-BODIPY staining in FXR1 depleted MCF-7 **(c)**, BT474 **(d)** and T47D **(e)** cells. Representative flow cytometry images (left) and statistical analyses (right) were shown. **(f–h)**, Relative GSH and GSSH levels were measured in FXR1 depleted MCF-7 **(f)**, T47D **(g)** and BT474 **(h)** cells. **(i, j)**, Transmission electron microscopy images show mitochondrial morphology in FXR1 depleted MCF-7 **(i)**, BT474 **(j)**, and control cells. White arrows indicate the mitochondria. **(k–n)**, MTT assays detect the sensitivity of FXR1 depleted MCF-7, T47D, and control cells to erastin or RSL3. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Two-way ANOVA test in **(k–n)** others one-way ANOVA test.).

### 3.7 FXR1 regulates ferroptosis via GPX4

It was observed that FXR1 depletion afforded inhibition of cell viability could be significantly reversed by ferroptosis inhibitors, including FER1, LIP1, and DFO (Figure 6A; Supplementary Figure S6E). Consistently, the reversion of cell death was confirmed by flow cytometry analysis in FXR1-depleted MCF-7 and T47D cells (Figure 6B; Supplementary Figure S6F). To gain mechanistic insight into FXR1 regulated ferroptosis in breast cancer, the expression profile of ferroptosis-related genes (https://www.wikipathways.org/pathways/WP4313) was examined using RNA-seq data generated from FXR1 depleted cells (Figure 4A). It was shown that multiple ferroptosis related genes were downregulated, including SLC3A2, FTH1, and GPX4, as a result of FXR1 depletion (Figure 6C). 

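The largest falls among the ferroptosis genes of Fig. 6C were those of SLC3A2, FTH1 and GPX4, in this order. SLC3A2, the heavy chain of the cystine transporter, was 143 ± 8.88 FPKM (SD, n = 3) in shControl and 57.5 ± 1.60 FPKM (SD, n = 3) in shFXR1, with an adjusted p = 8.7e-11 from edgeR's quasi-likelihood test. FTH1, the ferritin heavy chain, went from 607 ± 55.4 to 322 ± 1.80 FPKM (SD, n = 3 each), a log2 fold change of −0.93 (standard error 0.068, adjusted p = 1.5e-08 from the same test). GPX4, the peroxidase that reduces lipid hydroperoxides, went from 154 ± 18.9 to 103 ± 5.17 FPKM (SD, n = 3 each) and was 1.52-fold lower, a log2 fold change of −0.60 (standard error 0.082, adjusted p = 2.9e-05 from the same test). Its counts were 5840, 4895 and 6565 in the shControl libraries and 3675, 3726 and 4340 in the shFXR1 libraries.

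Of the 49 genes of Fig. 6C tested, 11 were lower, 8 were higher and 30 did not pass the test (12 lower and 9 higher when adjusted over these genes alone). The study singled out SLC3A2, FTH1 and GPX4 on these libraries, so their direction is not independent evidence. SLC3A2 was the only one lower over 2-fold and the zinc and iron transporter gene SLC39A8 the only one higher over 2-fold, with a log2 fold change of 2.09 (standard error 0.14, adjusted p = 4.2e-09 from edgeR). ACSL1, a long-chain acyl-CoA synthetase, rose by 0.87 (standard error 0.10) and the iron transporter gene SLC11A2 by 0.46 (standard error 0.062) on the log2 scale. The transferrin receptor gene TFRC fell by 0.32 (standard error 0.063) and AIFM2, a CoQ10 reductase, by 0.40 (standard error 0.071). SLC7A11, the light chain of the cystine transporter, had a log2 fold change of 0.067 (standard error 0.16, adjusted p = 0.808 from edgeR) and ACSL4, which makes membranes prone to lipid peroxidation, one of 0.26 (standard error 0.16, adjusted p = 0.263 from edgeR).

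In a list of ferroptosis pathway genes written before the data were examined, 9 of 54 tested were higher and 11 lower (10 and 11 when adjusted over the list alone). The median was −0.058 and the mean 0.053, and camera gave the direction down with an adjusted p = 0.753. SLC3A2 (ENSG00000168003) lies on chromosome 11 from 62856102 to 62888875 of GRCh38, FTH1 (ENSG00000167996) on chromosome 11 from 61959718 to 61967660 and GPX4 (ENSG00000167468) on chromosome 19 from 1103926 to 1106791. Exons of FTH1 overlap BEST1 on the other strand. The calls of GCLM, IREB2, PHKG2, LPCAT3, TP53 and PRNP in Fig. 6C were lost under 5, 9, 3, 15, 1 and 2 of the 21 alternatives. PCBP1 (adjusted p = 0.0523) was called under 9 of them, and CISD1, FTL, FDFT1, SLC38A1, HSPB1, CHMP5 and MAP1LC3B under 1 each.

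**Figure D3:**
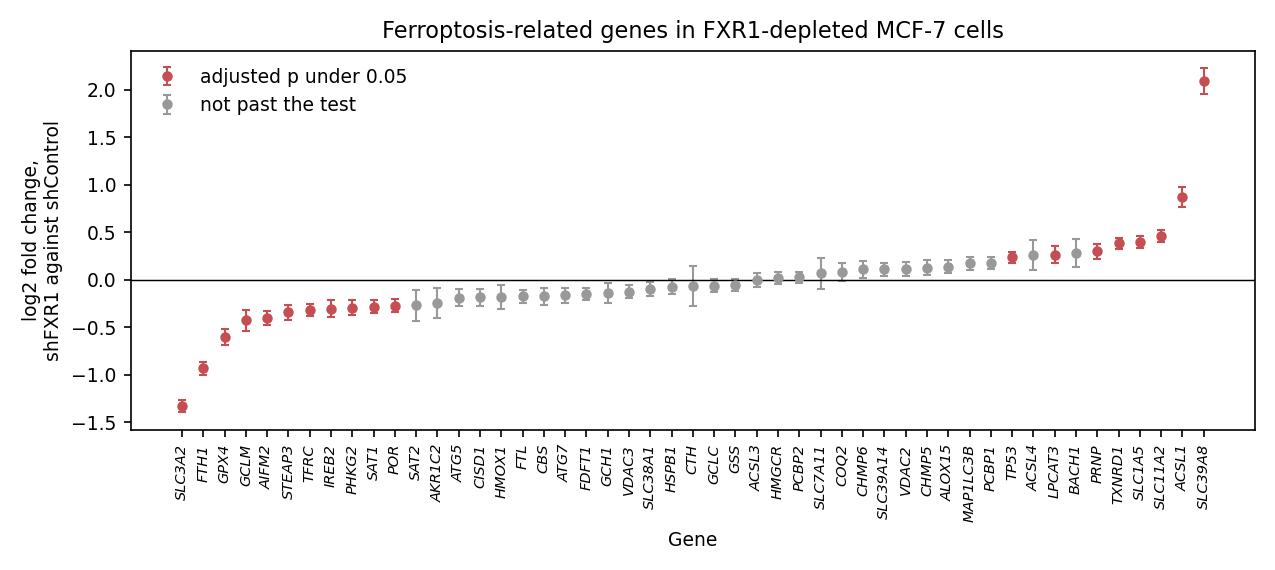
Log2 fold change of shFXR1 against shControl for the 49 ferroptosis-related genes of Fig. 6C, ordered by size; bars are the standard error from edgeR (n = 3 libraries per group), red points have an adjusted p under 0.05 and gray points do not. SLC3A2 lies lowest at −1.33 and SLC39A8 highest at 2.09.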

As GPX4 plays a pivotal role in the ferroptosis related antioxidant system (Chen et al., 2024), the regulatory mechanism of FXR1 on GPX4 was explored. Consistent with the RNA-seq data, FXR1 depletion using shRNA led to significantly reduced mRNA and protein levels of GPX4 (Figures 6D,E). It was further confirmed that the protein level of GPX4 was also significantly decreased in cells with deletion of FXR1 (Supplementary Figure S6G). The above data imply that depletion of FXR1 promotes ferroptosis by down-regulating the expression of GPX4.

**FIGURE 6:**
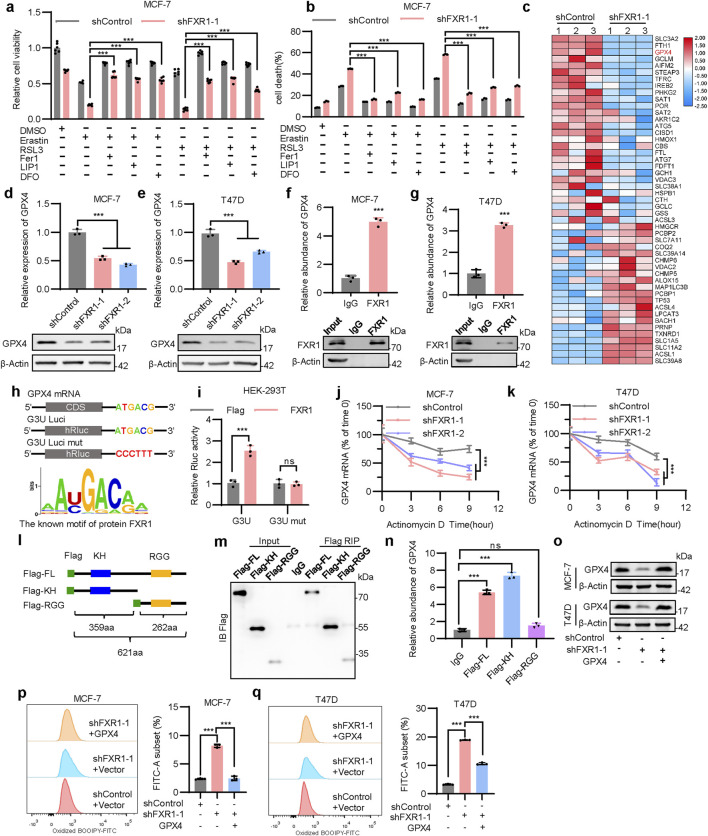
FXR1 interacts with the GPX4 mRNA to regulate ferroptosis. **(a, b)**, Viability **(a)** and death **(b)** of FXR1 depleted MCF-7 cells were detected, treated with 10 µM erastin or 1 µM RSL3 combined with 2 µM FER1, 1 µM LIP1 or 5 µM DFO. **(c)**, Heat map analysis of RNA-seq data showing mRNA expression of ferroptosis-related genes in FXR1 depleted cells compared to control cells. **(d, e)**, qPCR (n = 3 biological replicates) and immunoblot analysis of GPX4 expression in FXR1 depleted MCF-7 **(d)** and T47D **(e)** cells. **(f, g)**, qPCR (n = 3 biological replicates) analyzed the interaction of FXR1 with GPX4 mRNA by RIP assays in MCF-7 **(f)** and T47D **(g)** cells. **(h)**, Schematic representation of luciferase reporter plasmids containing full-length and mutated GPX4-3′UTR (up). FXR1 recognition motif predicted by RBPsuite was shown (down). **(i)**, Luciferase reporter plasmids were co-transfected with FXR1 expression plasmid or vector control in HEK-293T cells, and luciferase activities were determined. **(j, k)**, FXR1 depleted MCF-7 **(j)** and T47D **(k)** cells were treated with actinomycin **(d)**. GPX4 mRNA were examined at the indicated time points. **(l)**, Schematic diagram of full-length and domain mutated of FXR1. **(m, n)**, Flag-FL, Flag-KH, or Flag-RGG were transfected in HEK-293T cells for RIP assays using Flag antibody. Immunoblot **(m)** and qPCR (n = 3 biological replicates) **(n)** were performed to analyze the association of different FXR1 domains with GPX4 mRNA. **(o)**, Immunoblot assessment of GPX4 levels in FXR1-depletion MCF-7 and T47D cells rescued with empty vector or GPX4 plasmid. **(p, q)**, Lipid peroxidation was assessed in FXR1 depleted MCF-7 **(p)** and T47D **(q)** cells rescued with empty vector or GPX4 plasmid. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test in **(f, g, i)**, two-way ANOVA test in **(j, k)** others one-way ANOVA test.).

The possible interaction between FXR1 and the 3′UTR of GPX4 was subsequently examined. RIP assay demonstrated that GPX4 mRNA was indeed enriched in FXR1 precipitates (Figures 6F, G). Analysis using RBPsuite identified a highly conserved FXR1 recognition motif within GPX4 mRNA 3′UTR (Figure 6H). To determine if FXR1 influences GPX4 expression by binding to its 3′UTR, two luciferase reporters were constructed: G3U-Luci containing the full-length 3′UTR of GPX4, and G3U-Luci mut containing the 3′UTR of GPX4 with the FXR1 recognition motif mutated (Figure 6H). It was shown that forced expression of FXR1 markedly increased the luciferase activity of G3U-Luci, whereas the activity of G3U-Luci mut remained unaltered (Figure 6I), suggesting that FXR1 regulates GPX4 expression via binding to its 3′UTR. Further analysis revealed that FXR1 depletion significantly reduced the half-life of GPX4 mRNA (Figures 6J, K). As FXR1 has been reported to regulate gene expression via its KH and RGG domains (Edwards and Joseph, 2022), flag fusion proteins containing various domains (Flag-FL, Flag-KH, Flag-RGG) of FXR1 were generated for RNA immunoprecipitation analysis (Figure 6L). It was observed that GPX4 mRNA binds to the Flag-FL and Flag-KH fusion proteins but not Flag-RGG in HEK-293T cells (Figures 6M, N), highlighting the critical role of the KH domain of FXR1 in its interaction to GPX4 mRNA. It was further demonstrated that GPX4 depletion in MCF-7 cells led to decreased viability and increased lipid peroxidation (Supplementary Figures S6H–J). To verify that FXR1 depletion promoted ferroptosis is dependent on GPX4, the expression of GPX4 was forced in cells lacking FXR1 (Figure 6O). The results showed that forced expression of GPX4 significantly restored the accumulation of lipid peroxidation caused by FXR1 depletion (Figures 6P, Q). Furthermore, the decreased cell viability due to FXR1 depletion was significantly restored by forced expression of GPX4 in the presence of erastin (Supplementary Figures S6K, L). Overall, FXR1 promotes the expression of GPX4 by binding to GPX4 mRNA, leading to suppressed ferroptosis.

### 3.8 FXR1 promotes anti-estrogen resistance in ER+ breast cancer

As FXR1 is regulated by estrogen, whether FXR1 affects the estrogen responsiveness of ER+ breast cancer cells was investigated. Estrogen deprived MCF-7 and T47D cells were treated with 10 nM estrogen. It was observed that FXR1 depletion reduced estrogen-promoted foci formation and cell viability (Supplementary Figures S7A–D), indicating a key role of FXR1 in mediating estrogen elicited functionality in ER+ breast cancer cells. As the response to estrogen is closely linked to the sensitivity to anti-estrogen in breast cancer treatment (Ozyurt and Ozpolat, 2022), it was further investigated whether estrogen regulated FXR1 is involved in endocrine resistance. Two cell models with endocrine resistance were established, namely, cells with acquired resistance due to long-term exposure to tamoxifen (TAMR) and the cells exposed to long-term estrogen deficiency (LTED) (Mansouri et al., 2017).

The maintenance of tamoxifen insensitivity of the existing TAMR model was verified using foci formation assay (Supplementary Figures S7E, F) (Yuan et al., 2022). LTED cells were cultured for at least 6 months in phenol red-free RPMI medium supplemented with 5% dextran charcoal-stripped bovine serum. The LTED cells exhibited hypersensitivity to low concentrations of estrogen (such as 10^−12^ M) and increased lethality upon high concentrations of estrogen (such as 10^−9^ M) (Supplementary Figures S7G, H) (Song et al., 2001; Martin et al., 2003; Martin et al., 2005). Consistent with the previous analysis using the GSE164529 dataset (Figure 1C), FXR1 levels were significantly increased in MCF7-TAMR, T47D-TAMR, and LTED cells compared to their cognate controls (Figure 7A). The capacity of FXR1 in regulating cell viability (Supplementary Figures S7I–K) as well as apoptosis and ferroptosis in anti-estrogen resistant cell lines was revealed (Supplementary Figures S7L–Q), aligning with its functionality in cognate parental cells. Importantly, FXR1 depletion restored the sensitivity of TAMR cells to tamoxifen (Figures 7B, C). Consistently, FXR1 depletion increased whereas forced expression of FXR1 reduced the sensitivity of parental cells to tamoxifen (Supplementary Figures S8A–D). These results suggested that FXR1 antagonism might be used for enhancing the efficacy of anti-estrogen therapy.

**FIGURE 7:**
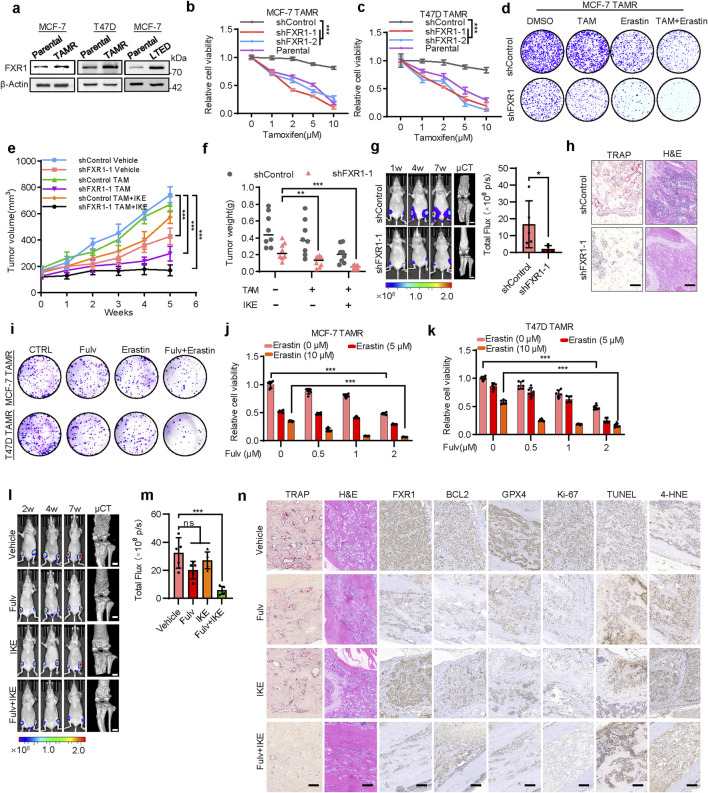
FXR1 promotes anti-estrogen resistance and bone metastasis. **(a)**, Immunoblot assessment of FXR1 levels in TAMR, LTED and cognate parental cells. **(b, c)**, The sensitivity of FXR1 depleted MCF-7 TAMR **(b)** and T47D TAMR **(c)** cells to tamoxifen was evaluated by MTT assays. **(d)**, FXR1 depleted MCF-7 TAMR cells were treated with 5 µM tamoxifen, 10 µM erastin, or both, and foci formation assays were performed. **(e, f)**, MCF-7 TAMR cells stably expressing pLKO1 or sh-FXR1 vector were injected into nude mice (n = 8/group). After the tumor size reached 150 mm^3^, the mice were treated with tamoxifen and IKE. Tumor growth curves **(e)** and tumor weight **(f)** are shown. **(g)**, Representative images of bioluminescence (BLI) and micro-CT of bone metastasis through caudal artery injection of 1.5 × 10^6^ MCF-7 TAMR-shControl or -shFXR1 cells into nude mice (n = 5/group). BLI quantification of bone metastases in nude mice is shown on the right. **(h)**, Representative immunohistochemical images of TRAP and H&E staining were taken in each group. Scale bars: 50 μm. **(i)**, Foci formation assay was performed by using FXR1 depleted MCF-7 TAMR and T47D TAMR cells treated with 1 µM fulvestrant, 10 µM erastin, or both. **(j, k)**, Cell viability was measured by MTT assay by using FXR1 depleted MCF-7 TAMR **(j)** and T47D TAMR cells **(k)** treated with fulvestrant and erastin. **(l)**, Representative images of BLI and micro-CT of bone metastasis through caudal artery injection of 2 × 10^6^ MCF-7 TAMR cells into nude mice. The mice were treated with vehicle, fulvestrant, IKE, or fulvestrant + IKE. **(m)**, BLI quantification of bone metastases in nude mice from **(l)**. **(n)**, Representative TRAP, H&E, and immunostaining images of FXR1, BCL2, GPX4, Ki67, TUNEL, and 4-HNE were shown from sections of **(l)**. Scale bars: 50 µm. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test in **(g)**, two-way ANOVA test in **(b, c and e)** others one-way ANOVA test.).

As ferroptosis induction is increasingly recognized as a promising strategy for cancer treatment (Li et al., 2020), the possibility of combining this strategy in the anti-estrogen therapy of breast cancer was further examined. It was observed that combined treatment of TAMR cells with tamoxifen and erastin significantly restored their sensitivity to tamoxifen (Figure 7D; Supplementary Figures S8E–G). FXR1 depletion further enhanced this synergy, resulting in a much enhanced sensitivity to tamoxifen (Figure 7D; Supplementary Figures S8E–G). Consistently, FXR1 depletion led to significantly elevated cell death when treated with tamoxifen and erastin compared to the controls (Supplementary Figures S8H, I). Further investigation of the efficacy of combinatorial treatment was performed *in vivo* using TAMR cells. It was observed that IKE (an erastin analog) treatment significantly restored the sensitivity of the TAMR cells derived xenografts to tamoxifen (Figure 7E, F; Supplementary Figures S8J). The xenografts derived from FXR1-depleted cells also regained sensitivity to tamoxifen compared to the controls (Figures 7E, F). Remarkably, the combinatorial treatment with tamoxifen and IKE exerted significantly enhanced efficacy in abrogating the growth of xenografts derived from FXR1-depleted cells compared to the controls (Figures 7E, F; Supplementary Figure S8J). IHC results confirmed reduced expression of BCL2, GPX4, and Ki-67, along with increased levels of TUNEL and 4-HNE in FXR1-depleted cancer cells compared to the controls (Supplementary Figure S8K).

### 3.9 Fulvestrant combined with IKE inhibits bone metastasis of endocrine resistance breast cancer

Patients with long-term anti-estrogen therapy often suffer from lethal recurrence and distant metastases, especially bone metastases (Liang et al., 2020). To investigate whether FXR1 was involved in regulating bone metastasis of ER+ breast cancer, luciferase-labeled TAMR cells were injected into nude mice through the intra-caudal arterial, a murine model of bone metastasis (Kuchimaru et al., 2018). Bioluminescent imaging analyses showed that the xenografts derived from FXR1-deleted TAMR cells exhibited much reduced growth compared to the controls throughout the development of bone metastasis (Figure 7G). Micro-computed tomography imaging (μCT) also revealed much decreased bone lesions in the FXR1-silenced group compared to the control group (Figure 7G). Tartrate-resistant acid phosphatase (TRAP) staining confirmed the reduced number of activated osteoclasts in the shFXR1 group (Figure 7H). Consistently, H&E staining showed significantly fewer lesions in the bone tissue of shFXR1 group compared to the control group (Figure 7H). IHC analysis showed that bone metastases derived from FXR1 depleted TAMR cells exhibited reduced expression of BCL2, GPX4, and Ki-67. Furthermore, TUNEL and 4-HNE levels increased in bone metastases derived from FXR1 depleted TAMR cells compared with the control group (Supplementary Figure S8L). These results suggest that FXR1 antagonism might be used for suppressing bone metastasis derived from ER+ breast cancer cells.

Fulvestrant has been proven effective in treating anti-estrogen resistant ER+ breast cancer by degrading ERα as the second line of treatment (Hutcheson et al., 2003). Considering that fulvestrant can inhibit the expression of FXR1, the feasibility of combining fulvestrant with IKE to treat bone metastasis was also explored. The combined treatment of fulvestrant with erastin significantly inhibited the foci formation ability and cell viability of TAMR cells *in vitro* (Figures 7I–K). By using the TAMR cell derived bone metastasis model, it was observed that the combinatorial therapy effectively abrogated xenograft growth as well as bone damage compared to single-agent treatment (Figures 7L, M). There was no significant change of mouse weight with either single agent or combinatorial treatment, suggesting the tolerance of the combined therapy (Supplementary Figure S8M). TRAP and H&E staining confirmed that the combined treatment significantly inhibited the extent of bone damage (Figure 7N). Histological analysis indicated that the combination of fulvestrant and IKE significantly reduced FXR1, BCL2, and GPX4 expression in bone metastases, whereas elevated apoptosis and ferroptosis levels were reflected by TUNEL and 4-HNE staining, respectively (Figure 7N). Therefore, the combination of anti-estrogen therapy and inducers of ferroptosis may present a promising therapeutic strategy for breast cancer patients with bone metastasis due to failed primary endocrine therapy.

## 4 Discussion

Dysregulated estrogen signaling is a critical factor contributing to anti-estrogen resistance and bone metastasis in breast cancer (Saatci et al., 2021; Mohammadi Ghahhari et al., 2022). Since there is no superior option to replace anti-estrogen therapy at present, there is a critical need to develop novel approaches to overcome anti-estrogen resistance in ER+ breast cancer. Herein, the screening of ERα regulated mRNA-binding proteins by iTRAQ technology combined with public dataset analysis identified FXR1 as a novel ERα-regulated oncogenic gene. The expression of FXR1 was further subjected to translational regulation by eIF4E via estrogen and IGF-1 stimulated PI3K/AKT/mTOR pathway. The PI3K/AKT/mTOR pathway is commonly aberrant in both primary and recurrent ER+ breast cancer, leading to acquired endocrine resistance (Nunnery and Mayer, 2020; Dong et al., 2021). As the crosstalk between the ER and RTK signaling pathways play a critical role in the development of ER+ breast cancer (Lee et al., 2022), the study herein presented a paradigm utilized by these signaling pathways to converge on FXR1 for propelling anti-estrogen resistance. FXR1 may thus serve as an interesting biomarker for monitoring the efficacy of anti-estrogen treatment and possible development of acquired endocrine resistance.

Recent studies have shown that the escape of cancer cells from both apoptosis and ferroptosis are associated with treatment failure in cancer patients (Szostakowska et al., 2019; Li et al., 2020). Herein, it was demonstrated that FXR1 plays a critical role in the development of anti-estrogen resistance by directly interacting with the key regulators of apoptosis and ferroptosis, BCL2 and GPX4, respectively. FXR1 has been reported to interact with various other RNAs, such as p21, TERC, and c-MYC, exerting regulatory effects in different cancer types (Majumder et al., 2016; Majumder et al., 2020; George et al., 2021). Herein, it is reported that FXR1 binds to BCL2 pre-mRNA to promote its maturation and expression; and FXR1 increases GPX4 expression by stabilizing its mRNA via interaction with the 3′UTR. Thus, FXR1 utilizes both anti-apoptosis and anti-ferroptosis signaling to promote cancer progression. It is fascinating to note that the FXR1 exerted effects on apoptosis and ferroptosis tend to be ER+ breast cancer cell specific, indicating a critical role of ER signaling in conditioning the functionality of FXR1, consistent with the observation that the association of poor prognosis with FXR1 expression was exclusively associated with ER+ but not ER- breast cancer patients. It is expected that estrogen promotion of FXR1 expression combined with the abundance of BCL2 and GPX4 in ER+ breast cancer (Sha et al., 2021; Kawiak and Kostecka, 2022) should facilitate FXR1 to impinge on both apoptosis and ferroptosis signaling. Interestingly, estrogen also significantly enhanced the interaction of FXR1 and BCL2 mRNA. As FXR1 was reported to be regulated by different post-translational modifications (PTMs), which affect its capacity to interact with different RNAs(Vijayakumar et al., 2024), whether estrogen or IGF-1 signaling should modulate FXR1 by PTMs would be interesting to determine in future studies.

Herein, it was shown that FXR1 expression was elevated in ER+ breast cancer and further increased in anti-estrogen resistant breast cancer cells. As FXR1 acts downstream of ERα and IGF1R signaling, it might serve as an attractive therapeutic target in ER+ breast cancer with deregulated ERα activity. Consistently, targeting FXR1 by shRNA not only significantly increased the efficacy of tamoxifen in ER+ breast cancer cells, but restored the sensitivity to tamoxifen in tamoxifen-resistant cells *in vivo*. FXR1 antagonism combined with ferroptosis inducer IKE further increased the efficacy of tamoxifen therapy. Proof-of-principle evidence was provided that FXR1 antagonism could alleviate bone metastasis of ER+ breast cancer cells with acquired anti-estrogen resistance, wherein PI3K/AKT/mTOR signaling is often abnormally activated (Song et al., 2022). As suggested by the efficacy of this approach, combined therapy with fulvestrant and IKE successfully targeted both apoptosis and ferroptosis signaling in the bone metastasis model. Thus, targeting FXR1 may afford a novel approach to improve existing therapeutic regimes for ER+ breast cancer patients with recurrent cancer or bone metastasis with acquired resistance to anti-estrogen therapies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Estrogen-induced FXR1 promotes endocrine resistance and bone metastasis in breast cancer via BCL2 and GPX4
**Source:** Front Cell Dev Biol. 2025 Mar 24;13:1563353. doi: 10.3389/fcell.2025.1563353
**Supplement:** Supplementary file 3

Supplementary Material

## Supplementary Figures

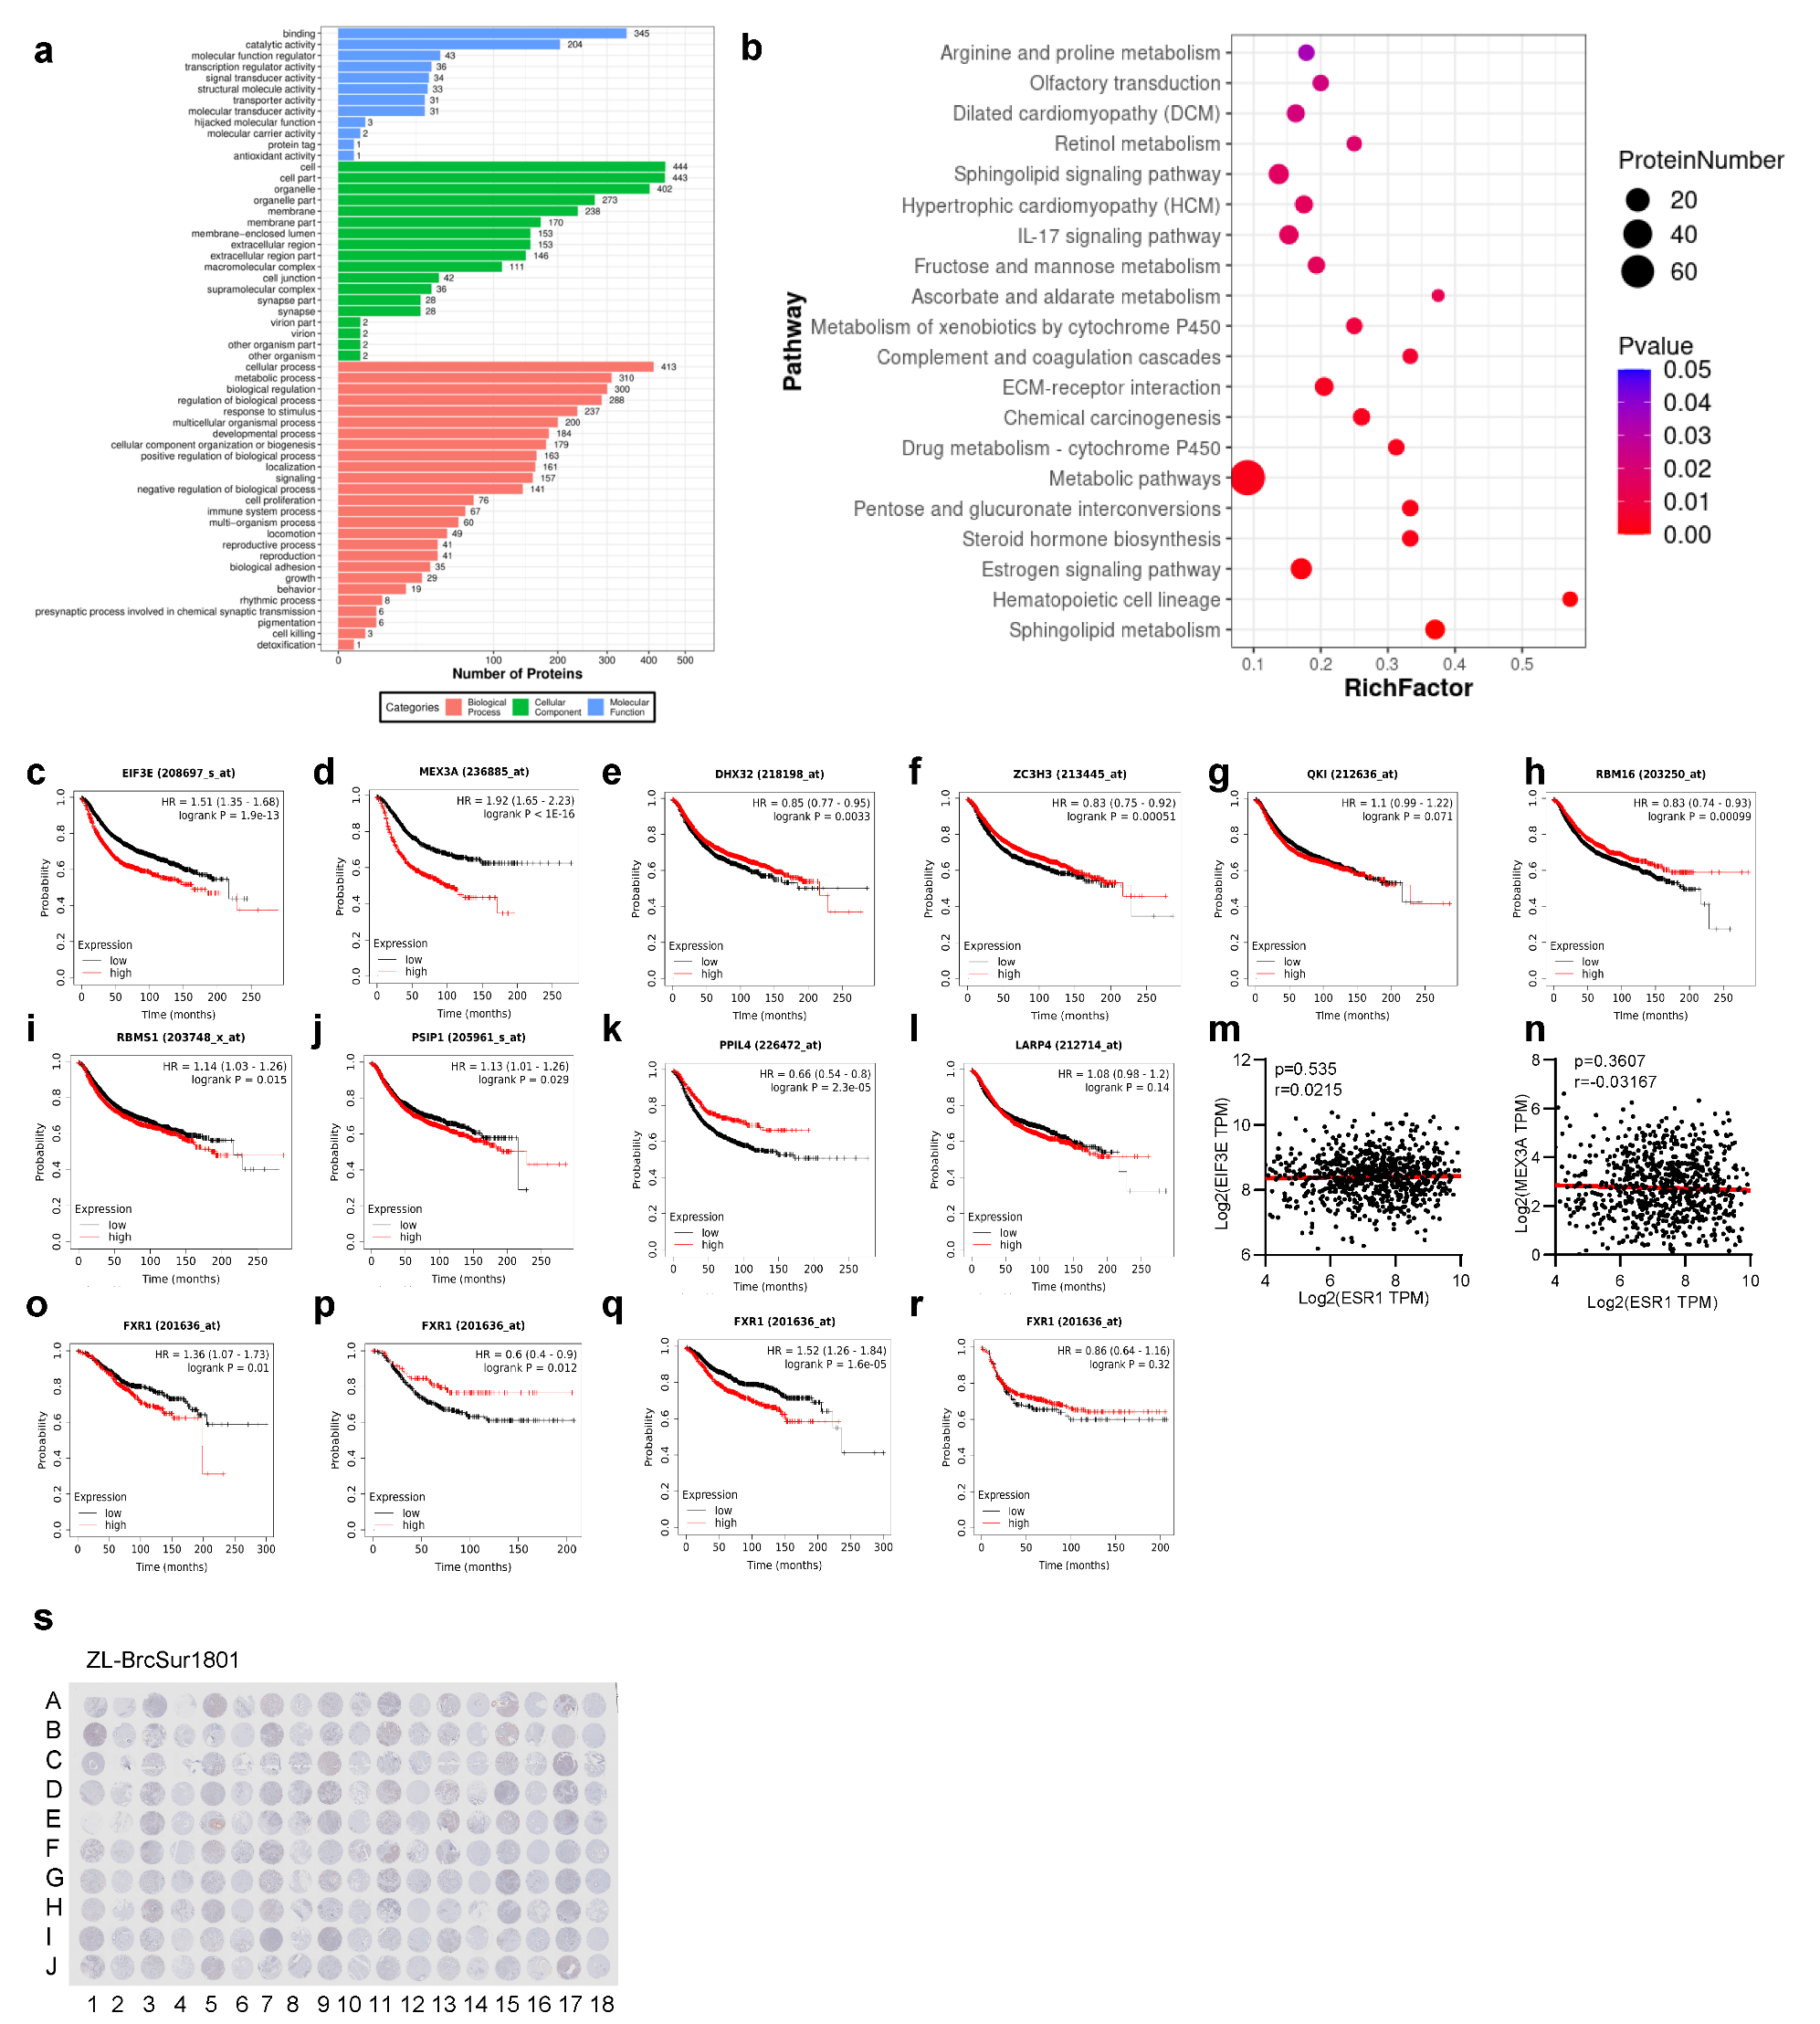

**Supplementary Fig.1 Estrogen-related FXR1 is associated with poor prognosis of ER+ breast cancer, related to Figure 1. a**, Gene ontology analysis of differentially expressed proteins in iTRAQ. **b**, Statistics of pathway enrichment of differentially expressed proteins in iTRAQ. **c-l**, Kaplan–Meier plots of RFS in breast cancer patients with different levels of EIF3E (**c**), MEX3A (**d**), DHX32 (**e**), ZC3H3 (**f**), QKI (**g**), RBM16 (**h**), RBMS1 (**i**), PSIP1 (**j**), PPIL4 (**k**) and LARP4 (**l**). **m**, **n**, Scatter plot represents the correlation between ESR1 and either EIF3E (**m**) or MEX3A (**n**). **o**, **p**, Kaplan–Meier plots of OS in ER+ (**o**) and ER- (**p**) patients with different levels of FXR1 expression. **q**, **r**, Kaplan–Meier plots of DMFS in ER+ (**q**) and ER- (**r**) patients with different levels of FXR1 expression. **s**, IHC staining of FXR1 using breast cancer tissue microarray (tumor tissues (1,3,5…17), normal tissues (2,4,6…18)).

**
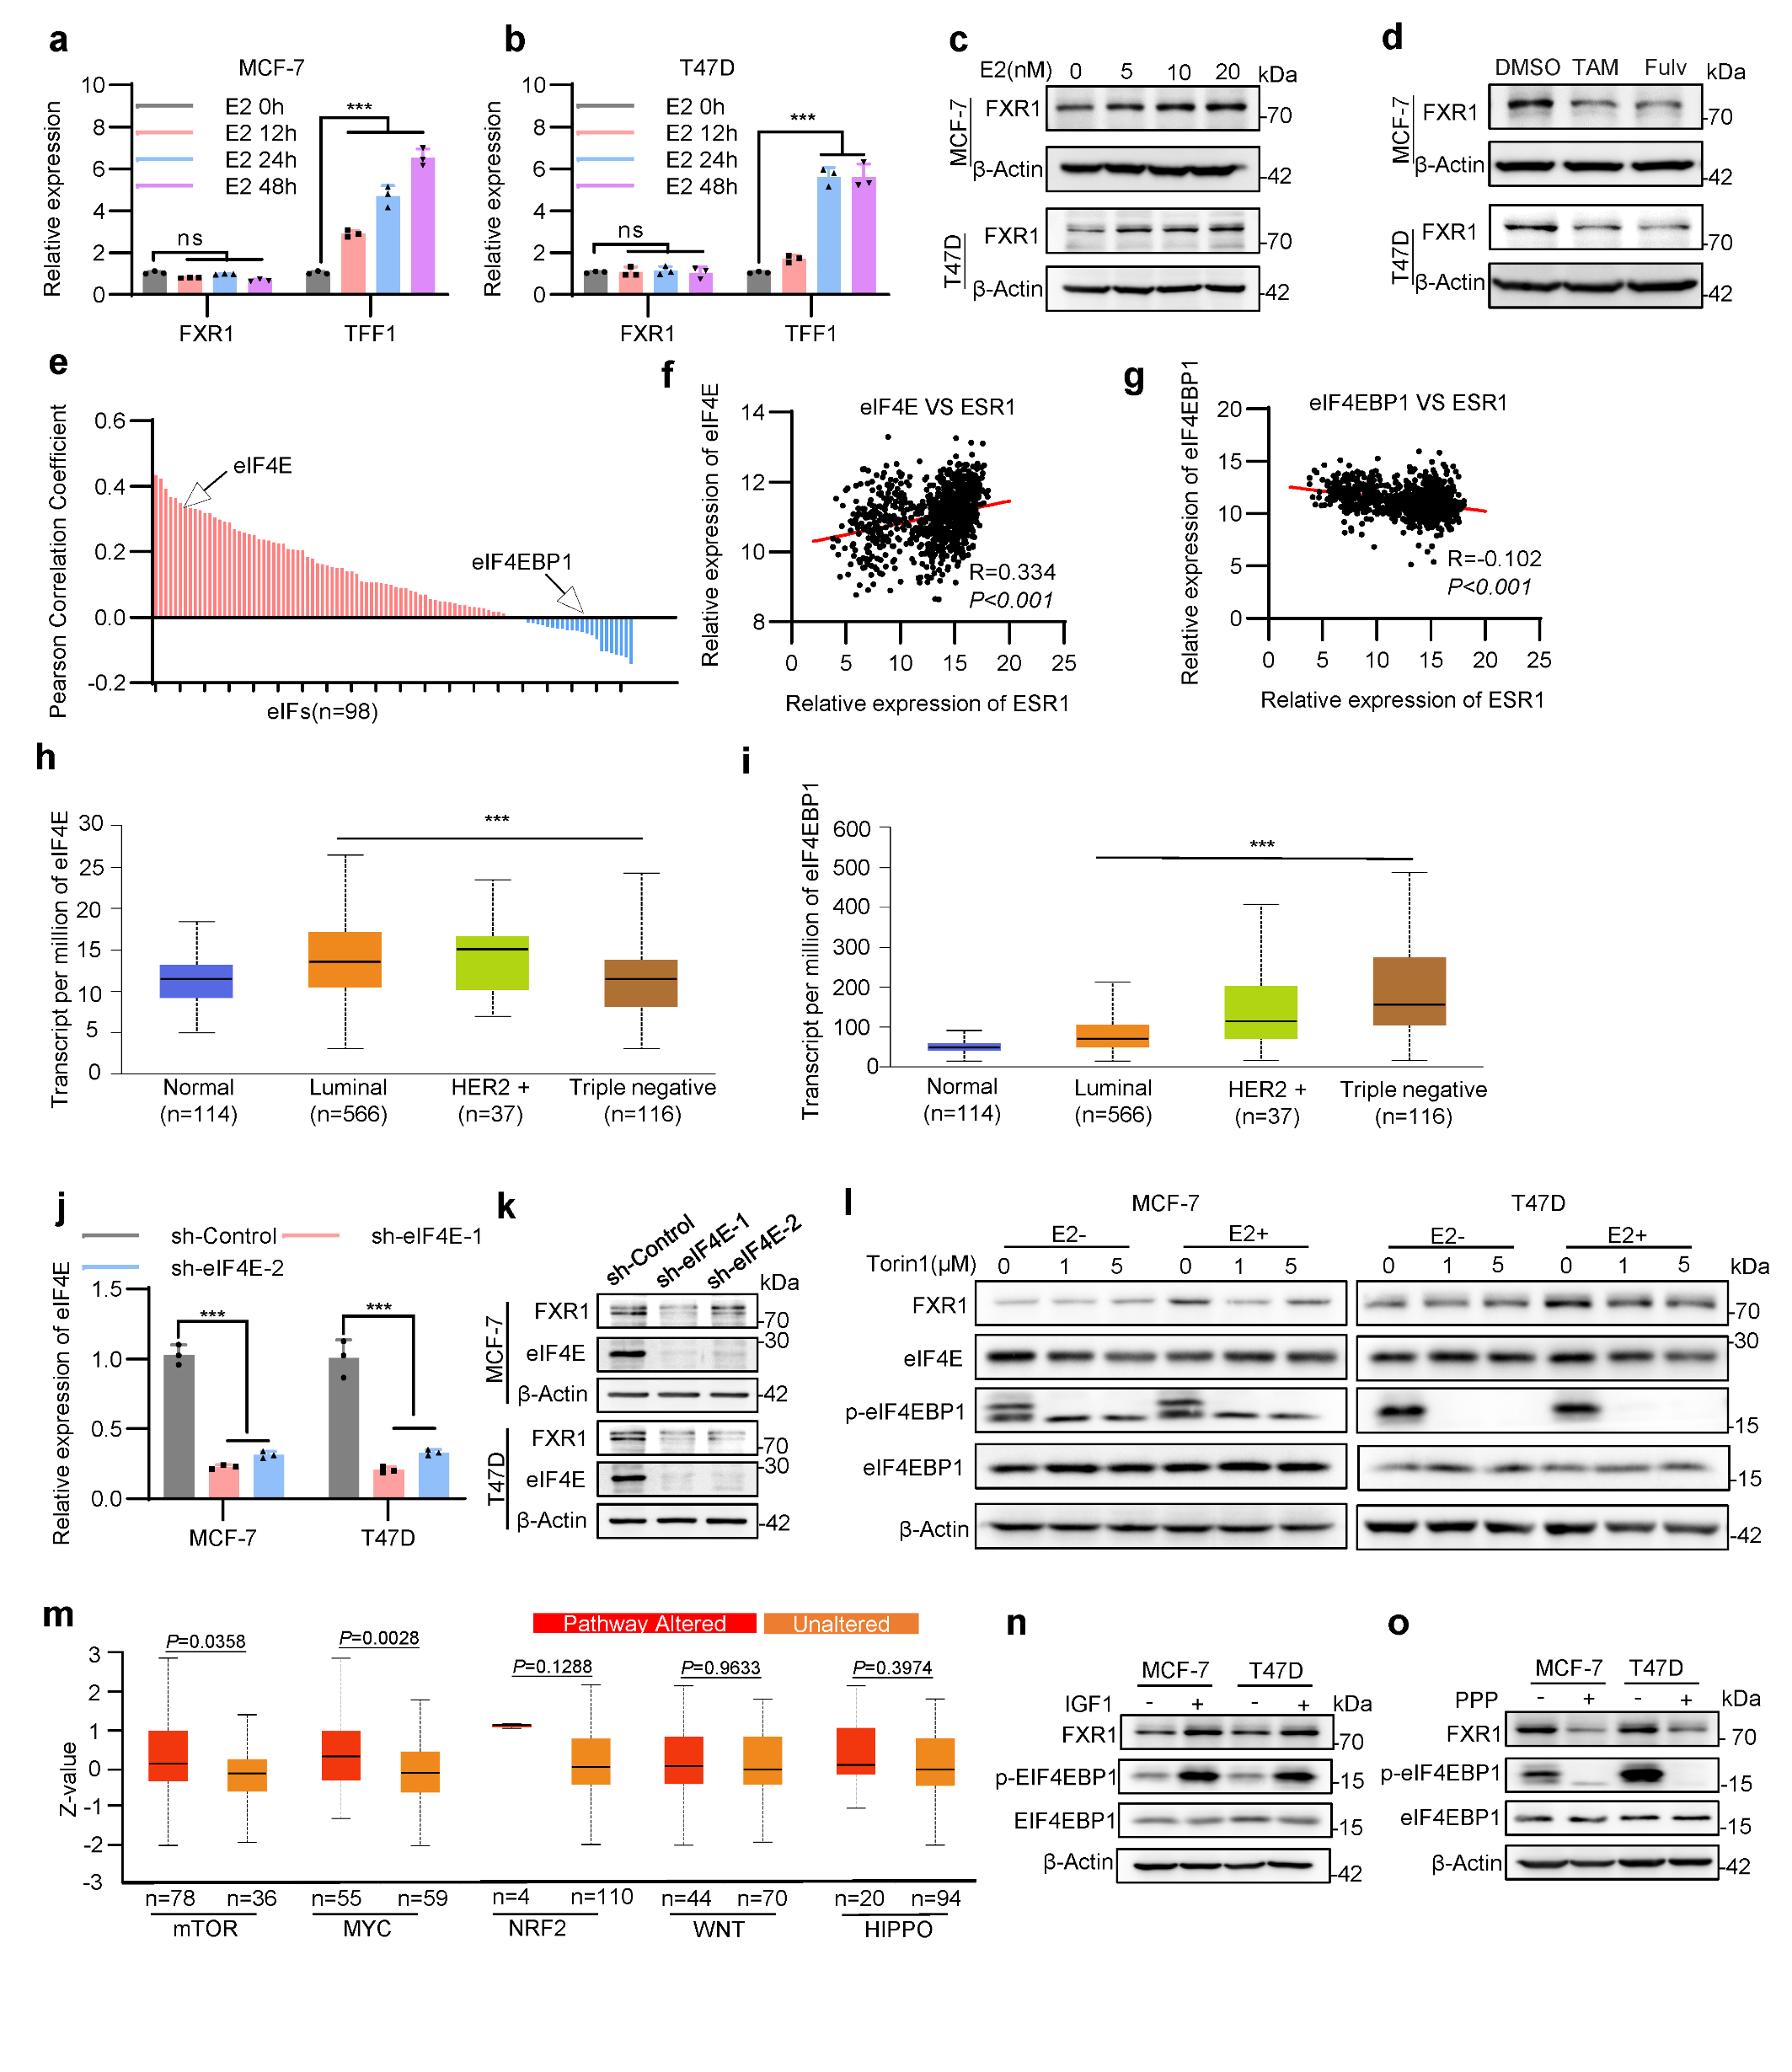
**

**Supplementary Fig.2 Estrogen induces FXR1 translation through eIF4E and eIF4EBP1, related to Figure 2. a**, **b**, qPCR (n = 3 biological replicates) analysis of relative mRNA levels of FXR1 and TFF1 in MCF-7 (**a**) and T47D (**b**) cells treated with 10 nM estrogen for 0h, 12h, 24h, and 48h. **c**, **d**, Immunoblot assessment of FXR levels in cells treated with different concentrations of estrogen (**c**), 1 μM tamoxifen, or 1 μM fulvestrant (**d**). **e**, Correlation analysis of eukaryotic translation initiation factors with ESR1 in the TCGA dataset. **f**, **g**, Analysis of the Pearson correlation coefficient (PCC) between ESR1 and eIF4E (**f**) or eIF4EBP1 (**g**) in the TCGA dataset. **h**, **i**, Expression of eIF4E (**h**) and eIF4EBP1 (**i**) in major subclasses of breast cancer was analyzed by UALCAN. **j**, **k**, qPCR (n = 3 biological replicates) (**j**) and immunoblot (**k**) analysis of eIF4E levels in eIF4E depleted MCF-7, T47D and control cells. **l**, Immunoblot assessment of FXR1, eIF4E and phosphorylated eIF4EBP1 levels. MCF-7 and T47D cells were treated with different concentrations of Torin1 (mTOR inhibitor) in the presence or absence of estrogen. **m**, FXR1 protein expression levels in breast cancer tissues with different altered signaling pathways. **n**, **o**, Immunoblot assessment of FXR1, eIF4EBP1 and phosphorylated eIF4EBP1 levels. MCF-7 and T47D cells treated with 50 ng/mL IGF1 (**n**) or 1 μM PPP (**o**). Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (One-way ANOVA test).

**
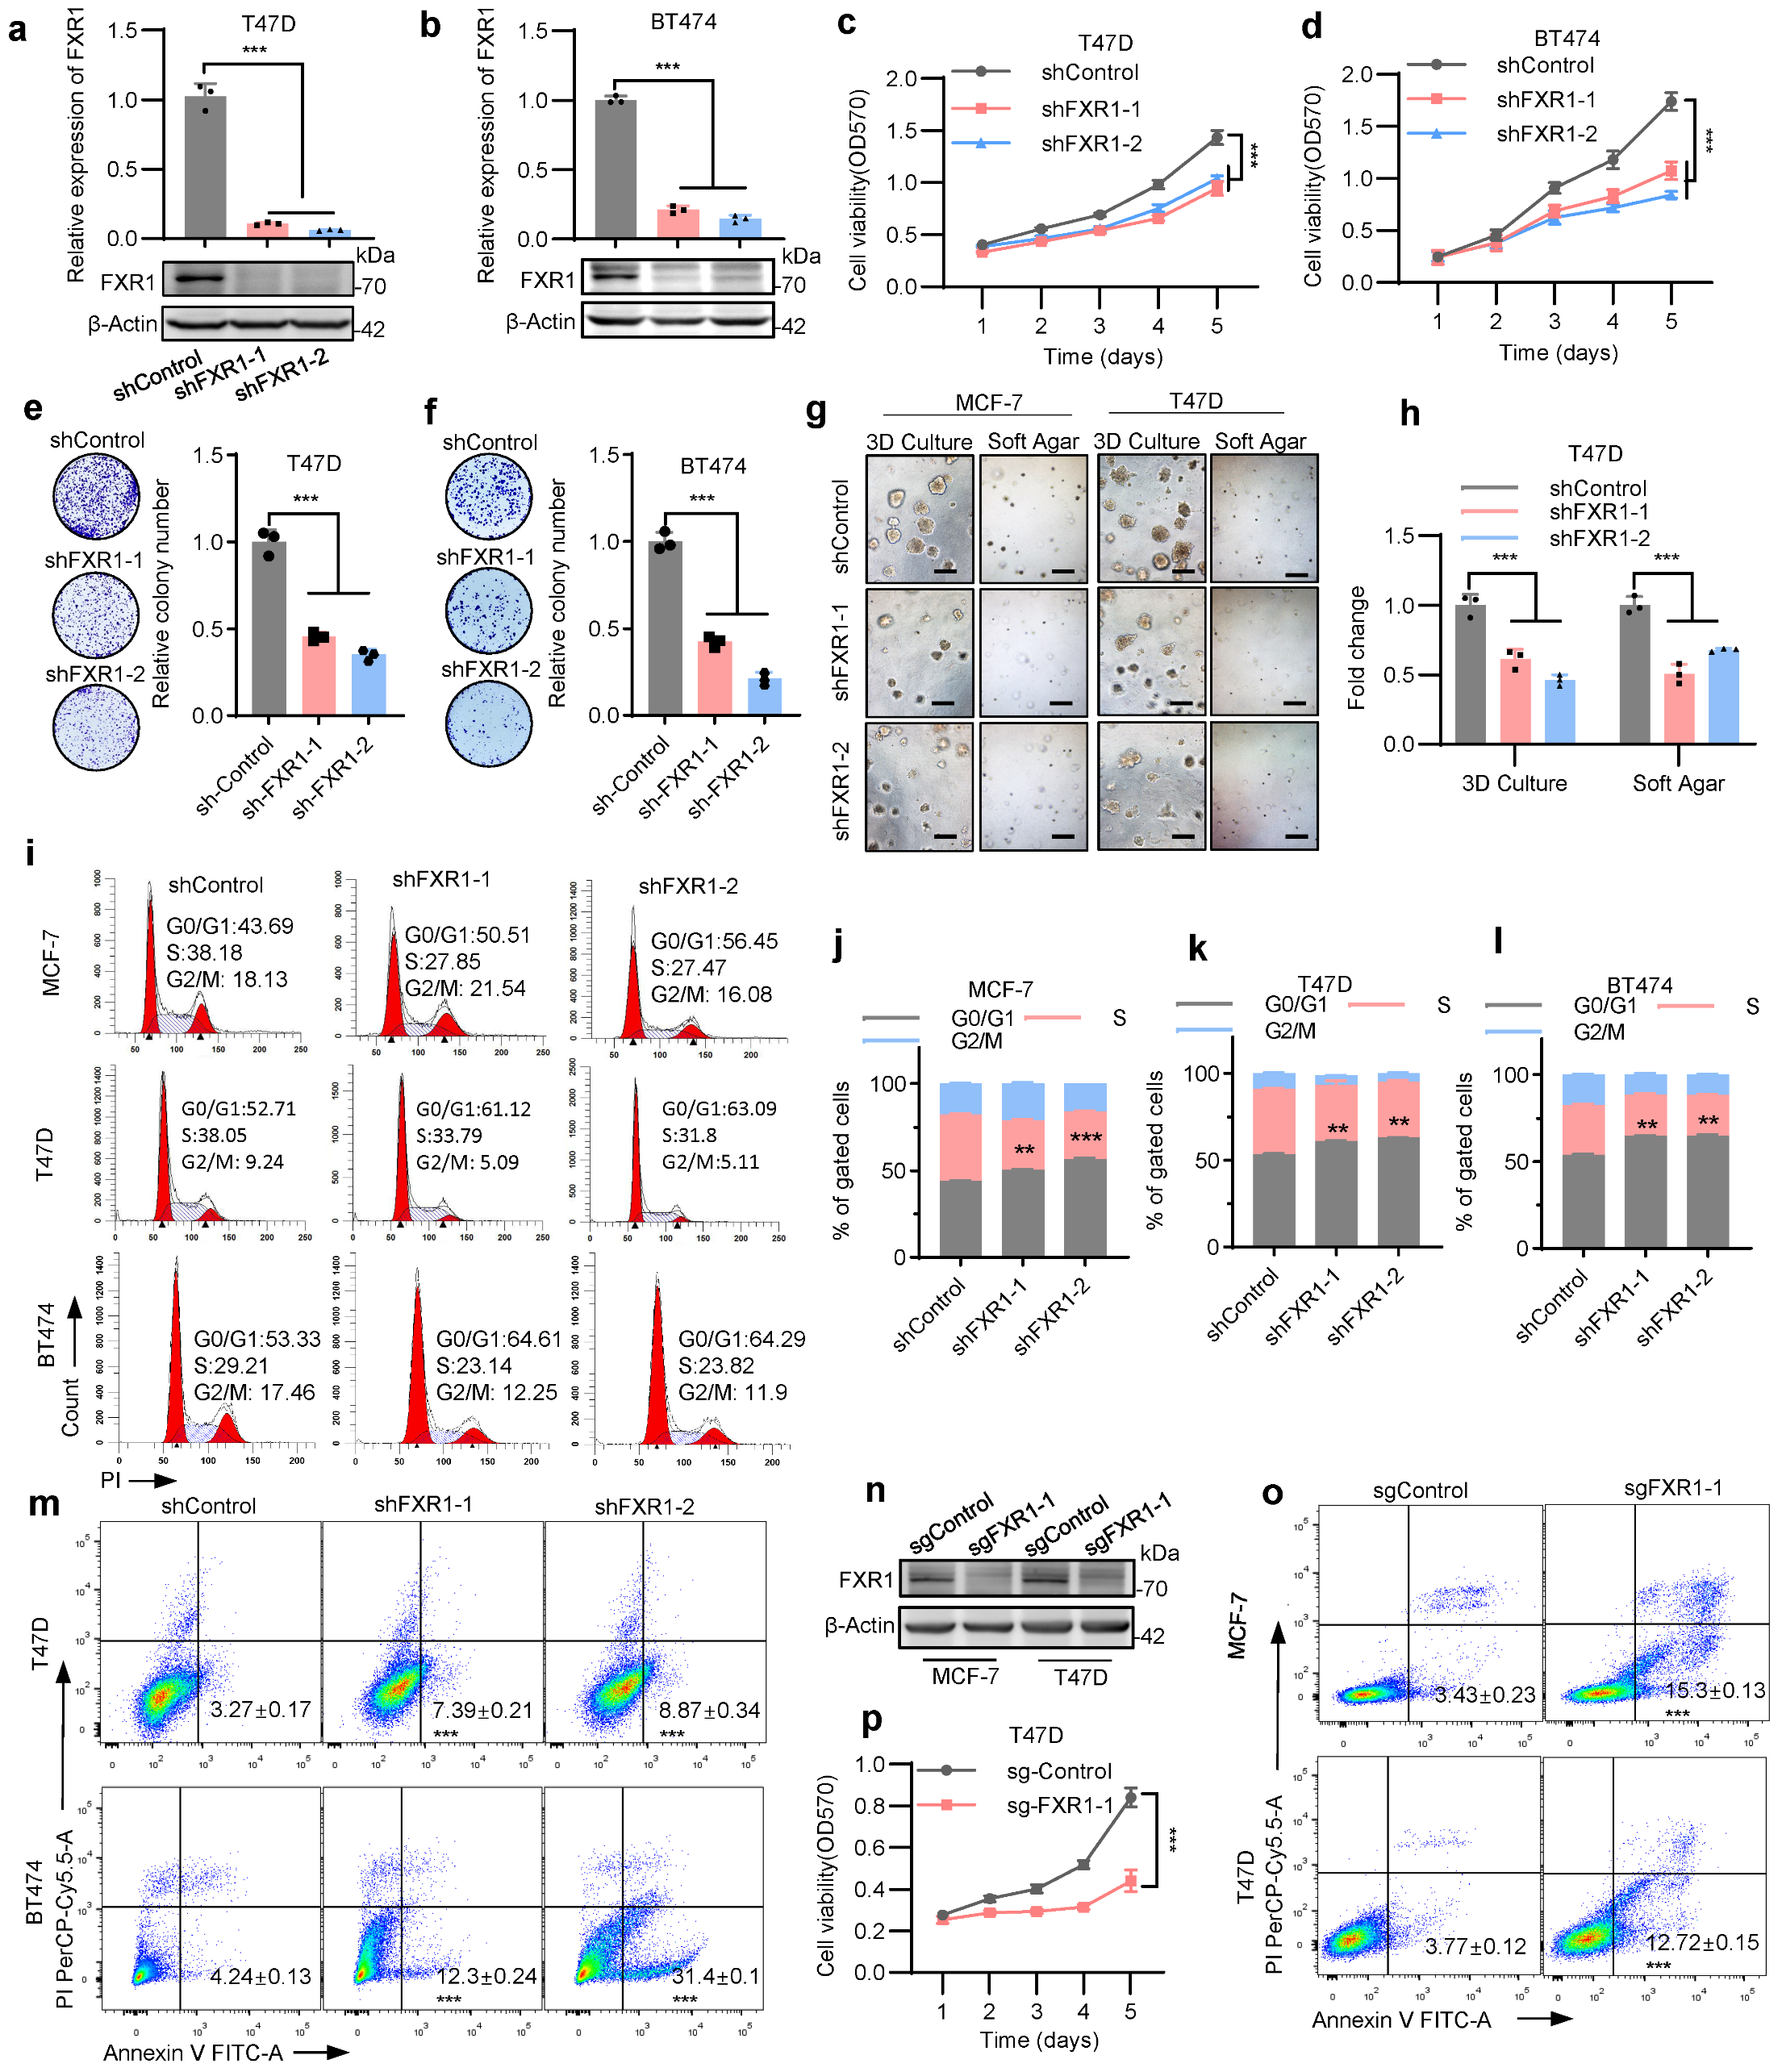
**

**Supplementary Fig. 3 FXR1 promotes the oncogenicity of breast cancer cells, related to Figure 3. a**, **b**, qPCR (n = 3 biological replicates) and immunoblot analysis of FXR1 expression in FXR1 depleted T47D (**a**), BT474 (**b**) and control cells. **c**, **d**, MTT assay showing relative cell viability in FXR1 depleted T47D (**c**), BT474 (**d**) and control cells. **e**, **f**, Foci formation assay was performed in FXR1 depleted T47D (**e**), BT474 (**f**) and control cells. Representative images (left) and statistical analyses (right) of the colonies were shown. **g**, **h**, 3D culture and soft agar colony formation assays were performed in FXR1 depleted and control cells. Representative images (**g**) and statistical analyses (**h**) of the colonies were shown (scale bars:3D culture 100 μm, soft agar culture 500 μm). **i**, Flow cytometry showing the cell cycle distribution of FXR1 depleted and control cells. **j-l**, Statistical analyses of cell cycle phases of FXR1 depleted MCF-7 (**j**), T47D (**k**), and BT474 (**l**) cells by flow cytometry. **m**, Early apoptotic population in FXR1 depleted T47D, BT474 and control cells was determined by flow cytometry. **n**, Immunoblot assessment of FXR1 levels in FXR1-deleted MCF-7, T47D and control cells. **o**, Early apoptotic population in FXR1-deleted MCF-7, T47D and control cells was determined by flow cytometry. **p**, MTT assay showing relative cell viability in FXR1-deleted T47D and control cells. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test in (**o**), two-way ANOVA test in (**c**, **d**, **p**) others one-way ANOVA test.)

**
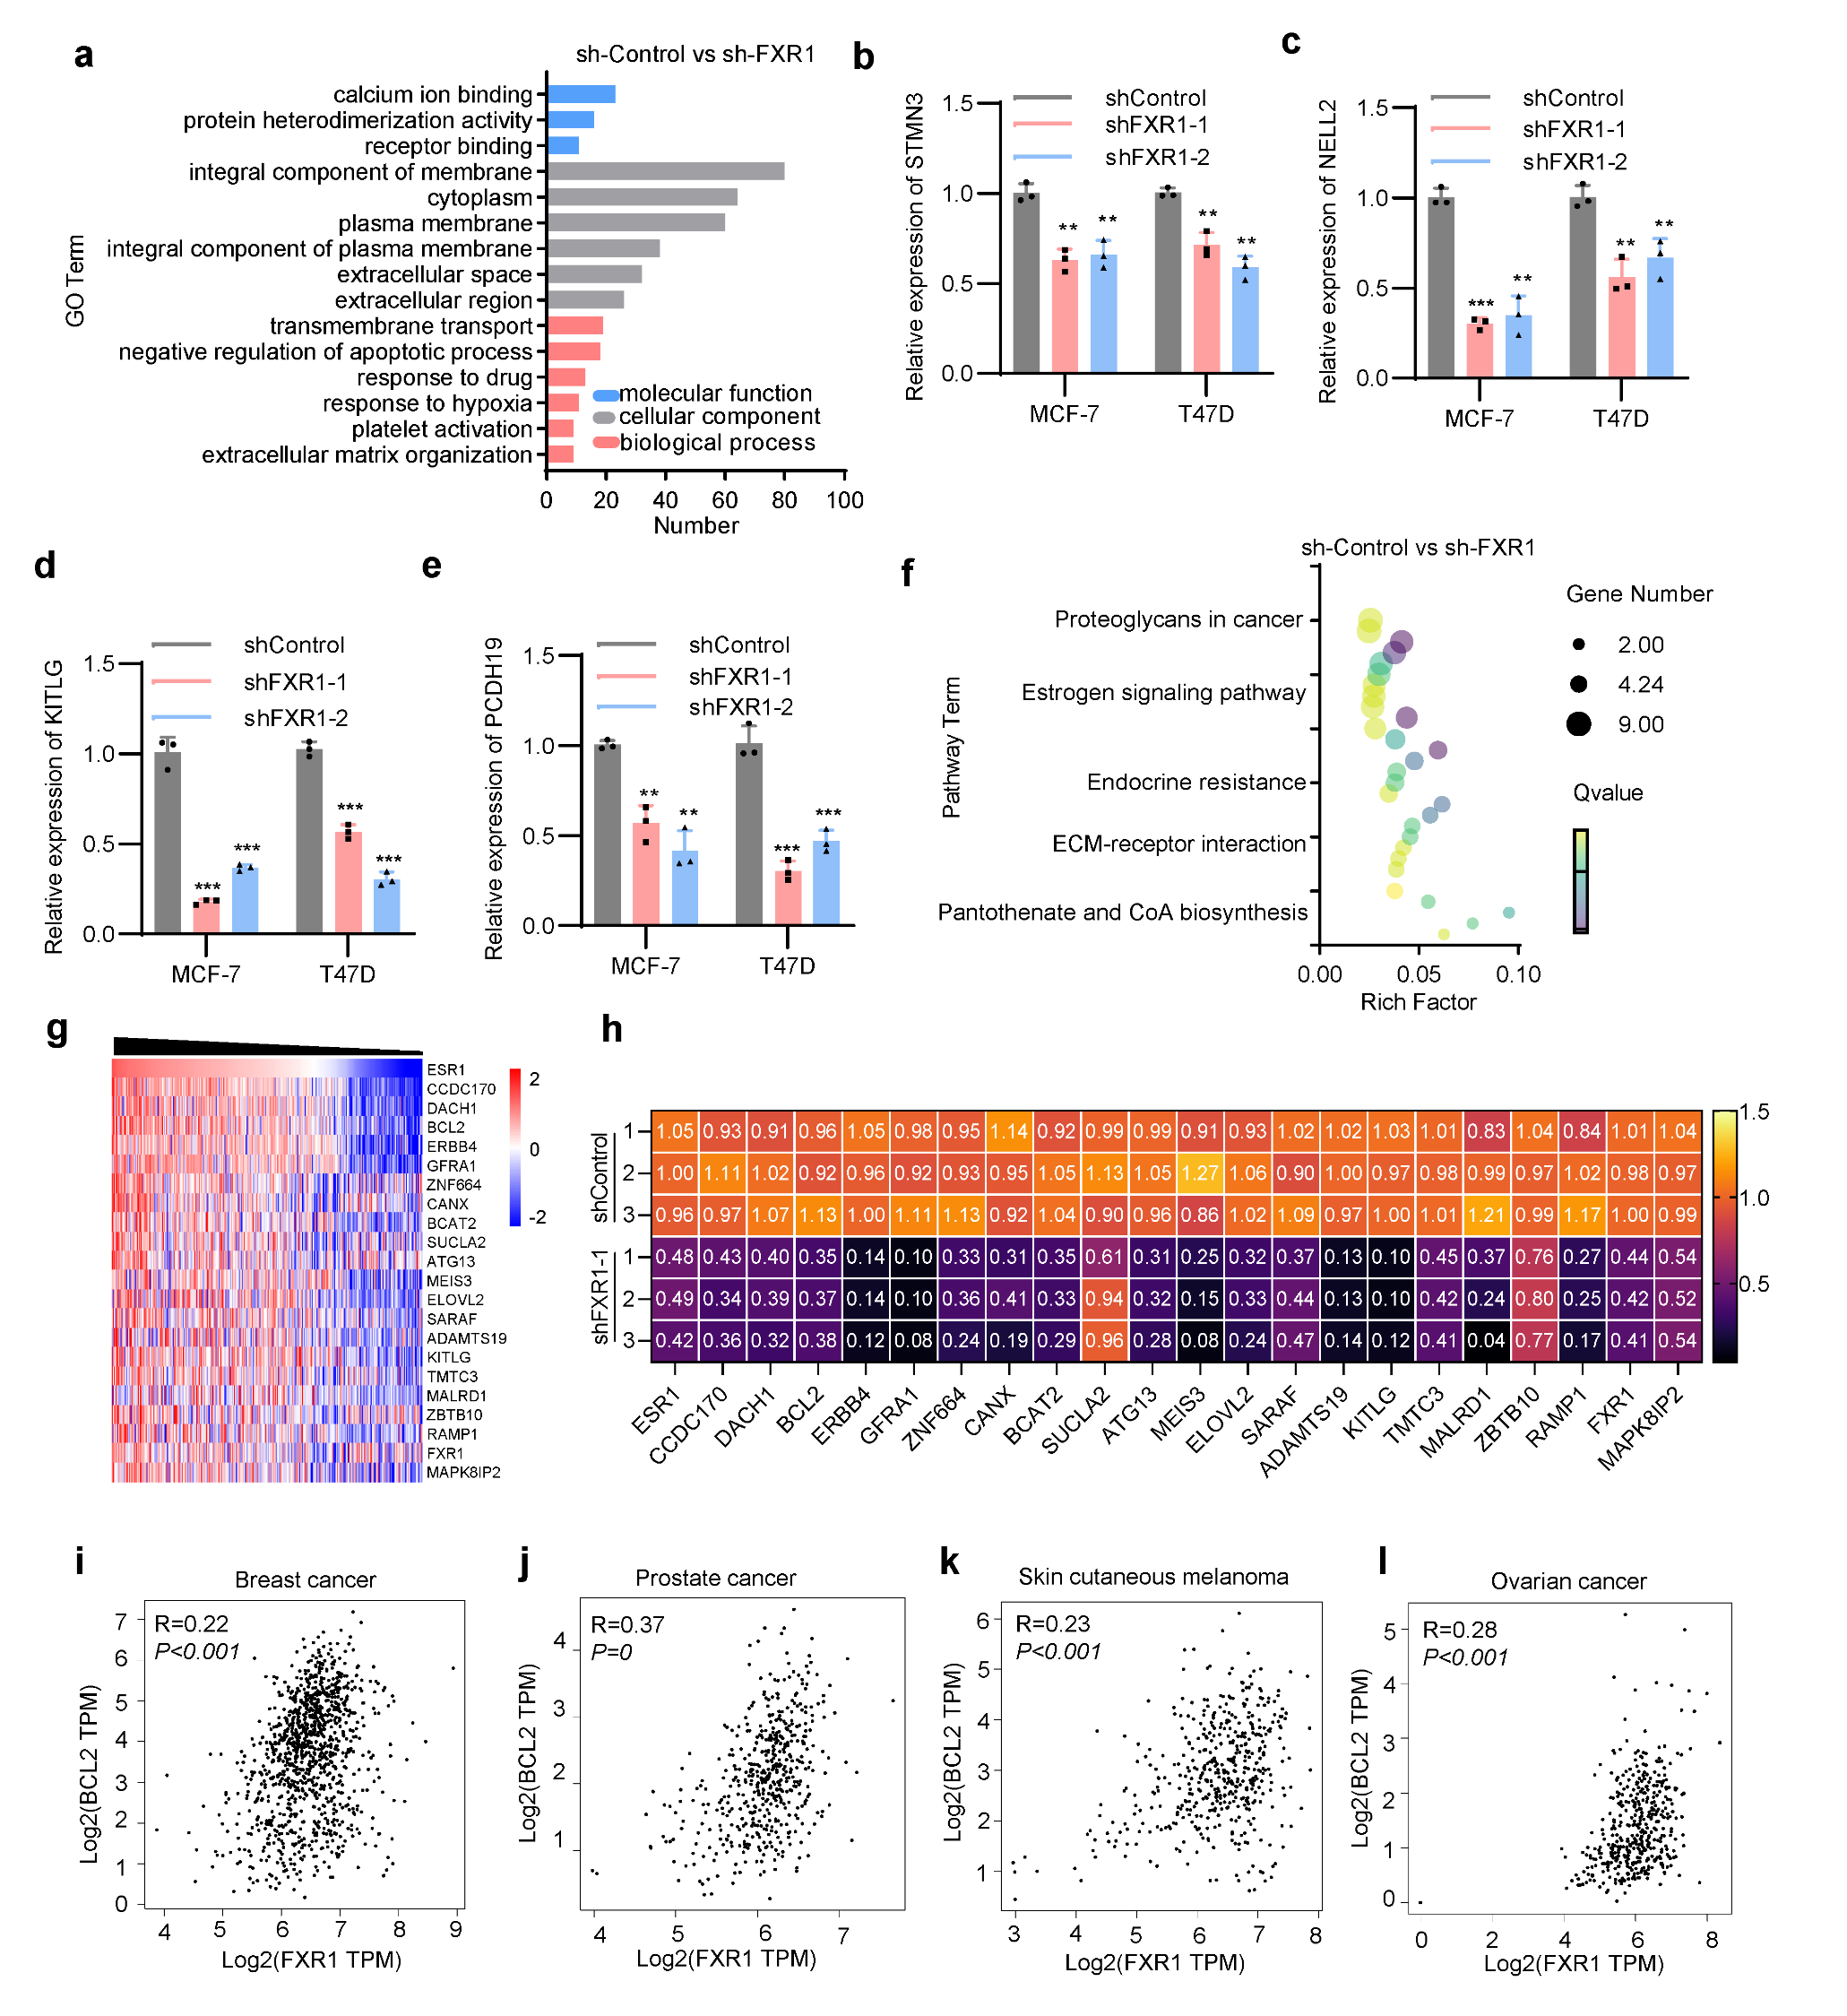
**

**Supplementary Fig. 4 FXR1 protects cells against apoptosis by regulating BCL2 expression, related to Figure 4. a**, Gene ontology analysis of differentially expressed genes in RNA-seq. **b-e**, qPCR (n = 3 biological replicates) analyzed expression of STMN3 (**b**), NELL2 (**c**), KITLG (**d**), and PCDH19 (**e**) in FXR1 depleted MCF-7, T47D and control cells. **f**, KEGG pathway analysis of differentially expressed genes in RNA-seq. **g**, Heat map plots the relative expression levels of candidate genes and ESR1 in breast cancer TCGA data. **h**, qPCR (n = 3 biological replicates) analysis of candidate genes expression in FXR1 depleted MCF-7 and control cells. **i-l**, Correlation analysis of FXR1 and BCL2 in breast (**i**), prostate (**j**), skin cutaneous melanoma (**k**), and ovarian cancer (**l**) TCGA cohorts using GEPIA2. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (One-way ANOVA test.)

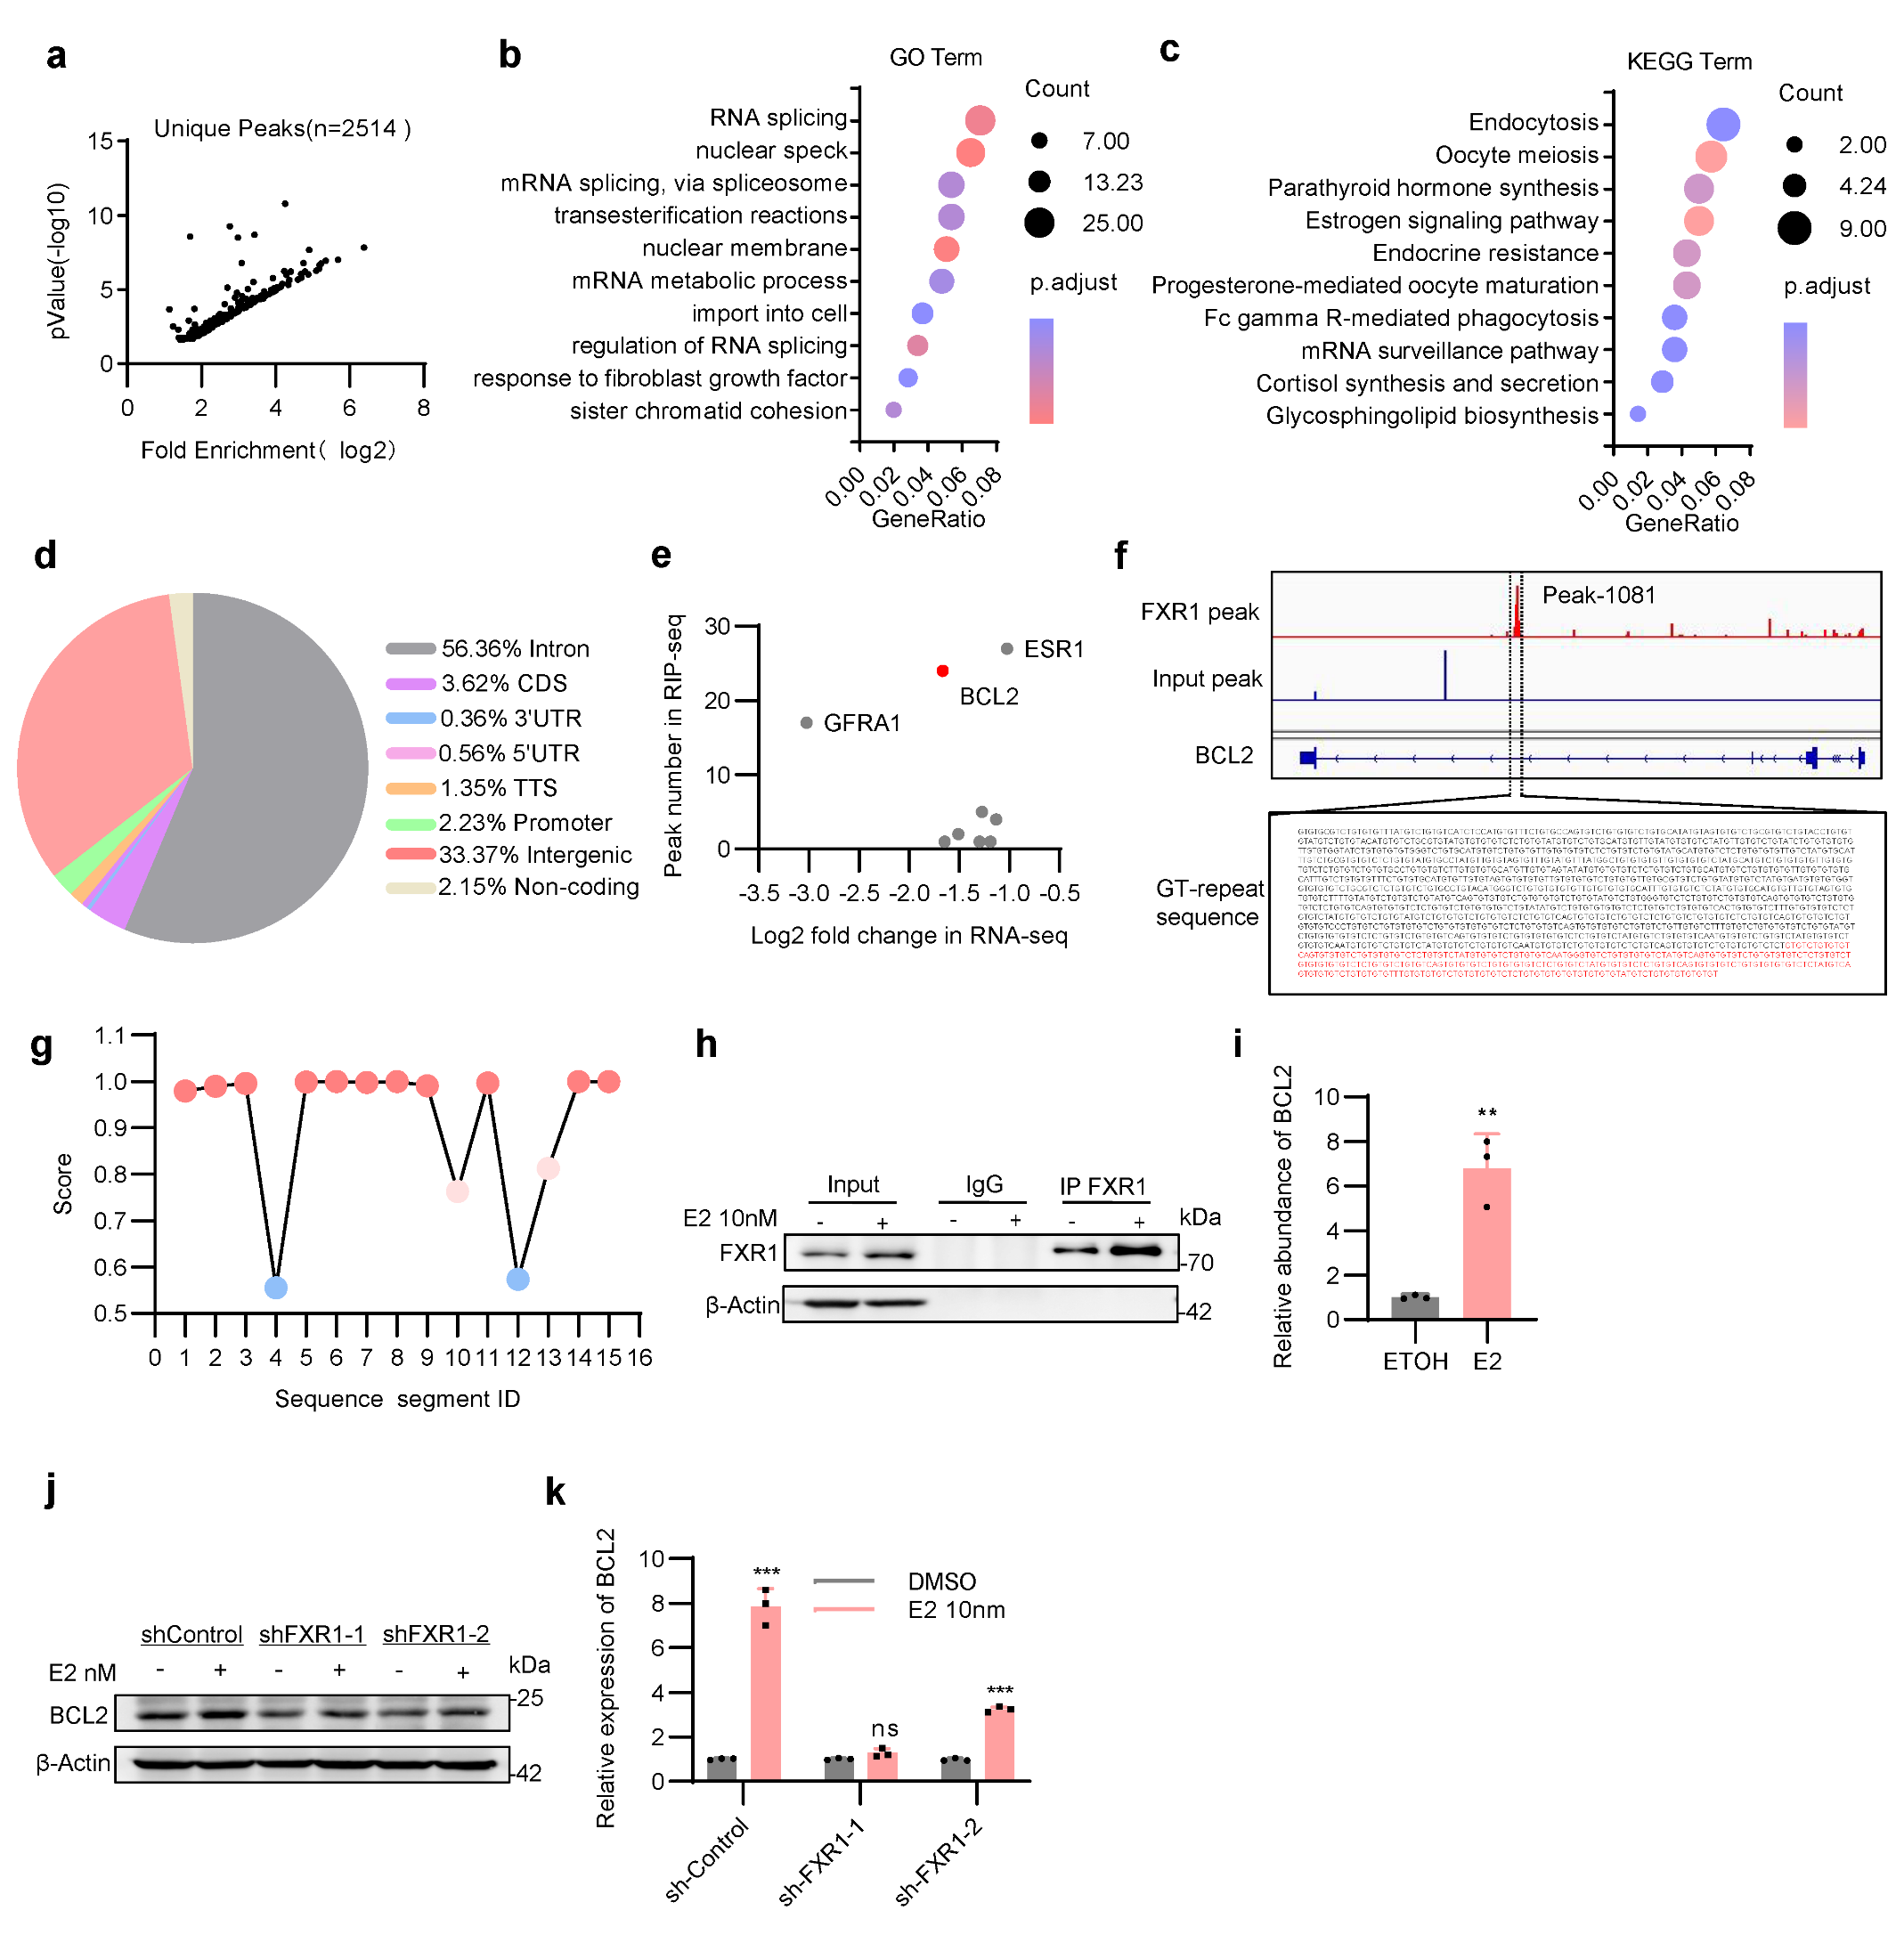

**Supplementary Fig. 5 FXR1 regulates BCL2 mRNA maturation, related to Figure 4. a,** Scatterplot showing 2514 unique peaks enriched by FXR1 in RIP experiments. **b**, **c**, Gene ontology (**b**) and KEGG pathway (**c**) analysis of 618 genes directly bound by FXR1 in RIP experiments. 10 representative terms were shown for each analysis. **d**, Pie chart showing the distribution of 2514 unique peaks in functional regions across the genome. **e**, Scatterplot showing the number of unique peaks in the RIP experiment and the fold change in RNA-seq of the screened 9 genes. Negative values of fold change ​​represent downregulation in FXR1 depleted cells. **f**, Visualization of unique peaks bound by FXR1 on the BCL2 genome using IGV software (up). Below is the entire DNA sequence of Peak-1081, and the red sequence is labeled with biotin for the streptomycin pull-down experiment. **g**, The binding ability of FXR1 to the mRNA sequence of Peak-1081 was analyzed using RBPsuite. **h-i,** MCF-7 cells were stimulated with vehicle or estrogen for 48 hours, and RIP experiments were performed using FXR1 antibody. The enrichment level of FXR1 was detected by immunoblot (**h**). qPCR (n = 3 biological replicates) (**i**) analysis of the BCL2 mRNA enrichment level in RIP experiments. **j**, **k,** Immunoblot (**j**) and qPCR (n = 3 biological replicates) (**k**) analysis of BCL2 expression levels in vehicle or estrogen stimulated FXR1 depleted MCF-7 and control cells. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test)

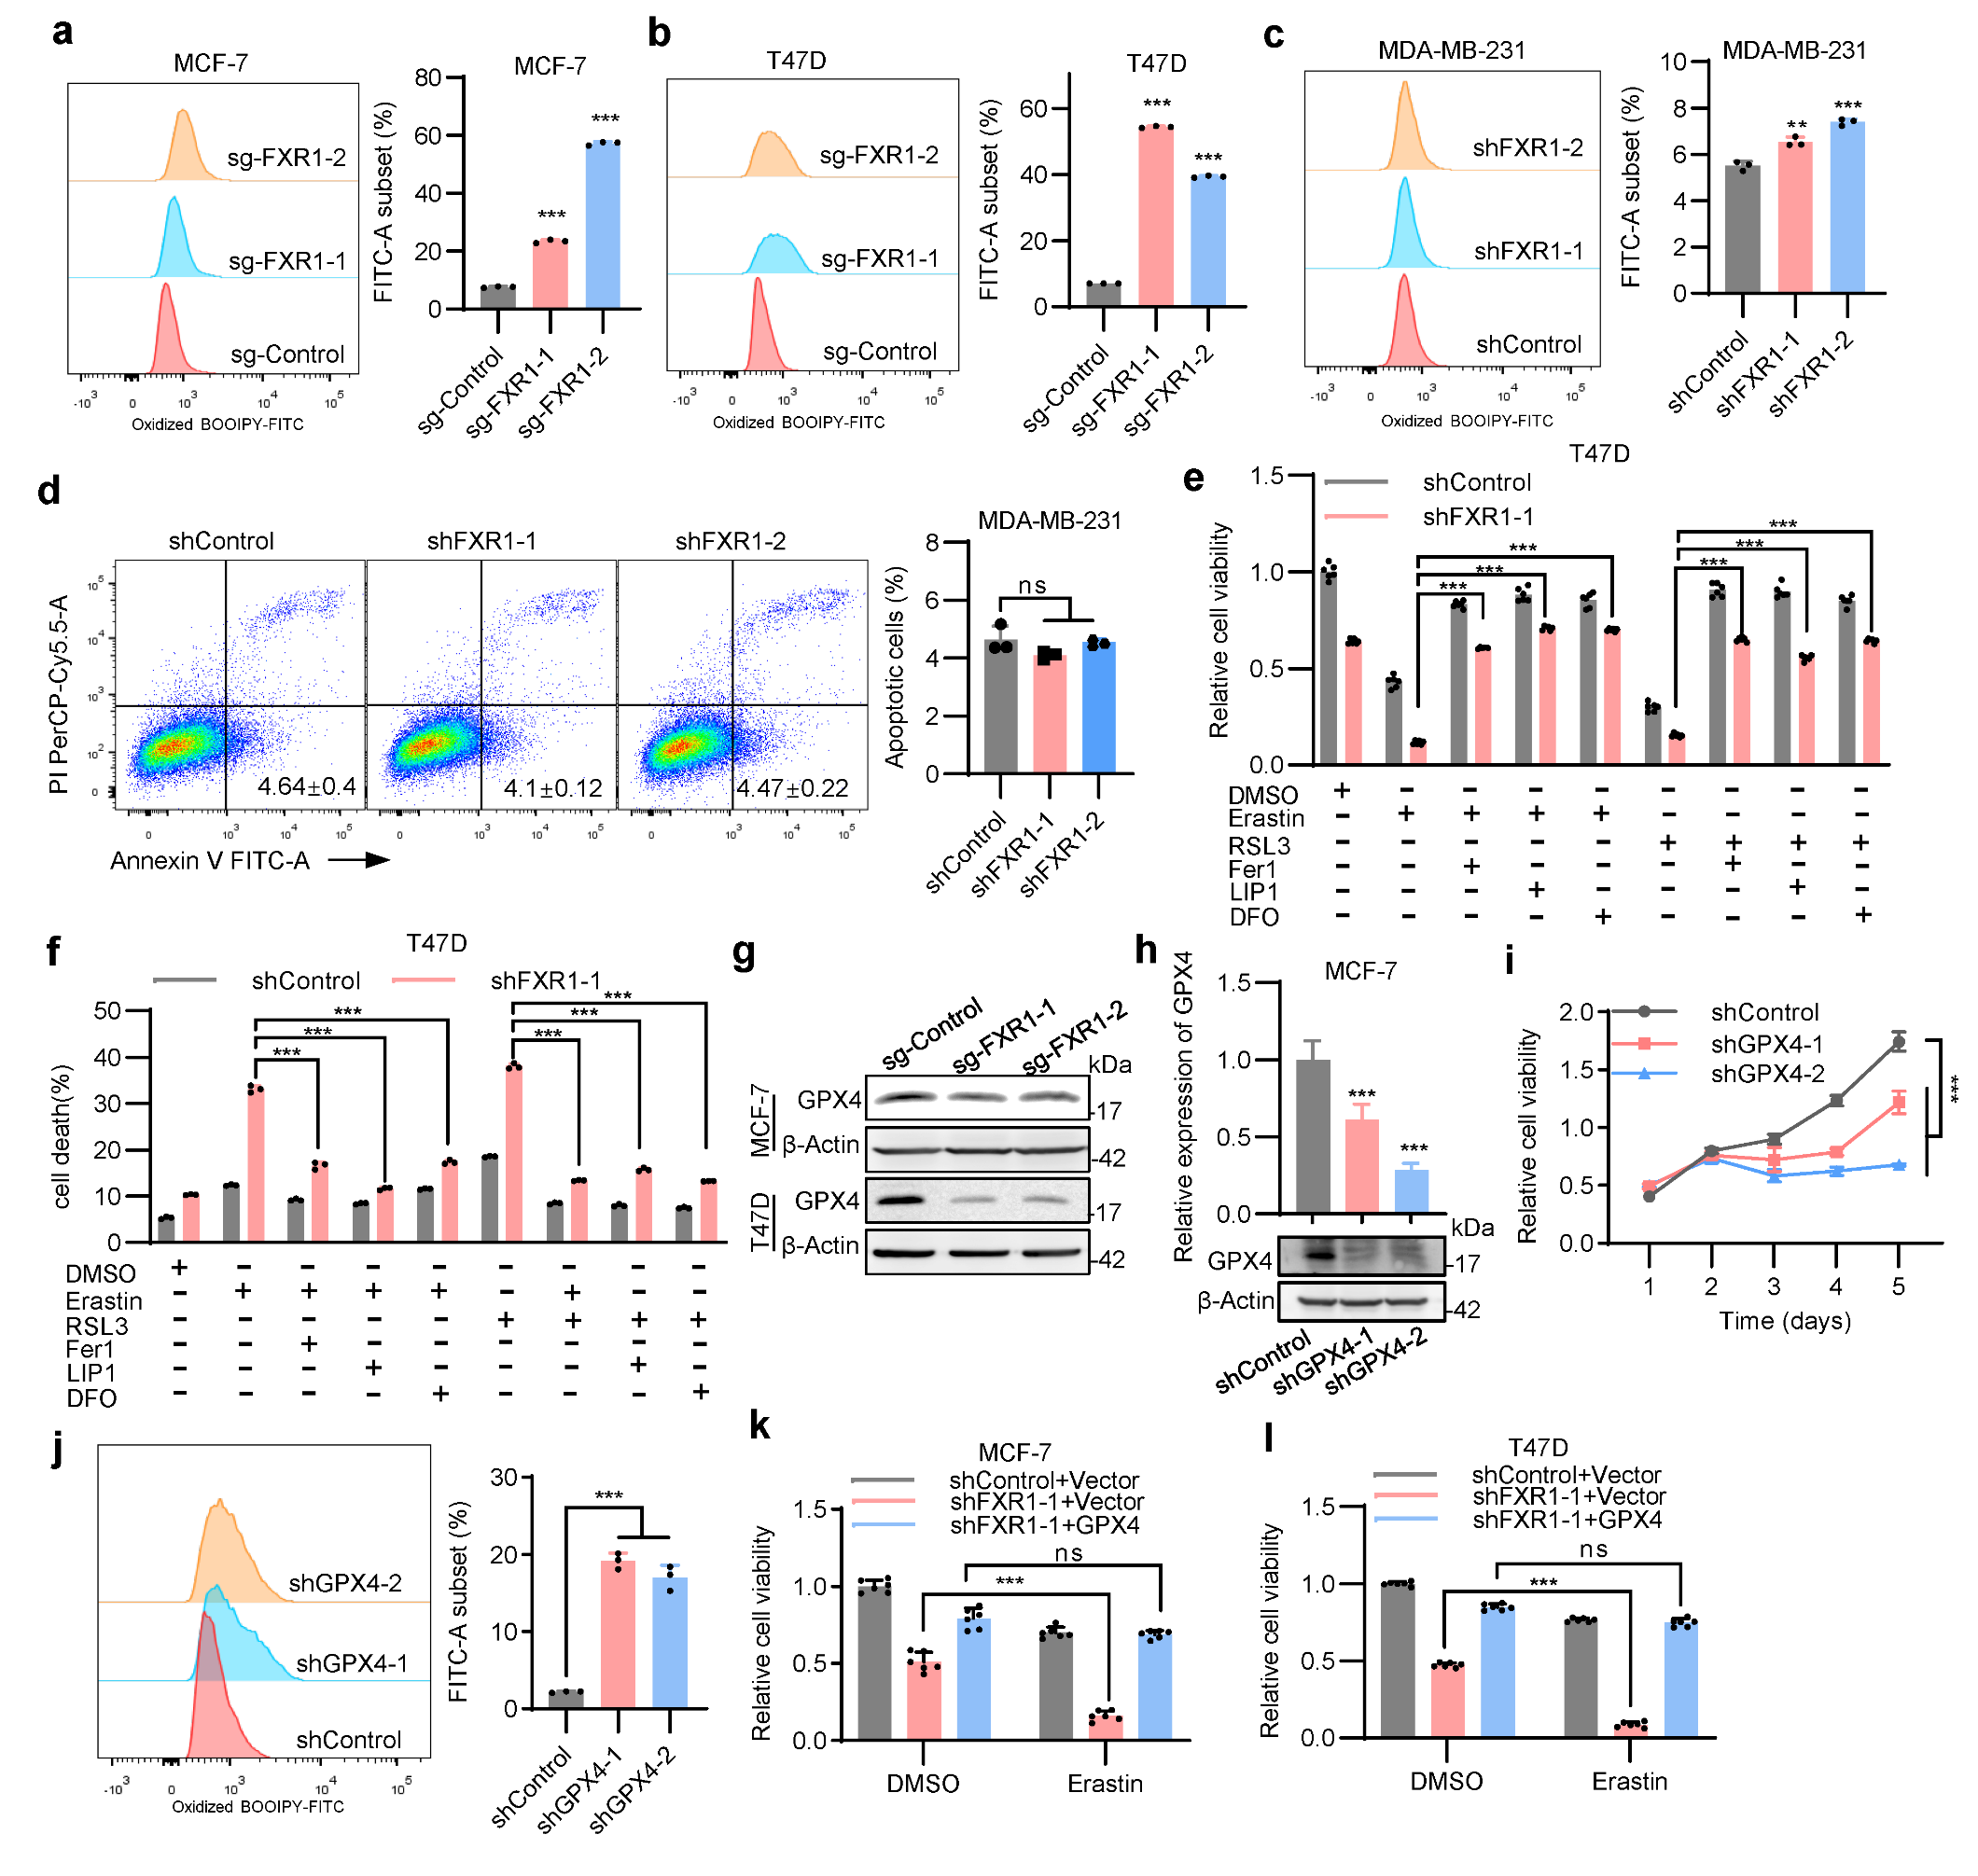

**Supplementary Fig. 6 FXR1 protects breast cancer cells from ferroptosis via GPX4, related to Figure 6. a-c**, Lipid peroxidation was assessed by flow cytometry after C11-BODIPY staining in FXR1-deleted MCF-7 (**a**), T47D (**b**) and FXR1-depleted MDA-MB-231 cells (**c**). Representative flow cytometry images (left) and statistical analyses (right) were shown. **d**, Early apoptotic population in FXR1 depleted MDA-MB-231 and control cells was determined by flow cytometry. Representative flow cytometry images (left) and statistical analyses (right) were shown. **e**, **f**, Viability (**e**) and death (**f**) of FXR1 depleted T47D and control cells were detected, treated with 10 µM erastin or 1 µM RSL3 combined with 2 µM FER1, 1 µM LIP1 or 5 µM DFO. **g**, Immunoblot assessment of GPX4 levels in FXR1-deleted MCF-7, T47D and control cells. **h**, qPCR (n = 3 biological replicates) and immunoblot analysis of GPX4 expression in GPX4 depleted MCF-7 and control cells. **i**, Viability of GPX4 depleted MCF-7 and control cells were detected by MTT assay. **j**, Lipid peroxidation was assessed by flow cytometry after C11-BODIPY staining in GPX4 depleted MCF-7 cells. Representative flow cytometry images (left) and statistical analyses (right) were shown. **k**, **l**, FXR1 depleted MCF-7 (**k**) and T47D (**l**) cells were rescued with empty vector or transfection of the GPX4 plasmid and treated with DMSO or erastin. Subsequently, cell viability was determined by MTT assay. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Two-way ANOVA test in (**i**) others one-way ANOVA test.)

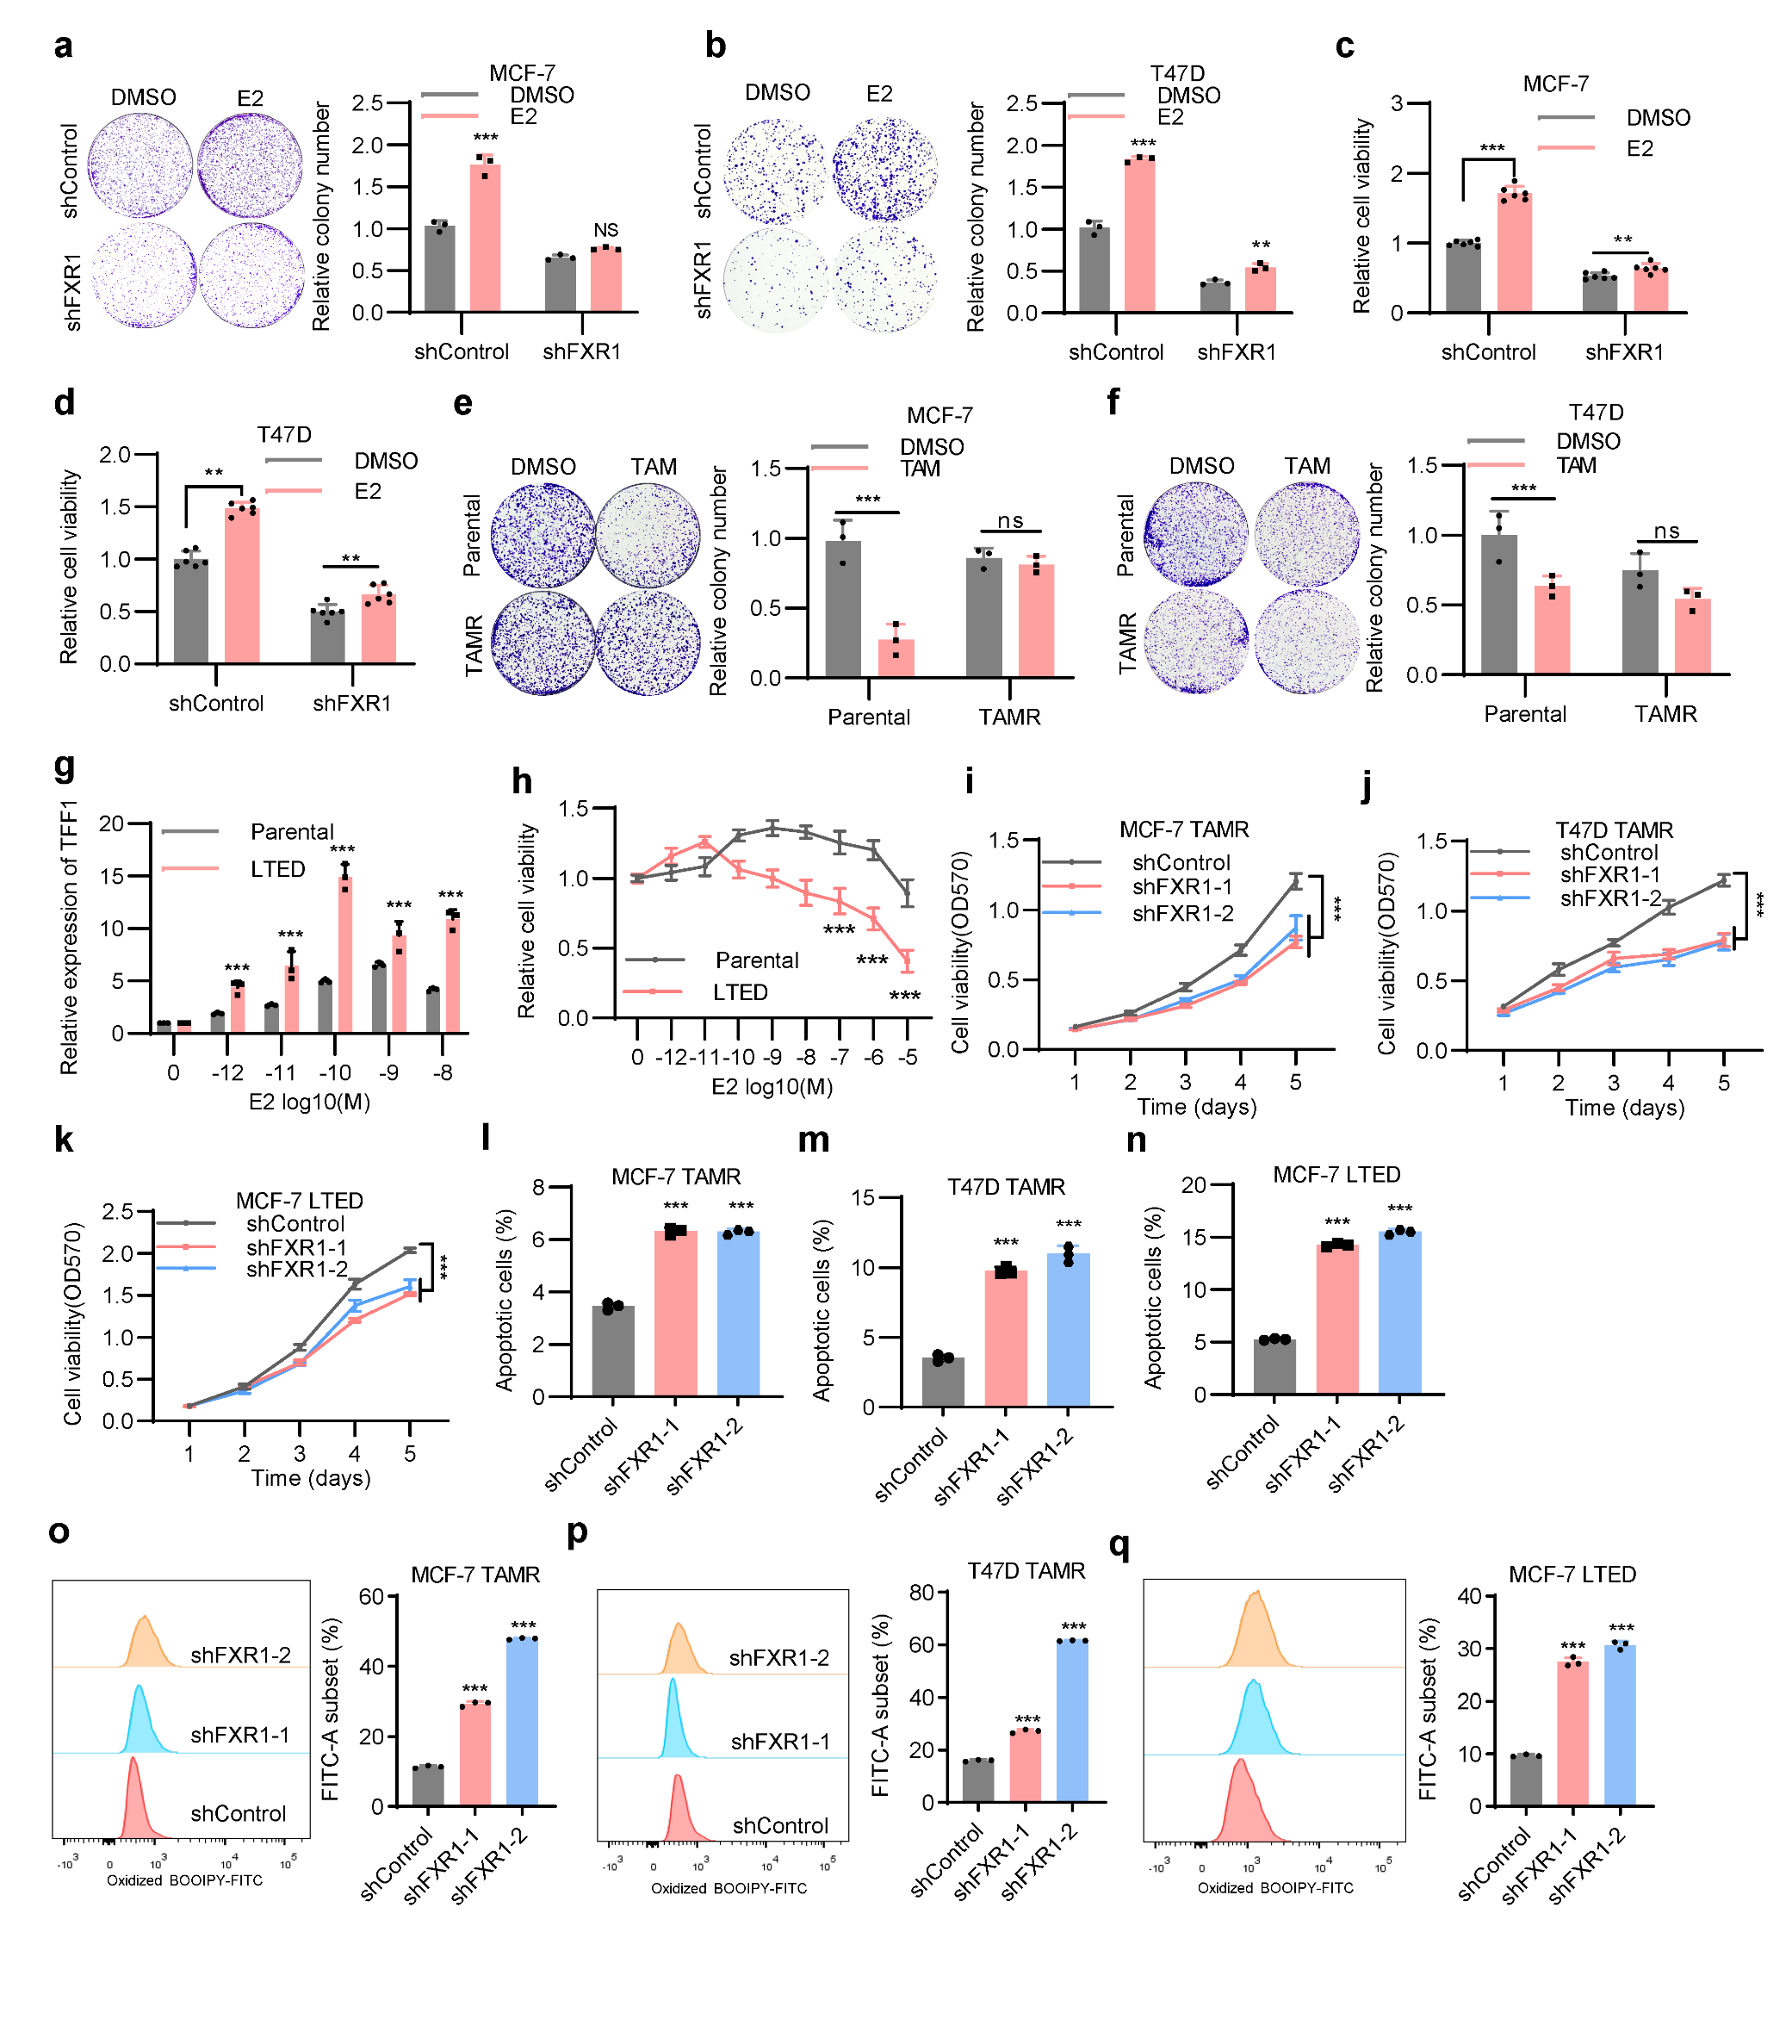

**Supplementary Fig. 7 Depletion of FXR1 leads to apoptosis, ferroptosis, and re-sensitization to tamoxifen in TAMR cells, related to Figure 7. a-d**, FXR1 depleted MCF-7, T47D and control cells were treated with 10 nM estrogen, foci formation (**a**, **b**) and MTT assays (**c**, **d**) were performed. **e**, **f**, Foci formation assays were performed in MCF-7-TAMR, T47D-TAMR, and parental cells treated with 5 μM tamoxifen. **g**, **h**, MCF-7 parental and LTED cells treated with indicated concentrations of estrogen for 48 hours. qPCR (n = 3 biological replicates) analysis of TFF1 expression (**g**). The cell viability was detected by MTT assay (**h**). **i-k**, MTT assay showing cell viability in FXR1 depleted MCF-7-TAMR (**i**), T47D-TAMR (**j**), and MCF-7 LTED (**k**) cells within 5 days. **l-n**, Early apoptotic population in FXR1 depleted MCF-7-TAMR (**l**), T47D-TAMR (**m**), MCF-7 LTED (**n**) and control cells was determined by flow cytometry. **o-q**, Lipid peroxidation of FXR1 depleted MCF-7-TAMR (**o**), T47D-TAMR (**p**), MCF-7 LTED (**q**) and control cells were determined by flow cytometry. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Two-way ANOVA test in (**i**, **j**, **k**), one-way ANOVA test in (**l-q**), others unpaired two-tailed Student’s t test.)

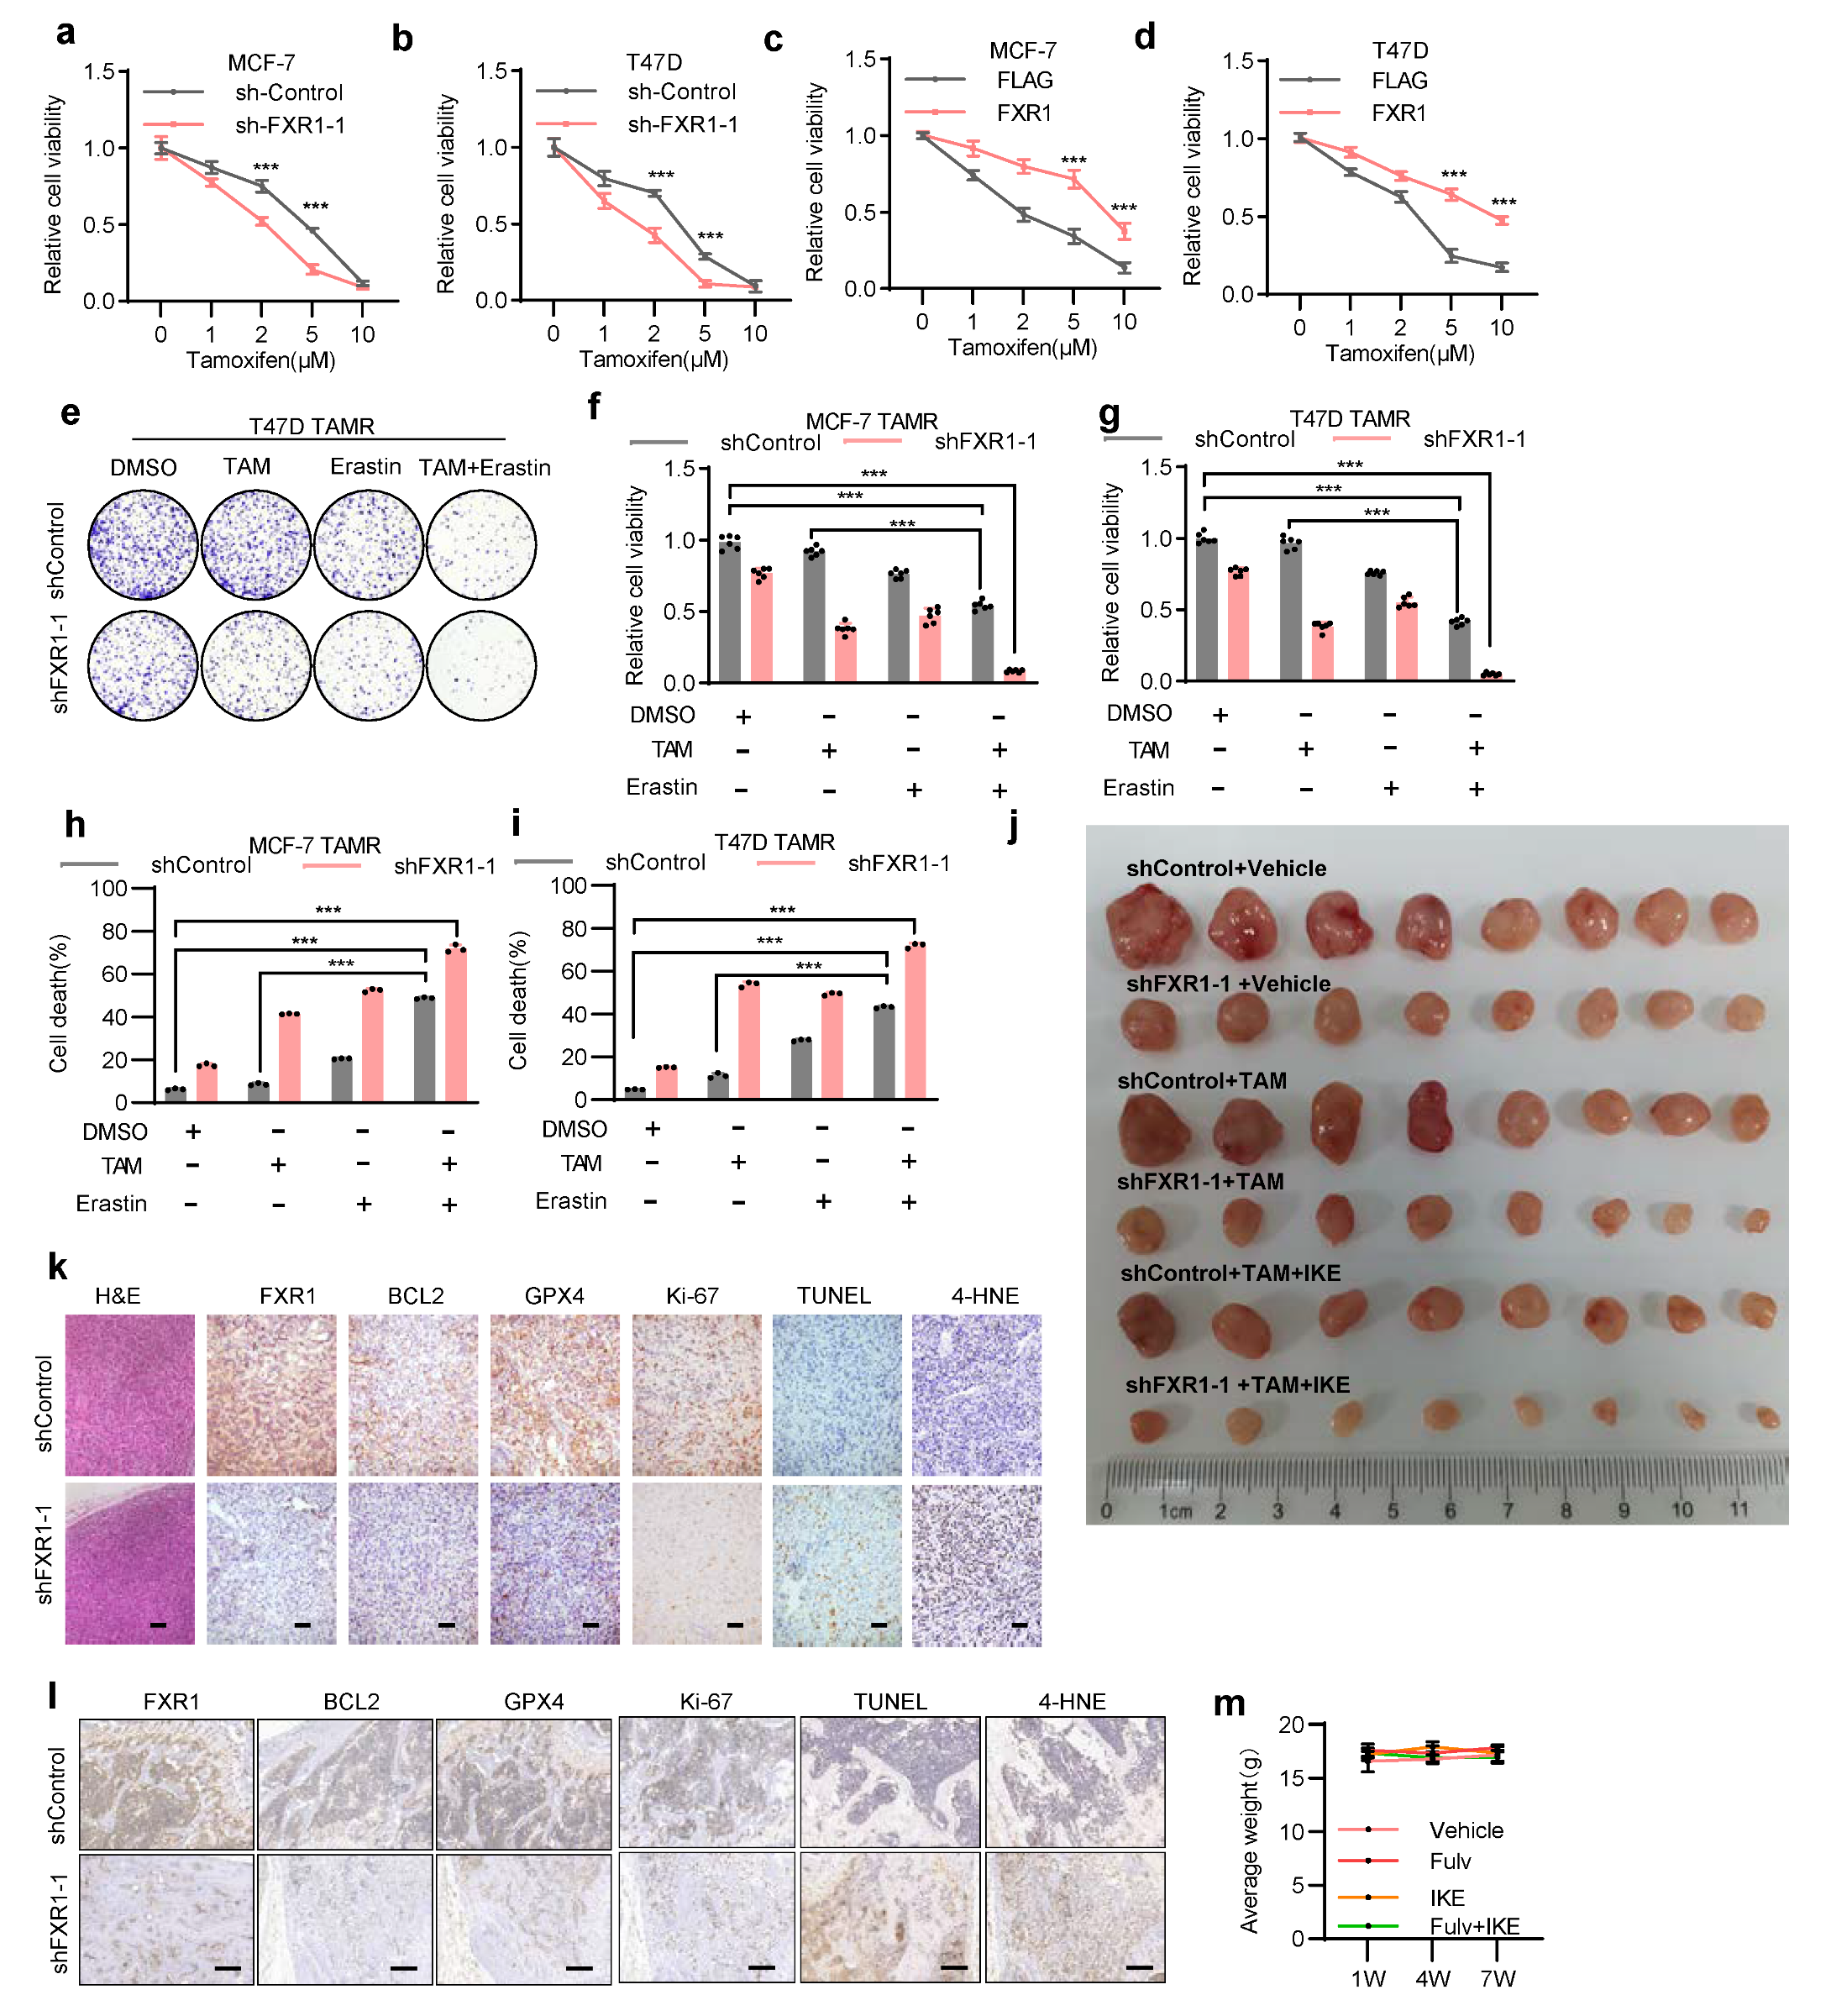

**Supplementary Fig. 8 Combined treatment with tamoxifen and IKE for breast cancer xenografts,** **related to Figure 7. a**-**d**, MTT assays assessing the sensitivity of MCF-7 and T47D cells with FXR1 depleted (**a**, **b**) or forced expressed (**c**, **d**) to tamoxifen. **e**, FXR1 depleted T47D TAMR and control cells were treated with 5 µM tamoxifen, 10 µM erastin, or both, and foci formation assay was performed. **f**, **g**, FXR1 depleted MCF-7 TAMR (**f**), T47D TAMR (**g**) and control cells were treated with 5 µM tamoxifen, 10 µM erastin, or both, and MTT assay was performed. **h**, **i**, FXR1 depleted MCF-7 TAMR (**h**), T47D TAMR (**i**) and control cells were treated with 5 µM tamoxifen, 10 µM erastin, or both. The proportion of dead cells was determined by flow cytometry. **j**, Tumor pictures of Figure 7e. **k**, Representative H&E and IHC images of FXR1, BCL2 GPX4, Ki67, TUNEL, and 4-HNE in the experiment of Figure 7e. Scale bar: 100 μm (H&E), 50 μm (IHC). **l**, Representative immunostaining images of FXR1, BCL2, GPX4, Ki67, TUNEL, and 4-HNE in the experiment of Figure 7g. Scale bars: 50 µm. **m**, Body weight curve of mice in the experiment of Figure 7l. Results are shown as mean ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant (Unpaired two-tailed Student’s t test.)

How the deposited data were processed for this re-analysis (not part of the article)

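RNA from MCF-7 cells, an established ER+ breast carcinoma line, was measured by RNA-seq in 6 libraries, 3 of shControl cells and 3 of cells with FXR1 depleted by shRNA (shFXR1). The labels call the controls wild type, the series describes an empty vector and the paper's figures say shControl, which is the name used here. Fig. 6C names the depleted cells shFXR1-1. The RIP-seq, iTRAQ, RT-qPCR, immunoblot and tumor data of the paper were not analysed here.

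The authors counted reads per gene, and the table they deposited holds these counts beside FPKM values, 1 column of each per library, for 60612 genes. The authors' FPKM are the same counts divided by the length of the gene and by the total count of the library, since for the 3699 genes with high counts the implied length differed between libraries by at most 0.345%. The submitters' processing notes name cutadapt 1.9.1, HISAT2 2.0.1, HTSeq 0.6.1, DESeq2 and GRCh38 without a role or order. The annotation release, the strand setting and the read filters are not given in the sources used here. Gene positions, overlaps and 3′ UTRs come from GENCODE v29 on GRCh38, in which 99.2% of the genes tested have an entry. The columns of the table were matched to the libraries by name, and the table holds no other per-sample values.

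The counts total 17613266 to 19210712 in shControl (median 18602688) and 17889044 to 19915684 in shFXR1 (median 18648741), and TMM factors lay between 0.984 and 1.02. Replicate libraries differed by more than the sampling noise in every pair, with a chi-square per gene of 2.86 to 15.8 where noise alone gives about 1, so each library was kept as a replicate. The labels do not say whether the libraries are separate cultures, and the paper states 3 independent experiments for its data in general.

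Genes with a mean FPKM of at least 0.5 over the 6 libraries, 14816 in all, were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the counts, with TMM scaling, no covariate and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05, with a fold change over 2 where stated. The standard error of a log2 fold change is its unshrunk estimate divided by the square root of the F statistic. The design written before the data were examined had assumed FPKM alone and named limma on log2(FPKM + 0.1), and the count test took its place because the table holds counts. That limma fit was then run as an alternative. Log2 fold changes are those of edgeR on counts, and genes under the filter are reported from the fit with no filter.

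The rule for named genes was fixed beforehand. It takes every gene that the paper names for the RNA-seq in its text or in Figs. 4C, 4M, 6C and Supplementary Figures S4 and S5E, with FXR1, FXR2 and FMR1, the 12 largest rises and 12 largest falls among called genes that are protein-coding or have a gene name, with a mean FPKM of at least 1 and no overlap between the groups, and up to 4 members of each list by p. The paper's figures had been seen when this rule was written. For genes of equal groups of 3, chance gives no overlap in 10% of cases.

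The lists, 25 in all, were written from general knowledge before the data were examined: estrogen-induced genes, components of the estrogen signaling pathway and of endocrine resistance, anti-apoptotic and pro-apoptotic genes, ferroptosis pathway genes, p53 targets, DNA replication and G1/S genes, G2/M and mitosis genes, histones, interferon-stimulated genes, ATF4 and unfolded protein response genes, hypoxia response genes, cholesterol and lipid synthesis genes, NRF2 targets, amino acid transporters, cytosolic ribosomal proteins, mitochondrially encoded genes, luminal markers, basal and mesenchymal markers, extracellular matrix genes, immediate early genes, blood cell markers, and fibroblast and endothelial markers. The last list, the genes with RT-qPCR primers in Supplementary Table S1, is the study's own. The 23 lists with at least 5 tested members were tested with camera of limma 3.58.1 at a correlation preset at 0.01, adjusted over the lists, and again with an estimated correlation and with fry. The table holds no gene ontology or KEGG terms, so those terms were not tested.

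Alternatives set before the data were examined were no filter on low values, a mean FPKM of at least 1, pseudocounts of 1 and 0.01, TPM, median scaling, quantile normalization, a fit without a trend, a robust fit, the replicate number as a block, each library left out in turn, unadjusted p, and other rules for FPKM above 1. Limma on log2(FPKM + 0.1), the test of the design, was run beside them. Added later were DESeq2 1.42.0, its size factors in edgeR, library totals, filterByExpr, Fisher's exact test of the lists and a count over protein-coding genes alone. Sites of the guide and passenger strands of both shRNAs, 16 in all, were searched in 11388 protein-coding genes with Python 3.11.15 and scipy 1.17.1. A single 3′ UTR was searched per gene, the longest among its principal transcripts where any is marked. A site's share in the lower genes was compared with its share in the others by Fisher's exact test (one-sided).

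The fits were tested on simulated data for this comparison, with counts drawn for all 14816 genes and 3 libraries per group. The edgeR test recovered 64.3% of 70 genes changed by 1.5-fold, 87.1% of 70 changed by 2-fold and 88.3% of 60 changed by 4-fold, and called 14 of 14586 genes with no change. DESeq2 recovered 61.4%, 84.3% and 88.3% and limma on log2(FPKM + 0.1) 40%, 78.6% and 83.3%. The simulation changed far fewer genes than were called in the real data, which makes its adjusted p stricter. These shares therefore need not hold for the real fits. Camera found a planted list of 30 genes and called 0 of 100 random lists at an unadjusted p under 0.05. The simulated genes were drawn independently of each other, so few calls of random lists were to be expected in advance. The simulation therefore cannot show how often camera calls lists of correlated genes. A 7-base site planted in lower genes ranked first in 20 of 20 draws, and with none planted 12 of 320 shRNA sites passed a p of 0.05.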

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

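The predictions for the splits were reworded after the splits were seen, because the first wording had the 2 outcomes the wrong way round. Chosen only after the results were seen were the test of the shRNA-1 site read 2 bases later, the restriction of the site tests to protein-coding genes, the comparison of single libraries for the hypoxia list and the test of lower ESR1 mRNA.

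In its account of the RNA-seq the paper does not discuss the gene groups and genes given here, which differ between shFXR1 and shControl at an adjusted p under 0.05 from edgeR or, for lists, from camera. Median log2 fold changes were 0.50 for hypoxia response genes, 0.43 for immediate early genes, 0.091 for DNA replication and G1/S genes, −0.21 for G2/M and mitosis genes and −0.52 for histone genes, and with an estimated correlation each of these list calls was lost (adjusted p = 0.0517, 0.194, 0.0820, 0.0517 and 0.0820 in this order). Among called genes that are protein-coding or have a gene name, with a mean FPKM of at least 1 and no overlap between the groups, those that rose most were ADM (log2 fold change 4.67), FGB (4.22), the keratin pseudogene KRT223P (3.96), EPAS1 (3.69), VAT1L (3.38), S100P (3.26), ACTG2 (3.20), TGFBI (3.16), AGR2 (3.15), EGR3 (3.12), SOX9 (3.06) and RFTN1 (3.00). ADM, FGB, KRT223P, VAT1L and SOX9 had at most 27 counts in each shControl library, so the size of their rise depends on the setting. The rises of ACTG2 and TGFBI also depended on it, from 1.74 to 3.28 and from 1.35 to 3.32 over 21 alternatives. Those of EPAS1 and EGR3 ranged from 2.46 to 3.83 and from 2.13 to 3.22. Those that fell most, apart from genes the paper names, were NR2F1 (−3.21), RNU6-418P (−3.06), SLC24A3 (−2.69), UNC5C (−2.55), ODAM (−2.36), TIMM17B (−2.34) and LINC00052 (−2.28). RNU6-418P, a U6 pseudogene, has a standard error of 0.97 and an adjusted p = 0.0213 from edgeR, and its call was lost under 6 of 19 alternatives, over a range of adjusted p from 0.0056 to 0.0953.

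The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can fall under 0.05. The real split alone, 1 of the 10, called as many genes with edgeR (3703), as many over 2-fold (489) and as many lists with camera (8) as it did. The highest of the other splits called 0 genes, 0 genes over 2-fold and 6 lists, with at most 442 genes at an unadjusted p under 0.05. Each of them mixes shControl and shFXR1 libraries in both groups, which widens the spread within groups. Few gene calls were therefore to be expected from them in advance. The 8 lists include the RT-qPCR list, which the study chose on the real split.

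Among protein-coding genes lower over 2-fold, 11 of 116 hold GTACGAA in the 3′ UTR (TIMM17B, GRK6, ANLN, SLC7A5, LNPK, CSK, ATG13, CNN2, SUCLA2, ADAM9 and RALBP1, listed after their values were seen), against 101 of 11272 other genes, an odds ratio of 11.6 (95% interval 5.44 to 22.4, Fisher's exact p = 1.7e-08, adjusted p = 2.7e-07 over the 16 sites tried), and the site ranked 1 of 16384 7-base sites. A trend with GC content and gene length is argued against as the whole cause of the falls, since 89.9% of the lower genes stayed below a log2 fold change of −1 once it was removed. The site pairs with bases 4 to 10 of the shRNA-1 guide, so a candidate explanation is that a guide starting later than the hairpin is drawn may act directly on these mRNAs, and the 101 genes with the site that were not lower over 2-fold had a median log2 fold change of −0.19 against 0.0093 for the others (one-sided permutation p = 1.0e-05, the smallest that 100000 permutations can give). The shRNA-1 sites of guide bases 3 to 9 (TACGAAG, odds ratio 4.19, 95% interval 1.62 to 9.12) and 5 to 11 (CGTACGA, 14.9, 2.80 to 51.4), which each share 6 bases with GTACGAA, had an adjusted p = 0.0117 each, while those of guide bases 2 to 8 gave odds ratios of 2.00 (0.530 to 5.34) for shRNA-1 and 1.15 (0.677 to 1.86) for shRNA-2, too wide to decide. GTACGAA is missing from the 3′ UTR searched of 105 of the 116 genes, and BCL2, ESR1 and GPX4 are among the genes searched without it. A single 3′ UTR was searched per gene, that of GPX4 with 218 bases, so other transcripts of a gene may differ. Loss of FXR1 stays open for all 116, and coding sequences were not searched. The paper's rescue with shRNA-resistant FXR1 does not bear on the shRNA-1 guide. Its 8 changed bases all lie in the shRNA-2 target and 0 in that of shRNA-1. The paper also lists shRNA-2, whose guide has no stretch that pairs with GTACGAA, and no library here is named for it. The paper's RT-qPCR of BCL2, GPX4 and its candidate genes in FXR1-depleted cells was tested by one-way ANOVA. More than 1 shRNA may thus have been used there, and those measurements were not analysed here. The paper's CRISPR-Cas9 deletion of FXR1 does not use the shRNA-1 guide. After deletion the paper reports more apoptosis, lower viability and less GPX4 protein, while RNA-seq of deleted cells is not among these libraries.

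Of 35 hypoxia response genes tested, 28 rose and 0 fell in shFXR1 with edgeR (0 fell also at an unadjusted p under 0.05, with DESeq2 and with limma). Removing a trend with GC content and gene length left their median at 0.48, and the lowest median over 7 scalings was 0.48, which argues against both. Every shFXR1 library lay above every shControl library, with a gap of 0.62 in the list's mean log2 deviation between the nearest libraries. Denser or oxygen-poor dishes in 1 group cannot be told apart from FXR1 depletion, since nothing in the labels measures either. A response to FXR1 loss stays open beside it as a hypothesis.

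Estrogen-induced genes moved apart, with 26 of 54 higher and 15 lower, while ESR1 mRNA fell. Library scaling is argued against for TFF1, whose lowest log2 fold change over 7 scalings was 2.10. If lower ESR1 mRNA were behind the pattern, most called members should be lower, and 63.4% of the 41 were higher. This share lies between the bounds for and against it, which were set after the results were seen. The 26 higher members argue against lower ESR1 mRNA as the whole cause. For the 15 lower members it cannot be told apart from other routes, and estrogen exposure of the cultures was not tested here.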

How the results depend on the processing

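Chosen after the data were seen were edgeR on counts as the main test, DESeq2, its size factors in edgeR and library totals. So were filterByExpr, Fisher's exact test of the lists and the count over protein-coding genes alone. Limma on log2(FPKM + 0.1) was the test named in the design, and the other alternatives were set beforehand. The count of genes changed at an adjusted p under 0.05 (3703) stayed within 1.5 times under every alternative, from 2566 to 4309 when single libraries were left out. The 489 genes changed over 2-fold became 880 (535 higher, 345 lower) with no filter on low values and 767 (472 and 295) with filterByExpr, which test more weakly expressed genes, and 193 (122 and 71) with limma on log2(FPKM + 1), which shrinks their folds. At a mean FPKM of at least 1, with fewer genes tested, 200 were higher, and 119 of the lower genes are protein-coding. Leaving out single libraries gave 441 to 496 changed over 2-fold, 281 to 319 higher and 150 to 177 lower. Of the 489 genes, 406 stayed called in the same direction with limma on log2(FPKM + 0.1) and 461 with DESeq2. Camera called 8 lists, with an estimated correlation it called 0 (5 at an unadjusted p under 0.05), fry called 13, and the cause was not tested. The replicate numbers do not pair the libraries (correlations of same-numbered libraries −0.0035, −0.055 and 0.017, with 0 of 3 shControl libraries closest to the shFXR1 library of the same number). With the replicate block 3561 genes were called, 473 of them over 2-fold. Of the single genes past the test, 120 passed it under every alternative that tested them (20 of the 21 for DACH1, BIRC3, CP, CD19 and CDH5) and 15 were lost under at least 1: GCLM, IREB2, PHKG2, LPCAT3, TP53, PRNP, CDKN1A, EIF3E, RNU6-418P, RPL23A, RPL30, MT-CO2, MT-ND2, MT-RNR2 and COL1A1. MT-RNR2 alone reversed, from 0.17 to a log2 fold change of −0.037 (adjusted p = 0.301) with limma on quantile-normalized values, and the cause was not tested. At about 18.6 M counts per library, the simulated recovery at 1.5-fold was 64.3%. The simulation changed far fewer genes than the 3703 called here, which makes its adjusted p stricter. Its recovery therefore need not hold for the real data, where small changes can still be missed.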

Differences from the paper's values

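The count over protein-coding genes, DESeq2, its size factors in edgeR, library totals, filterByExpr and Fisher's exact test of the lists were chosen after the values were seen. EdgeR on counts took the place of limma on log2(FPKM + 0.1), the test of the design, after the table was seen to hold counts.

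The paper's reported depth is 4.8 M uniquely mapped reads on average, and the deposited counts average 18.6 ± 0.845 M per library (SD, n = 6). No alternative changes the counts.

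At a fold change over 2 and p under 0.05, the paper's count of genes with decreased expression is 115 and the value here is 184, with p adjusted, while the paper does not say whether its p was. Among alternatives set before the data were examined, the count came within 1.5 times of the paper's at a mean FPKM of at least 1 (134), without shControl replicate 1 (165) or 2 (170), without shFXR1 replicate 1 (163), 2 (169) or 3 (150), and in limma with a pseudocount of 0.01 (167), on TPM (157) or with median scaling (172). It did not with no filter (345), no trend (204), a robust fit (185), the replicate block (173), without shControl replicate 3 (177), in limma with a pseudocount of 1 (71), with quantile normalization (175) or at an unadjusted p (226). The test named in the design before the data were examined, limma on log2(FPKM + 0.1), gave 161, within 1.5 times of the paper's count. The edgeR test behind the 184 replaced it once the table was seen to hold counts. Of those chosen after the values were seen, DESeq2 gave 170, library totals 169, DESeq2's size factors in edgeR 184, filterByExpr 295 and protein-coding genes alone 119. The count over protein-coding genes drops 1 of the 30 genes that the paper names and that were lower over 2-fold, ADAMTS19-AS1.

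The paper links the differentially expressed genes to the estrogen signaling pathway and endocrine resistance. With the lists used here, which need not match the KEGG pathways, the share changed over 2-fold was 7.59% of 79 genes and 5.26% of 76 genes, against 489 of all 14816 genes tested. Fisher's exact test gave p = 0.0462 and p = 0.242, and an adjusted p = 0.105 and an adjusted p = 0.356 over 25 lists. Estrogen-induced genes had a share of 20.4% of 54 with an adjusted p = 1.5e-05 from the same test.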

Other observations

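Genes of the late cell cycle were lower and some genes of DNA replication higher in shFXR1, while the paper reports by flow cytometry more cells in G0/G1 on FXR1 depletion. Of 57 G2/M and mitosis genes tested, 28 fell and 1 rose with edgeR (31 and 1 when adjusted over the list alone). ANLN, a scaffold of the cytokinetic ring whose 3′ UTR holds the shRNA-1 site GTACGAA, had a log2 fold change of −1.52 (standard error 0.077), the kinesin gene KIF20A one of −0.54 (standard error 0.064) and ASPM, a spindle pole protein, one of −0.75 (standard error 0.11), while FOXM1, named after its value was seen, had 0.21 (standard error 0.064). Camera gave this list an adjusted p = 1.2e-07, and an adjusted p = 0.0517 with an estimated correlation. Of 20 histone genes, 12 fell and 0 rose with edgeR (15 and 0 over the list alone; 0 rose at an unadjusted p under 0.05, with DESeq2 or with limma), with H2AC6 at −1.20 (standard error 0.091) and H2BC5 at −0.65 (standard error 0.084), and camera gave an adjusted p = 6.0e-07, and an adjusted p = 0.0820 with an estimated correlation. Histone mRNAs of the replication-dependent class lack a poly(A) tail, so their counts also depend on how RNA was selected, on which the labels are not clear. Of 46 DNA replication and G1/S genes, 10 rose and 1 fell, RRM1, named after its value was seen (10 and 1 over the list alone). CCNE1, which encodes cyclin E1, rose by 1.16 (standard error 0.11) and the clamp loader gene RFC3 by 0.43 (standard error 0.069), with an adjusted p = 0.0049 from camera, and an adjusted p = 0.0820 with an estimated correlation. CDKN1A mRNA, whose protein p21 the paper reports as raised, had a log2 fold change of −0.21 (standard error 0.061, adjusted p = 0.0157 from edgeR's quasi-likelihood test), lost under 4 of 21 alternatives (adjusted p from 0.0043 to 0.0963). Of 35 p53 targets, 8 rose and 6 fell (8 and 7 over the list alone), with a median of 0.019 and an adjusted p = 0.753.

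Hypoxia response genes had an adjusted p = 6.2e-16 from camera, and an adjusted p = 0.0517 with an estimated correlation (29 higher and 0 lower with edgeR over the list alone), with CITED2, a brake on hypoxia-inducible factors, higher by 1.53 (standard error 0.074) and ERO1A, an oxidase of the endoplasmic reticulum, by 1.17 (standard error 0.081). Of 25 immediate early genes, 15 rose and 2 fell, KLF6 and CCN2, named after their values were seen (16 and 2 over the list alone). EGR1 rose by 0.82 (standard error 0.066) and BTG2 by 1.15 (standard error 0.066), with an adjusted p = 3.9e-06 from camera, and an adjusted p = 0.194 with an estimated correlation. Of 44 interferon-stimulated genes, 15 rose and 9 fell (17 and 9 over the list alone), with an adjusted p = 0.154 from camera. The antigen-presenting genes HLA-A and HLA-B, whose reads can be shared with other HLA genes, had log2 fold changes of 1.10 and 1.26 (standard errors 0.13 and 0.13), and IFITM1 one of −0.52 (standard error 0.065). Of 42 ATF4 and unfolded protein response genes, 15 rose and 6 fell (17 and 6 over the list alone), with an adjusted p = 0.0831 from camera (called at a mean FPKM of at least 1, 0.0484, without shControl replicate 3, 0.0478, and in limma with quantile normalization, 0.0177), XBP1 at 1.07 (standard error 0.060) and the chaperone gene CANX at −1.04 (standard error 0.064). Of 24 NRF2 targets, 4 rose and 5 fell (4 and 7 over the list alone), with a median of −0.090, a mean of 0.045 and an adjusted p = 0.459 in the direction down.

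The other lists did not pass camera in the main fit. Of 33 genes of cholesterol and lipid synthesis, 7 fell and 0 rose with edgeR (7 and 0 over the list alone; 5 rose at an unadjusted p under 0.05, 0 with DESeq2 and 1 with limma), INSIG1 by 0.46 on the log2 scale (standard error 0.068), with an adjusted p = 0.236. Of 16 extracellular matrix genes, 5 rose and 6 fell (6 and 7 over the list alone), with a median of −0.11, a mean of 0.12 and an adjusted p = 0.865 in the direction down, and with no filter on low values the median was −0.52 and the adjusted p = 0.0252. Fibronectin (FN1) rose by 2.17 (standard error 0.13) and COL6A1 fell by 0.88 (standard error 0.090). Of 22 luminal markers 5 rose and 5 fell (6 and 7 over the list alone, adjusted p = 0.753), and of 7 basal and mesenchymal markers 3 rose and 1 fell, CD44 (3 and 2 over the list alone, adjusted p = 0.542). Of 77 cytosolic ribosomal protein genes 4 fell and 0 rose with edgeR (3 and 0 over the list alone; 1 rose at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma), namely RPL17, RPL22, RPL23A and RPL30, by 0.19 to 0.30 on the log2 scale, and the calls of RPL23A and RPL30 were lost under 3 and 12 of 21 alternatives. Camera gave this list an adjusted p = 0.219 in the direction down, called it without shControl replicate 2 (adjusted p = 6.5e-04), and turned the direction up without shControl replicate 3 (adjusted p = 0.453) and with quantile normalization (adjusted p = 0.745). Of 15 mitochondrially encoded genes, MT-RNR2 rose and MT-CO2 and MT-ND2 fell (1 and 2 over the list alone, adjusted p = 0.753 from camera), and these calls were lost or reversed under 13, 8 and 11 of 21 alternatives. Markers of other cell types were near the floor, and their lists had too few tested members for camera. Of 3 blood cell markers CD19 rose by 1.00 (standard error 0.26) to 1.13 ± 0.175 FPKM (SD, n = 3), and of 3 fibroblast and endothelial markers CDH5 rose by 3.59 (standard error 0.24) to 1.25 ± 0.0603 FPKM and COL1A1 fell by 0.36 (standard error 0.11), a call lost under 9 of 21 alternatives.

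Of genes that the paper names outside its RNA-seq, MYC had a log2 fold change of 0.013 (standard error 0.058, adjusted p = 0.907 from edgeR), MEX3A one of −0.11 (standard error 0.080, adjusted p = 0.376 from edgeR) and EIF3E one of −0.26 (standard error 0.060, adjusted p = 0.00360 from edgeR). MEX3A was called without shControl replicate 3 (adjusted p = 0.0313), and the EIF3E call was lost in limma with quantile normalization (adjusted p = 0.0659). TERC lay under the filter at 0.167 ± 0.156 FPKM (SD, n = 3) in shControl and 0.613 ± 0.216 FPKM (SD, n = 3) in shFXR1, with an adjusted p = 0.310 from edgeR with no filter.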
